# Endothelial cell death after ionizing radiation does not impair vascular structure in mouse tumor models

**DOI:** 10.15252/embr.202153221

**Published:** 2022-07-18

**Authors:** Jakob R Kaeppler, Jianzhou Chen, Mario Buono, Jenny Vermeer, Pavitra Kannan, Wei‐Chen Cheng, Dimitrios Voukantsis, James M Thompson, Mark A Hill, Danny Allen, Ana Gomes, Veerle Kersemans, Paul Kinchesh, Sean Smart, Francesca Buffa, Claus Nerlov, Ruth J Muschel, Bostjan Markelc

**Keywords:** apoptosis, intravital imaging, radiotherapy, tumor endothelial cells, tumor vasculature, Autophagy & Cell Death, Cancer, Vascular Biology & Angiogenesis

## Abstract

The effect of radiation therapy on tumor vasculature has long been a subject of debate. Increased oxygenation and perfusion have been documented during radiation therapy. Conversely, apoptosis of endothelial cells in irradiated tumors has been proposed as a major contributor to tumor control. To examine these contradictions, we use multiphoton microscopy in two murine tumor models: MC38, a highly vascularized, and B16F10, a moderately vascularized model, grown in transgenic mice with tdTomato‐labeled endothelium before and after a single (15 Gy) or fractionated (5 × 3 Gy) dose of radiation. Unexpectedly, even these high doses lead to little structural change of the perfused vasculature. Conversely, non‐perfused vessels and blind ends are substantially impaired after radiation accompanied by apoptosis and reduced proliferation of their endothelium. RNAseq analysis of tumor endothelial cells confirms the modification of gene expression in apoptotic and cell cycle regulation pathways after irradiation. Therefore, we conclude that apoptosis of tumor endothelial cells after radiation does not impair vascular structure.

## Introduction

Radiation therapy for cancer results in irradiation of both the cancer cells and the tumor stromal cells including the vasculature. The consequence of radiation to the vasculature is a subject of considerable dispute. At doses higher than the individual doses used in routine radiation therapy treatment for cancer, tumor endothelium undergoes cell death (Castle & Kirsch, 2019). Yet, the contributions of endothelial cell death to the vascular structure are unclear. Neither is its influence on tumor response to radiotherapy. Better understanding of how irradiation modulates the tumor vasculature could provide important insights for the therapeutic regimen design of radiotherapy.

A number of studies have examined the direct death of endothelium resulting from its exposure to irradiation. Sensitization of the endothelium to radiation by means of implantation of xenografts in mice with defects in DNA repair (SCID or DNA‐PK defective) did not reduce the dose of radiation needed for tumor eradication (Budach *et al*, 1993; Garcia‐Barros *et al*, 2010). To precisely focus upon the endothelium, Moding *et al* used a conditional knockout mouse model, in which genetic elimination of ataxia telangiectasia mutated (ATM) was direct only to the endothelium. ATM is required for the repair of radiation‐induced DNA damage as well as cell cycle arrest. Tumors grown in mice lacking ATM in their endothelium were more sensitive to radiation with doses of 20 Gray (Gy) or 3Gy × 10 fractions (F) than tumors growing in their wild‐type counterparts. However, their responses to SBRT radiation with doses of 50 Gy or 4x 20 Gy did not differ significantly from the responses in their wild‐type counterparts (Moding *et al*, 2014, 2015). Genetic elimination of both apoptosis controlling genes Bak and Bax in endothelium did not alter the radiation response of tumors (Moding *et al*, 2015). In both studies by Moding *et al*, an increase in endothelial cell death was not found within the first 24 h after irradiation, though it did occur at later time. In contrast, other studies have focused upon the importance of endothelial death for the determination of tumor response to radiation with differing conclusions. Garcia‐Barros *et al* described an induction of apoptosis in endothelial cells in irradiated tumors peaking at 6 h after irradiation. They also noted a reduced response to radiation in acid sphingomyelinase‐deficient mice, which correlated with a diminished capacity for endothelial apoptosis leading them to propose that early apoptosis of the endothelium itself was a major determinant in tumor response to radiation (Garcia‐Barros *et al*, 2003). None of these studies examined the effects on vascular structure.

The radiation response of tumors and their vasculature is highly time‐ and dose‐dependent. Even within the same tumor type and at different points in the same tumor, the response can be heterogeneous in the scale of the response and its timeline (Dewhirst *et al*, 1990; Hu *et al*, 2016). In murine tumors, single doses of radiation result in considerable, but transient vasodilation peaking at approximately 24 h after irradiation, which is partly attributed to the release of nitrogen oxides (NO); however, this timeline may vary with tumor type (Sonveaux *et al*, 2003; Li *et al*, 2007; Hu *et al*, 2016). Whether this pattern persists after each dose of fractionated radiation is not clear. The perfusion of tumors in some murine models diminishes at later times over days, depending on the doses of radiation. With single doses varying from 5 to 20 Gy, various researchers have found reduced perfusion of the tumor while others have found no change (for comprehensive reviews see Park *et al*, 2012; Kim *et al*, 2015) and in many cases there was evidence of vascular death, leakiness of blood vessels and lack of perfusion in parts of the tumor. Lower doses have much smaller effect on vascular function (Kioi *et al*, 2010; Maeda *et al*, 2012; Moding *et al*, 2013; Brown *et al*, 2014; Demidov *et al*, 2018). With fractionated radiation, less vascular damage was reported in murine models (Potiron *et al*, 2013).

Clinical studies, in contrast, have emphasized reoxygenation and increased perfusion after radiation. While reoxygenation in murine models has been seen within hours and persists for 48 h, clinical studies have generally looked substantially later after radiation (Moeller *et al*, 2004; Song *et al*, 2016). In a study examining hypoxia with [^18^F]‐MISO PET before, during, and after treatment of head and neck cancer tumors, hypoxia was reduced midcourse in some patients and at the end of radiation therapy treatments, while others, approximately half, had no change. Those patients with persistent hypoxia had poorer outcomes, suggesting that patients with persistent tumor hypoxia might benefit from more intensive treatments (Zips *et al*, 2012; Lock *et al*, 2017, 2019). One possible explanation for tumor hypoxia is reduced perfusion, although other explanations could account for increased oxygenation (Good & Harrington, 2013) including changes in the oxygen consumption rate (Clement *et al*, 1978; Ashton *et al*, 2016; Gallez *et al*, 2017). Some tumors were found to have higher levels of perfusion at intermediate times in a course of radiation therapy, but in other cases perfusion remained unchanged for at least several weeks in both cervical and in head and neck cancers (Shibuya *et al*, 2011; Lock *et al*, 2017). The increased perfusion in Shibuya *et al* and reduced hypoxia in Lock *et al* were both associated with improved patient outcome (Shibuya *et al*, 2011; Lock *et al*, 2017). However, at the end of a full course of fractionated radiation, perfusion was often decreased.

These studies raise the question of how the vascular structure is altered by radiation. To address this question, we used video 2‐photon microscopy of murine tumors receiving radiation with repeated observations of the same tumor. Many of the studies examining tumor vasculature that used intravital video microscopy of tumors have relied upon infusion of fluorescent dyes to visualize vessels, yet this method will only visualize perfused vessels (Moeller *et al*, 2004; Maeda *et al*, 2012). More recently, optical coherence tomography has been used to that end (Li *et al*, 2007; Demidov *et al*, 2018). Genetically engineered mouse models (GEMM) mice with fluorescent endothelial cells have been used to follow tumor vascular progression (Mathivet *et al*, 2017; Stanchi *et al*, 2019). We used transgenic mice bearing a Cre recombinase‐tamoxifen receptor fusion protein (Cre‐ERT2) driven by the VE‐cadherin promoter (Monvoisin *et al*, 2006) combined with a floxed‐stop cassette upstream of tdTomato gene (henceforth VE‐TOM mice). Treatment of these mice with tamoxifen results in endothelial cells tagged with tdTomato. Using these mice, the overwhelming majority of endothelial cells are fluorescently labeled, so that both functional perfused vessels and sprouts, blind ends, and other non‐perfused vessels could be imaged. Perfused vessels can be distinguished as those labeled with infused fluorescent dyes.

To observe the effect of radiation on tumor vasculature and endothelium, we used these methods to image tumors in non‐orthotopic abdominal window chambers after radiation. We found little disruption in functional vascular structure despite the death of endothelial cells after 15 Gy of irradiation. However, death of endothelial cells was mainly in smaller, non‐perfused vessels explaining why this has little effect on the overall vascular network after radiation. For the remaining endothelial cells, irradiation resulted in cell cycle arrest allowing remodeling of the existing vasculature, without significant impairment in vascular function. In tumors with a substantial proportion of smaller non‐perfused vessels, the loss of endothelial cells resulted in increased average vascular diameter overall and longer inter‐branch distances leading to potentially more effective vascular structures evolving in the tumor from the preexisting vessels.

These results begin to reconcile the observation of endothelial cell death with only minor changes in functional vascular structure.

## Results

### Fluorescent labeling of the tumor vasculature

In order to visualize the response of the tumor vasculature to irradiation, we used a transgenic mouse model in which the fluorescent protein tdTomato is expressed in both normal and tumor endothelial cells (EC). As described by Wang *et al* (2010), transgenic mice (Tg(Cdh5‐cre/ERT2)1Rha) bearing Ve‐CadherinCreERt2 express an estrogen receptor‐responsive Cre in VE‐Cadherin‐positive cells, which are predominantly ECs. These mice were crossed with Gt(ROSA)26Sortm9(CAG‐tdTomato)Hze mice so that activation of Cre by tamoxifen resulted in EC expression of tdTomato (schematic shown in Fig 1A). The expression of tdTomato in vascular endothelium was confirmed in all organs examined (Fig EV1A–H). Similarly, tumor ECs (TEC) identified as CD31‐positive cells in allografted tumors, both from MC38, a highly vascular tumor (colon adenocarcinoma) and the less vascular B16F10 (melanoma), were rendered generally over 90% tdTomato positive (Figs 1B–D and EV1I). Using prior selection of mice with greater than 95% fluorescent EC (based upon imaging described in Methods section), we used intravenous injection of Qdots to distinguish perfused from non‐perfused tumor vessels, that is, vessels labeled with the infused Qdots and vessels not labeled with it. Smaller diameter vessels were more likely to be non‐perfused (Fig 1E). In an analogous murine tumor model, Roodhart et al. described a subset of bone marrow‐derived monocytes‐positive cells (BMDCs) lining tumor blood vessels that were also fluorescent after tamoxifen treatment and this subset was reported to increase after treatment of the mice with chemotherapy (Roodhart *et al*, 2013). We, therefore, examined control and irradiated MC38 and B16F10 tumors and organs in naïve tdTomato endothelial‐labeled mice for cells positive for CD68 (Fig EV1D and F), CD45 (Fig EV1G), GR1 (Fig EV1H), and tdTomato. High‐resolution microscopy images of thick sections of MC38 and B16F10 naive and irradiated tumors did not reveal tdTomato‐positive cells also expressing CD45, GR1, or CD68 (Figs 1C and D, and EV1F–H). Thus, by showing that these mice have robust tdTomato labeling of ECs which is absent in BMDCs, we have developed the conditions to apply intravital microscopy of tumors generated in mice to investigate the development of the tumor vasculature and examine its response to radiation.

**Figure 1:**
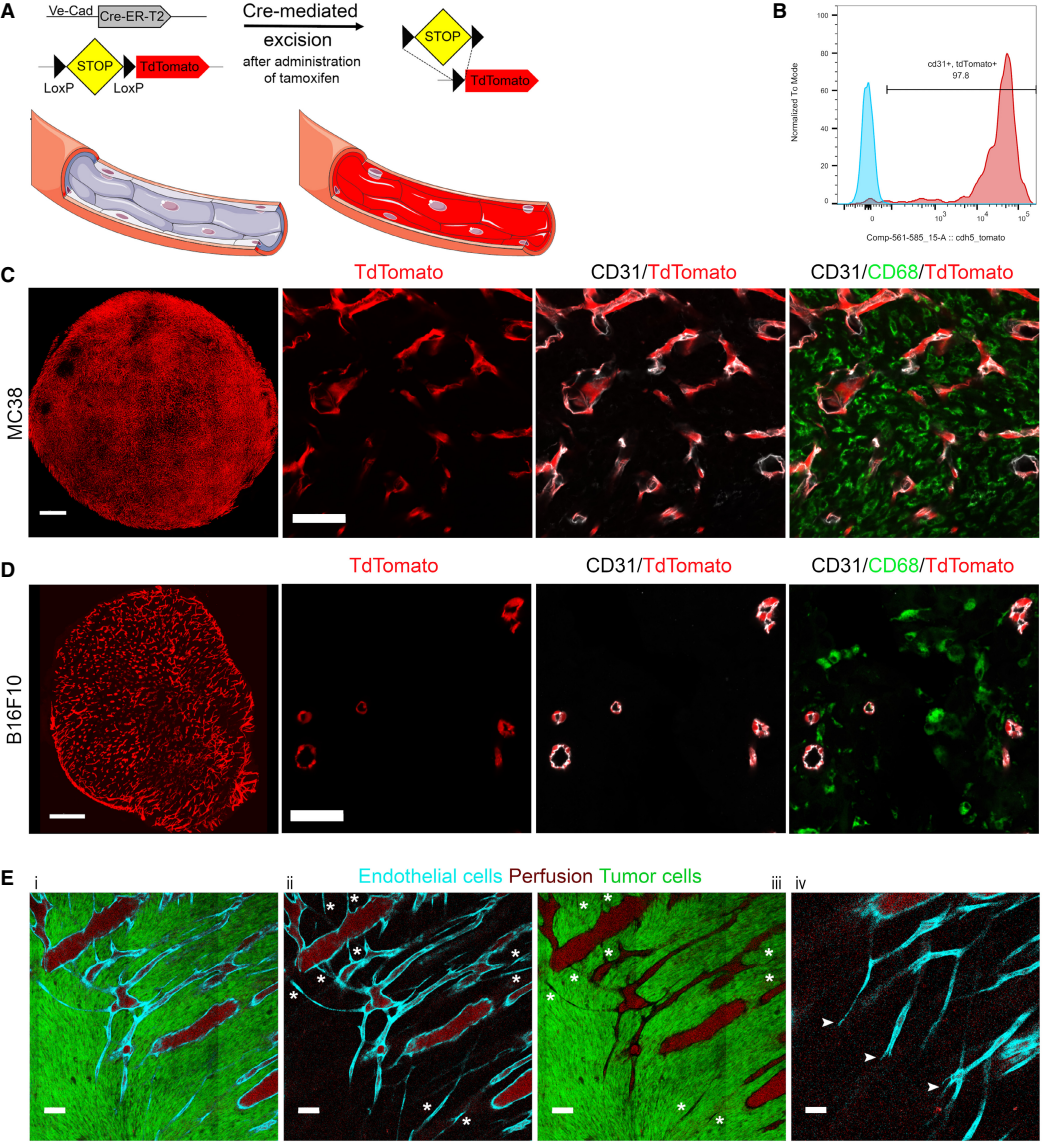
tdTomato expression in ECs and TECs in VE‐TOM mice ASchematic of the Ve‐Cad (Cre‐ERT2) system. Administration of tamoxifen by gavaging in adult VE‐TOM mice activates the Cre‐LoxP system in endothelial cells inducing tdTomato expression.BFACS analysis histogram of TECs from MC38 tumors 30 days after tamoxifen administration. Percent of tdTomato‐positive CD31‐positive TECs (red) and control TECs (blue).CRepresentative low‐power image of a MC38 tumor vasculature (left), TECs expressing tdTomato (red). High‐power images (right) of the same tumor: tdTomato (red) in TECs, co‐stained for CD31 (white) and CD68 (green).DRepresentative low‐power image of a B16F10 tumor vasculature (left), TECs expressing tdTomato (red). High‐power images (right) of the same tumor: tdTomato (red) in TECs, co‐stained for CD31 (white) and CD68 (green).ERepresentative image (Ei) of a MC38 tumor. GFP‐positive tumor cells (green), TECs (cyan), and infused Qdots (red) indicating perfused vessels. (Eii and Eiii) Asterisks, non‐perfused tumor vessels, (Eiv) arrowheads, tumor vessel sprouts. Data information: Scale bar in (C and D): 1 mm and 50 μm, respectively; in (E): 100 μm.

**Figure 2:**
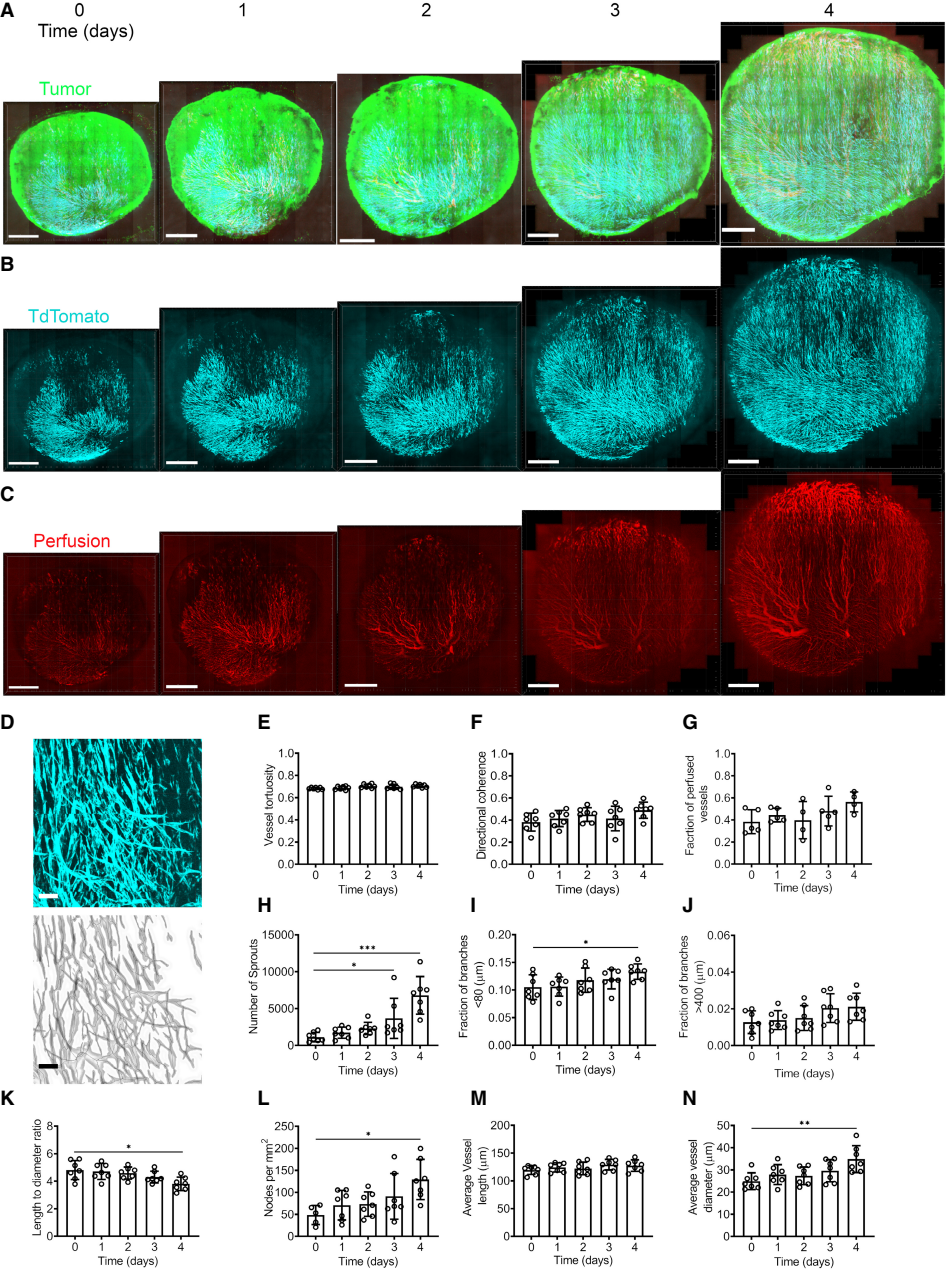
Daily‐serial intravital microscopy of MC38 tumors in VE‐TOM mice A–CThe developing tumor vasculature was imaged over time in an abdominal window chamber model with two‐photon microscopy with (A) GFP‐labeled tumor cells, (B) TdTomato‐labeled TECs in cyan, and (C) perfusion.DTop: a representative image of MC38 tumor vasculature, bottom: segmentation with skeletonization.E–NThe following parameters were quantified from the segmented image each day: (E) vessel tortuosity, (F) directional coherence, (G) perfusion, (H) number of sprouts,(I) fraction of branches <80 μm, (J) fraction of branches >400 μm, (K) length‐to‐diameter ratio, (L) nodes per mm^2^, (M) vessel length, and (N) vessel diameter. Error bar represents mean ± SD (*n* = 4–7 biological replicates); *P < 0.05, **P < 0.01, ***P < 0.0001 by one‐way analysis of variance with multiple comparisons (ANOVA). Data information: Scale bar: 1 mm in (A–C) and 100 μm in (D).

**Figure EV1:**
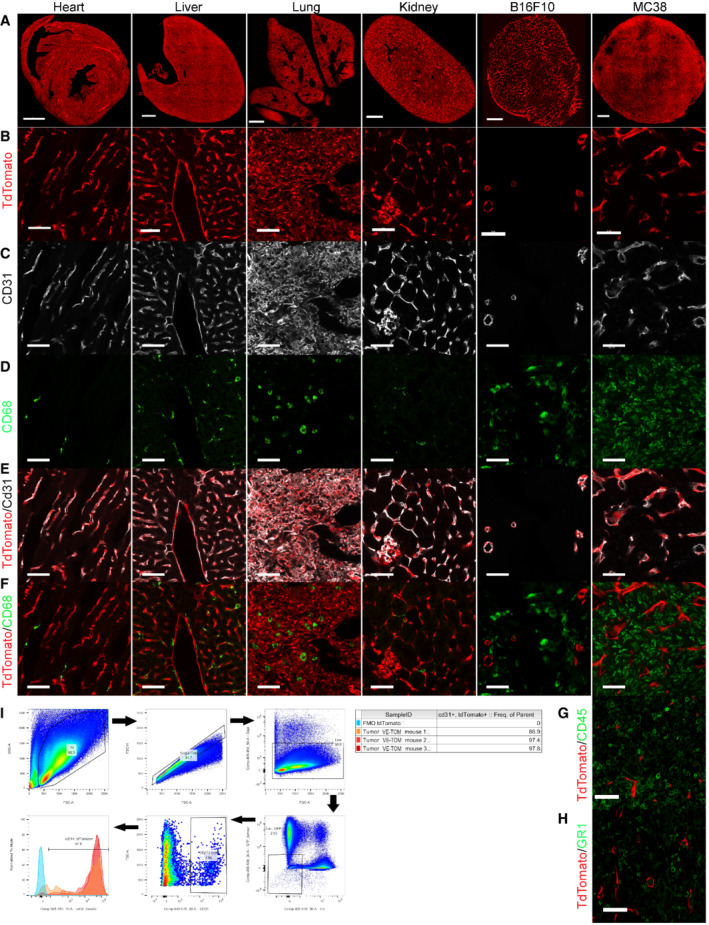
Evaluation of tdTomato‐positive TECs in VE‐TOM mice ARepresentative low‐power microscopic images (top row) of vasculature from tissue sections of organs and tumors expressing tdTomato (red) in endothelial cells.BRepresentative high‐power microscopic images of the same tissue section expressing tdTomato.C, DSamples are stained for CD31 (white, C) and CD68 (green, D).E, FMerged channels of B + C (E) and B + D (F).GRepresentative high‐power microscopic image of tdTomato (red) and CD45 (green).HRepresentative high‐power microscopic image of tdTomato (red) and GR1 (green).IFlow cytometry, gating strategy, and histogram of MC38 tumor TECs 30 days after tamoxifen administration. Percent of tdTomato‐positive CD31‐positive TECs (red) and FMO (blue). Data information: Scale bar in (A); 1 mm; scale bars in (B–H): 50 μm.

### Daily‐serial intravital microscopy of tumors in Ve‐Cadherin‐CreERt2‐tdTomato (VE‐TOM) mice

To observe tumor vascular development, we injected GFP‐labeled MC38 or B16F10 cells into an abdominal window chamber in VE‐TOM mice and imaged the developing tumor vasculature over time (Figs 2A–C and EV2A–C). We segmented the images obtained with a previously published algorithm and used the segmented image to compute various vascular network parameters (Fig 2D) (Bates *et al*, 2017, 2019). Some parameters remained unchanged with time such as tortuosity, directional coherence, and the fraction of perfused vessels (Figs 2E–G and EV2D–F). MC38 showed a substantial increase in sprout numbers as the tumors grew in size, and although the number of sprouts in B16F10 tumors increased, it was by a lesser amount (Figs 2H and EV2G). The highly vascular MC38 had a greater fraction of vessels with frequent branching (fraction of vessels with branches separated by <80 μm) than the less vascular B16F10 (Figs 2I and EV2H). At the same time, there was no difference in the fraction of vessels with larger distances between branches in MC38 resulting in a decreased length between branches to diameter ratio (Fig 2J and K). The opposite was seen in B16F10 (Fig EV2H–J), resulting in an increase in the length‐to‐diameter ratio (Fig EV2J). These differences are consistent with MC38 being the more highly vascular tumor (Fig 2L) than B16F10 (Fig EV2K). The average vessel length and diameter showed different changes during tumor growth between the two tumor types as it was increasing in time in the MC38 tumors (Fig 2M and N) whereas it did not change in B16F10 tumors (Fig EV2L and M). However, in both cases, the majority of non‐perfused vessels had diameters below 25 μm (Fig EV2N). It should be noted that little leakage of Qdots was not observed in either model (Figs 2C and EV2C).

**Figure EV2:**
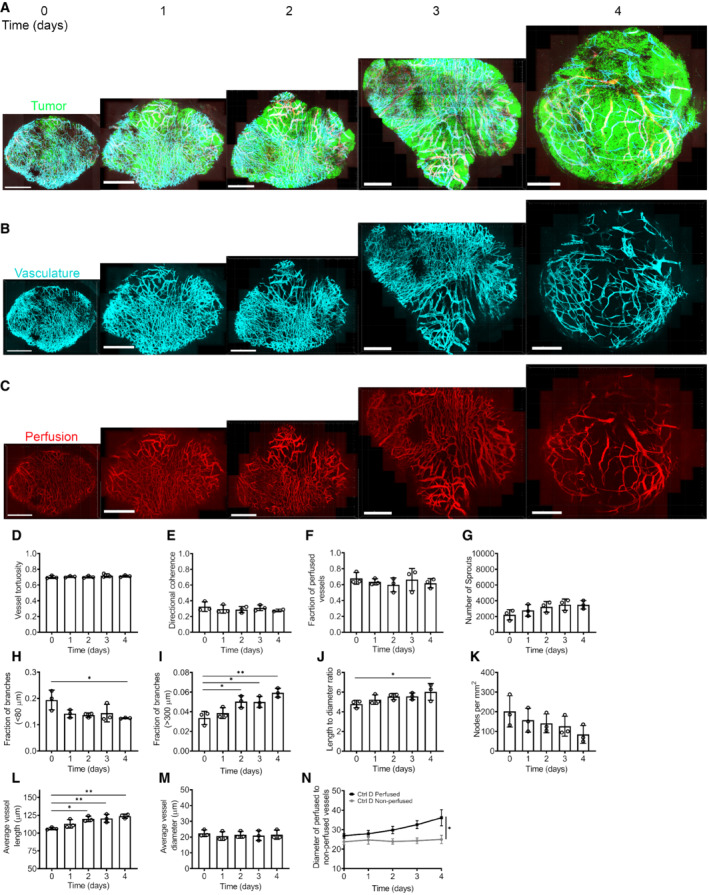
Time‐lapse intravital microscopy of B16F10 tumor in VE‐TOM mice A–CThe developing tumor vasculature was imaged over time in an abdominal window chamber model with two‐photon microscopy with (A) GFP‐labeled tumor cells, (B) TdTomato‐labeled TECs in cyan, and (C) perfusion.D–MThe following parameters were quantified from the segmented image each day: (D) vessel tortuosity, (E) directional coherence, (F) perfusion, (G) number of sprouts, (H) fraction of branches <80 μm, (I) fraction of branches >400 μm, (J) length‐to‐diameter ratio, (K) nodes per mm^2^, (L) vessel length, and (M) vessel diameter.NAverage diameter of perfused to non‐perfused vessel in MC38 tumors. Data information: Data represent mean ± SD, *n* = 3 biological replicates; *P < 0.05, **P < 0.01 by one‐way analysis of variance with multiple comparisons (ANOVA). Scale bar in (A), (B), and (C): 1 mm.

### Effect of irradiation on tumor vascular network properties

We next asked what effect single and fractionated irradiation had on the tumor vasculature. Both MC38 and B16F10 tumors were irradiated with a single dose of 15 Gy, and a group of MC38 tumors also received fractionated radiation of five doses of 3 Gy delivered daily over five consecutive days. MC38 tumors regressed after 15 Gy and had a growth delay with fractionated IR. B16F10 tumors had a growth delay with 15 Gy, which was less pronounced than that in MC38. We used the same dose with different tumor responses so that the endothelium would receive the same dose in each case. The tumor vascular response was followed by imaging tumors in the window chamber (Figs 3A–C and EV3A–D). Figure EV3A–D shows representative MC38 and B16F10 tumors and their vasculature response over the first 7 days after IR. The control tumor as shown earlier and in Fig 3A has gained substantially in size with persistence of the initial vasculature and new angiogenesis (Fig 2A–C). After a single dose of 15 Gy, many of the smaller, poorly perfused vessels have been eliminated, but the more substantial, perfused vessels mainly remained intact (Fig 3B). This was evident by a decrease in node density (Fig 3D and E) (a measure of branching density) and an overall increased distance between vessel branching points (Fig 3D and F) compared with the un‐irradiated control and a two to threefold increase in the percentage of large vessels with a distance between branch points greater than 400 μm (Fig 3G) and a loss of smaller vessels (lengths between branches <80 μm), which are also more likely to be non‐perfused (Fig 3H). We measured a decrease in vessel tortuosity (Fig 3I), an increase in the length‐to‐diameter ratio (Fig 3J), and an increase in the fraction of perfused vessels between 24 and 48 h after a single dose of 15 Gy (Fig 3K). After fractionated radiation, the most prominent change was a decrease in node density (Fig 3E), although there was a decrease in the fraction of highly branched vessels (< 80 μm), over a longer time (Fig 3H). Thus, fewer perturbations were seen in the vascular structure than after a single dose (Fig 3D). Parameters such as perfused fraction of vessels, the length‐to‐diameter ratio, and tortuosity exhibited small or no changes after fractionated IR (Fig 3I–K). Neither single dose of 15 Gy nor fractionated radiation affected the average diameter of blood vessels (Fig 3L). These results suggest that the numbers of highly branched vessels (Fig 3F) and the generation of new vessels (Fig 3E) are reduced by IR, but to a substantially lesser extent after fractionated IR. No indication of vascular rupture based on leakage of Qdots was observed (Fig 3A–C), and no other evidence of compromise of functional vascular structure was evident (Fig EV3A and B). In contrast, after irradiation of B16F10 tumors, which have fewer smaller or non‐perfused vessels, we found no changes in our measured vascular parameters, after a single dose of 15 Gy (Fig EV3E–K). Lastly, the tumor growth response to IR is shown in Fig 3M and N.

**Figure 3:**
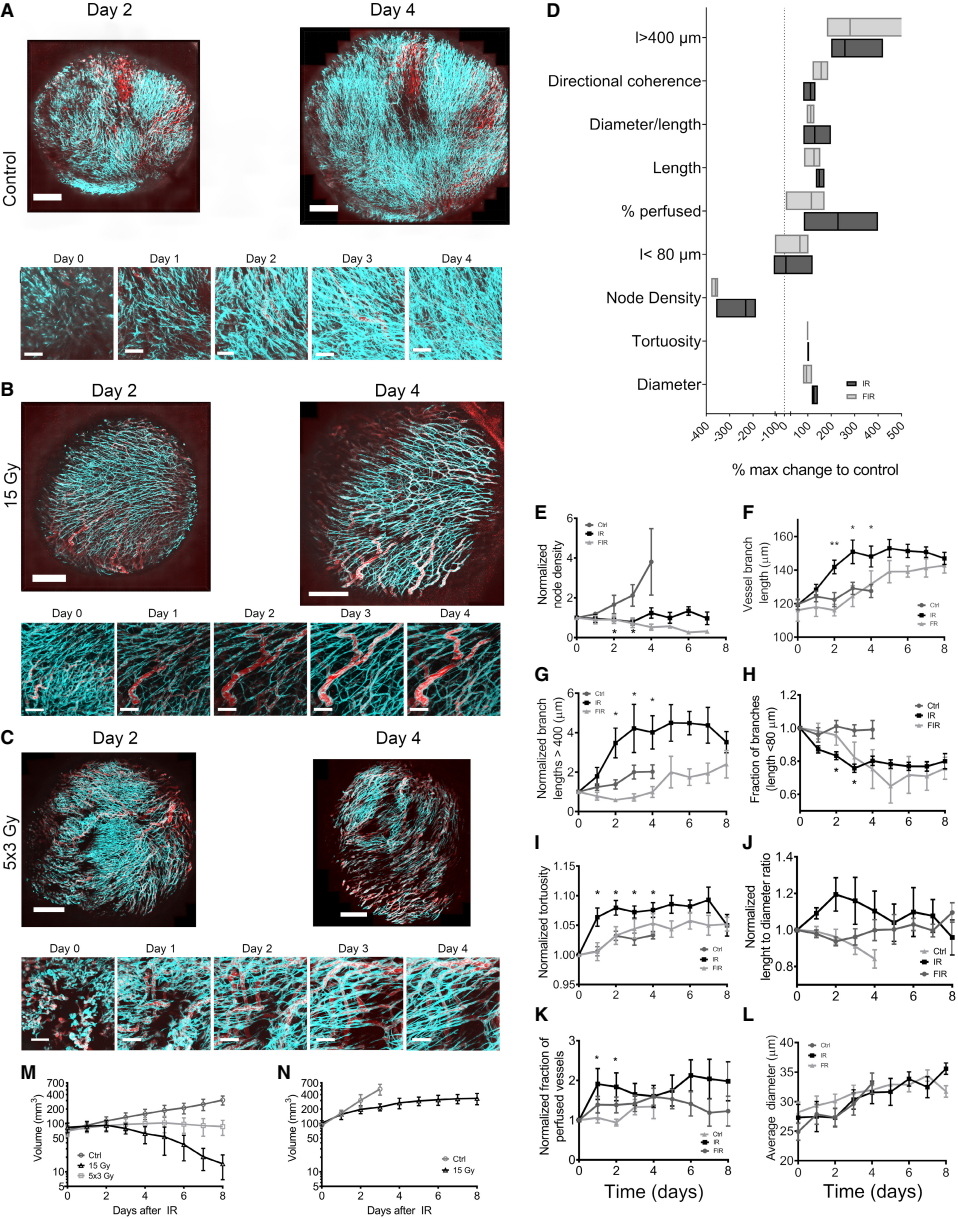
Daily‐serial intravital microscopy of MC38 tumors in VE‐TOM mice after irradiation The developing MC38 tumor vasculature was imaged in an abdominal window chamber model with two‐photon microscopy after IR at the indicated times.
A(top) Representative two‐photon images of a control MC38 tumor vasculature (cyan) and perfusion (red) at day 2 and 4. (Bottom) zoom of the same tumor region from day 0 to day 4 of the tumor vasculature (cyan) and perfusion (red).B, CSingle dose of 15 Gy IR (B) and 5 × 3 Gy (C) fractionated IR‐treated MC38 tumor vasculature (top) at day 2 and day 4. (Bottom) zoom of the same tumor region from day 0 to day 4 of the tumor vasculature (cyan) and perfusion (red).DThe largest change from controls for each parameter after single Gy and fractionated 5 × 3 Gy IR. Floating bars represent min‐max values, and the central line represents the mean value.E–LQuantified vascular parameters, for each day of imaging the following parameters, were quantified from segmented images and normalized to day one if indicated: (E) normalized node density, (F) normalized tortuosity, (G) normalized branch length < 80 μm, (H) normalized branch length > 400 μm, (I) vessel branch length, (J) vessel diameter, (K) normalized length‐to‐diameter ratio, (L) normalized perfused vessels.M, NSubcutaneous tumor growth measurements of MC38 (M) and B16F10 (N) tumors. Data information: Error bar represents mean ± SEM (*n* = 4–7 biological replicates per group in (D–L), *n* = 11–12 biological replicates per group in (M), and *n* = 7–9 biological replicates per group in N); *P < 0.05, **P < 0.01 by analysis of variance (ANOVA). Scale bar: in (A–C) 1 mm (top) and 250 μm (bottom), respectively.

**Figure EV3:**
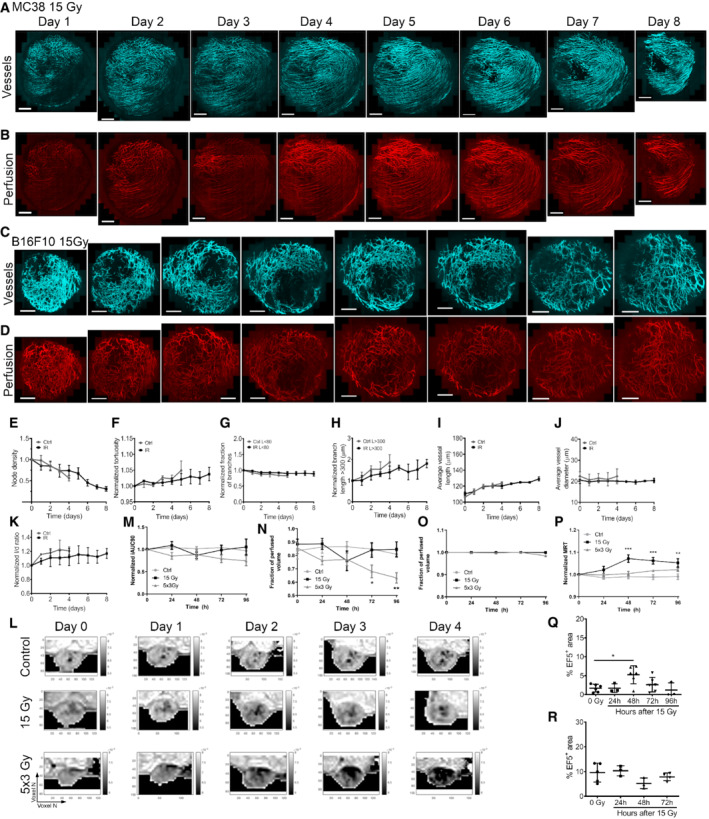
Time‐lapse intravital microscopy of MC38 and B16F10 tumors of VE‐TOM mice, DCE‐MRI imaging of MC38 tumors and EF5 analysis in MC38 and B16F10 tumors A, BTimeline of MC38 tumor vasculature (cyan, A) and perfusion (red, B) after single dose of 15 Gy.C, DTimeline of B16F10 tumor vasculature (cyan, C) and perfusion (red, D) after single dose of 15 Gy IR.E–KQuantified B16F10 tumor vascular parameters, for each day of imaging the following parameters were quantified from segmented images and normalized to day one if indicated: (E) normalized node density, (F) normalized tortuosity, (G) normalized branch length < 80 μm, (H) normalized branch length > 300 μm, (I) vessel branch length, (J) vessel diameter, and (K) normalized length‐to‐diameter ratio.L–PDCE‐MRI imaging and quantification of subcutaneous MC38 tumors. Representative DCE‐MRI images of subcutaneous MC38 tumors injected with gadolinium‐based contrast agent (L). Initial area under the curve (first 90 s after contrast agent injection) iAUC90 was quantified and normalized to day 0 (M). Fraction of perfused tumor volume at 90 s after contrast agent injection (N). Fraction of perfused tumor volume at the end of the imaging session (O). Mean residence time of the contrast agent (P).Q, RQuantification of percent of EF5^+^ tumor area in MC38 tumors (Q) and B16F10 tumors (R) after irradiation. Data information: Data represent mean ± SEM, *n* = 3–4 biological replicates in (E–K), *n* = 6–7 biological replicates in (M–P), *n* = 3–6 biological replicates in (Q, R). *P < 0.05, **P < 0.01 by analysis of variance (ANOVA). Scale bars: in (A–D) 1 mm. Color scale in (L) represents the signal enhancement in DCE‐MRI images due to the presence of gadolinium‐based contrast agent.

We also failed to find any decrease in fraction of perfused vessels in either model; however, we observed a transient increase in the percentage of perfused vessels in the MC38 model after a single dose of radiation (Fig 3I). In contrast, we observed that the fraction of initially perfused tumor volume measured by DCE‐MRI has slightly, but not statistically significantly decreased 48 h after single dose of 15 Gy, but returned to pretreatment values within 72 h after irradiation (Fig EV3M). This was also observed with EF5 staining, indicating a slight increase in percent of hypoxic tumor region at 48 h after single dose of 15 Gy (Fig EV3Q). On the contrary, in the B16F10 tumors, there was even a slight non‐significant decrease in the percent of EF5‐positive hypoxic tumor at 48 h after a single dose of 15 Gy (Fig EV3R). When tumors were irradiated with fractionated 5 × 3 Gy irradiation, the initial fraction of perfused tumor volume did not return to pretreatment values, but even decreased during the observation period (Fig EV3N). We further evaluated the initial area under the curve (iAUC), fraction of perfused tumor volume at the end of the DCE‐MRI imaging, and mean resident time (MRT). The only parameter that was changed by irradiation was MRT, which increased after a single dose of 15 Gy at 2–4 days (Fig EV3L–P). Lastly, we have co‐stained tumor section for NG2 proteoglycan and CD31 to determine whether irradiation affects the pericyte coverage of tumor blood vessels; however, we did not observe such effects in either the MC38 or the B16F10 tumor model (Fig EV4A–D). Thus, despite a dose of radiation that has been reported to lead to extensive apoptotic endothelial death, we failed to detect any changes in vascular structure that could compromise vascular function.

**Figure EV4:**
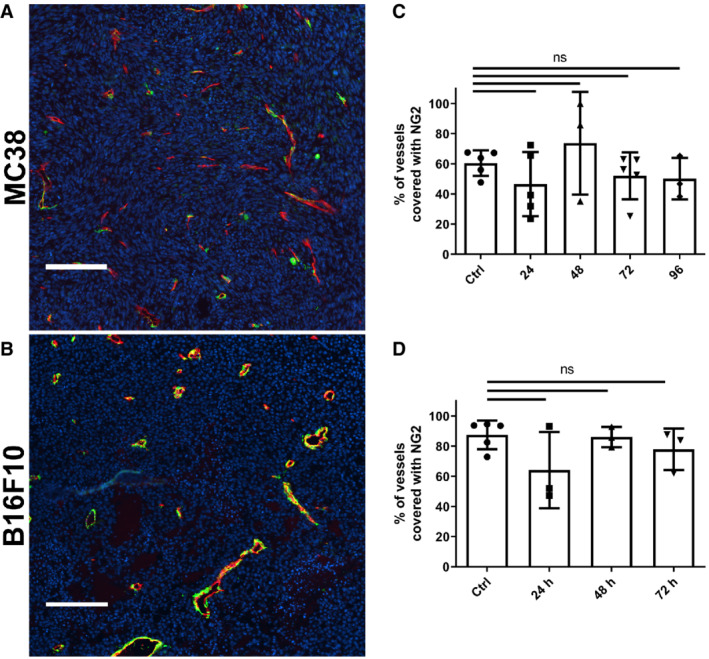
Co‐staining of tumor blood vessels with NG2 and CD31 A, BRepresentative immunofluorescent micrographs of control and treated tumor vasculature from (A) MC38 tumors and (B) B16F10 tumors stained with anti‐CD31 (red), anti‐NG2 (green) and counterstained with Hoechst (blue).C, DQuantification of vessel coverage with NG2 after single dose of 15 Gy IR from immunofluorescent images of whole (C) MC38 tumor (*n* = 3–5 biological replicates per group) or (D) B16F10 tumor sections (*n* = 3–5 biological replicates per group). Data information: Scale bar: 100 μm. Data represent mean ± SD. ns—*P* > 0.05 by one‐way analysis of variance with multiple comparisons (ANOVA).

### Tumor endothelial cell death and proliferation after irradiation

We then asked whether the death of TECs resulted from irradiation. In both the MC38 and the B16F10 models, cell death as measured by immunohistochemical staining or flow cytometry (Appendix Fig S1A) for cleaved caspase‐3, co‐localized with CD31, peaked between 48 and 72 h after 15 Gy IR (Fig 4A–C and Appendix Fig S1B–Bl and C) and 24 and 48 h after the last fraction in the fractionated setting (MC38 only, Fig 4D and Appendix Fig S1Bii). However, the extent of cell death differed between the models with substantially more TEC cell death noted in the MC38 (Fig 4C) than the B16F10 model (Fig 4E). This timing is in accordance with reports from others (Moding *et al*, 2015). Tumor cell death also occurred over approximately the same time course after single and fractionated IR (Appendix Fig S1Biii and Biv).

To ask how extensive TEC cell death might be compatible with retention of vascular function, we divided tumor vessels into large, medium, and small based on surface area and partitioned these compartments for analysis. Most of the cleaved caspase‐3‐positive TECs were found in the small vessels, not the medium or large vessels (Figs 4F and G). Further, after IR, the numbers of cleaved caspase‐3 endothelial cells only increased in the small vessels. As an alternative approach, we stained thick 60–80 μm sections at 48 and 72 h after IR for cleaved caspase‐3 (Fig 4B). The majority of cleaved caspase‐3‐positive TECs were in sprouts and blunt‐ended vessels (Fig 4B). Segmentation of tumor blood vessels of thick sections and respective measurement of vessel diameter, area, and length confirmed that most of the apoptotic endothelial cells were in small vessels and sprouts (Fig 4H and I, and Appendix Fig S1E). Thus, TEC cell death after irradiation was less prominent in the large vessels that were also the perfused vessels. Moreover, the death of TECs was not associated with increased apoptosis of adjacent tumor cells, as the average density of caspase‐3‐positive cells was not significantly increased within 100 μm of the caspase‐3‐positive TEC compared with the viable vasculature (Fig EV5A–F).

**Figure 4:**
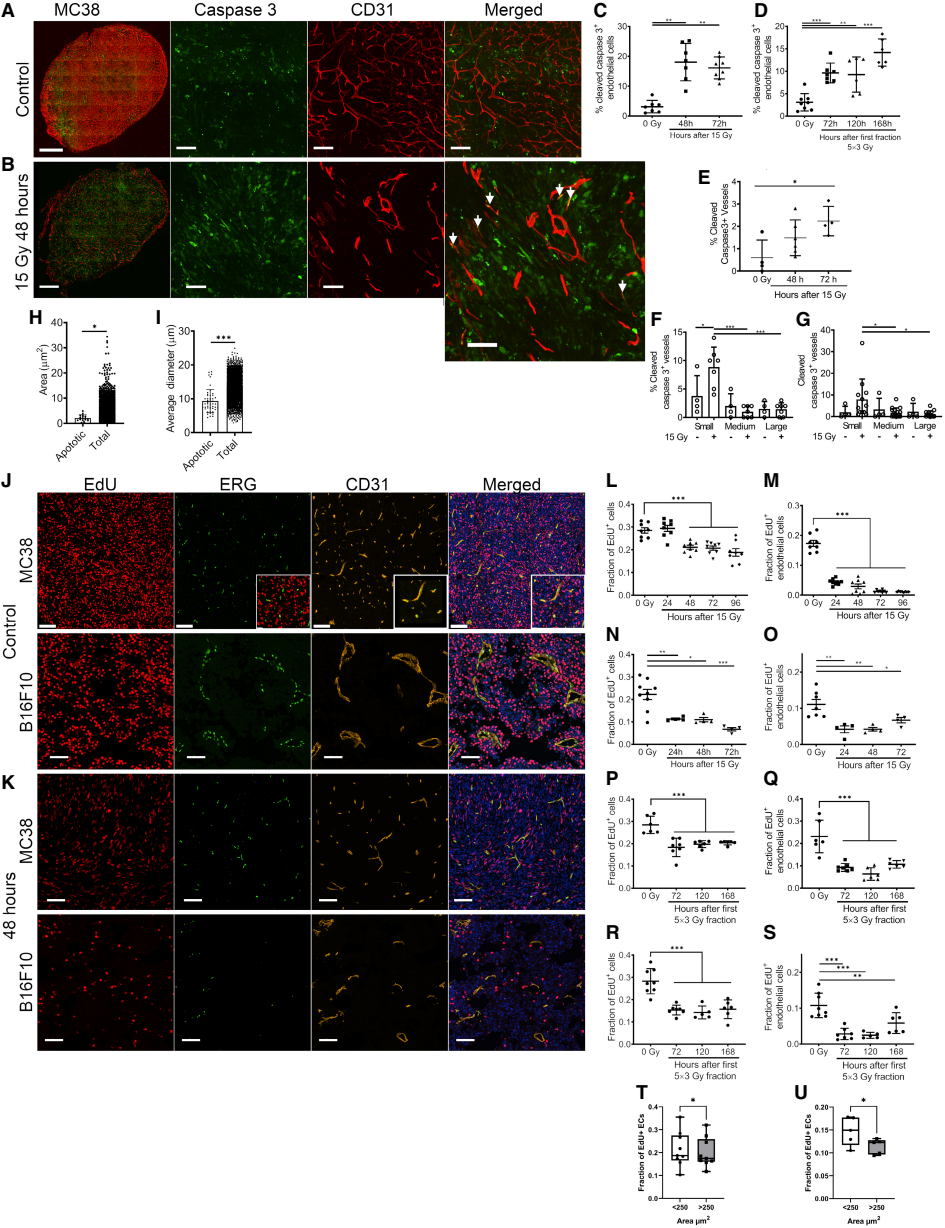
TEC apoptosis and proliferation after single and fractionated IR A, BRepresentative immunofluorescent micrographs of control and treated tumor vasculature from MC38 tumors. Tumor vessels (anti‐CD31) and apoptosis (anti‐cleaved caspase‐3) in (A) control and (B) 48 h after 15 Gy IR. Arrows indicate apoptotic TEC.Cquantification of apoptotic vessels after single dose of 15 Gy IR from immunofluorescent images of whole MC38 tumor section (*n* = 6–8 biological replicates per group).DQuantification of apoptotic vessels after fractionated 5 × 3 Gy IR from immunofluorescent images of whole MC38 tumor sections (*n* = 6–8 biological replicates per group).EQuantification of apoptosis in TECs from B16F10 tumor sections (*n* = 4–6 biological replicates per group).FQuantification of apoptotic vessels according to size on thin whole MC38 tumor sections (Ctrl *n* = 4 and treatment *n* = 7 biological replicates).GQuantification of apoptotic vessels according to size in B16F10 tumor sections (Ctrl *n* = 4 and treatment *n* = 10 biological replicates).H, IArea (H) and diameter (I) of apoptotic tumor vessels vs all tumor vessels from segmented thick 80 μm MC38 tumor sections (*n* = 4 biological replicates).J, KRepresentative immunofluorescence image of control (J) and 15 Gy IR‐treated (K) MC38 and B16F10 tumors stained for proliferation (EdU), EC nuclei (anti‐ERG) and tumor vessels (anti‐CD31).L, MQuantification of proliferating cells (L) and proliferating TECs (M) in MC38 tumors (*n* = 8 biological replicates per group).N, OQuantification of proliferating cells (N) and proliferating TECs (O) in B16F10 tumors (*n* = 4 to 9 biological replicates per group).P, QQuantification of proliferating cells (P) and TECs (Q) in MC38 tumors after fractionated IR (*n* = 5–7 biological replicates per group).R, SQuantification of proliferating cells (R) and TECs (S) in B16F10 tumors after fractionated IR (*n* = 5–7 biological replicates per group).T, UMeasurement of proliferating TECs in (T) MC38 tumors (*n* = 9 biological replicates) and (U) B16F10 tumors (*n* = 5 biological replicates) in small (area < 250 μm^2^) and large (area < 250 μm^2^) tumor blood vessels. Data information: Error bars represent mean ± SD, except in (T, U) where box and whiskers plots with min‐max are shown with median being the middle line, *P < 0.05, **P < 0.01, ***P < 0.0001 by analysis of variance (ANOVA), except in (T, U) where *P < 0.05 by paired *t*‐test. Scalebar: 1 mm in A and B (first column) and 100 μm in A and B (all panels except first column) and in (J and K).

**Figure EV5:**
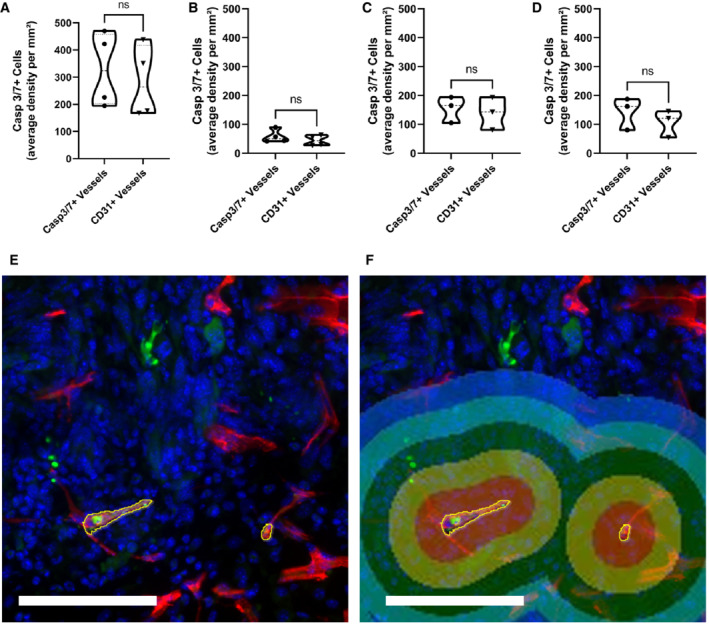
Average density of Caspase‐3/7‐positive cells close to blood vessels A–F The density per mm^2^ of Caspase‐3/7 (Casp 3/7)‐positive cells within 100 μm radius from (Casp 3/7)‐positive TECs was determined at 48 h after single‐dose irradiation to (A) MC38 tumors, (B) B16F10 tumors or (C) 48 h and (D) 168 h after the first dose of 5x 3 Gy of fractionated irradiation in MC38 tumors. A representative image of (E) MC38 tumor vasculature with Casp 3/7‐positive TEC and other cells with the (F) overlaid analysis mask. Tumor sections were stained with anti‐CD31 (red), anti‐Cas 3/7 (green) and counterstained with Hoechst (blue). Scale bar: 100 μm. Data information: Presented are violin plots of all data with dashed line representing median and dotted lines quartiles. *n* = 3–4 biological replicates per group. ns—*P* > 0.05 by one‐way analysis of variance with multiple comparisons (ANOVA).

IR leads to DNA damage, which can lead to apoptosis but alternatively can result in cell cycle arrest. We asked whether TEC proliferation was affected by irradiation by injecting mice bearing tumors with the proliferation marker EdU 2 h before tumor harvest (Fig 4J and K). Flow cytometry and immuno‐staining for EdU confirmed that both single and fractionated IR reduced overall proliferation in MC38 (Fig 4L and P) and B16F10 tumors (Fig 4N and R). TEC proliferation was comprehensively blocked and reduced as early as 12 h after single‐dose IR in MC38 tumors (Fig 4M and Appendix Fig S1C–Cii) and TECs showed little capacity to recover and resume the cell cycle after this dose of IR (Fig 4M and Appendix Fig S1C–Cii). Fractionated irradiation elicited a similar response from TECs (Fig 4Q). In contrast, tumor cells showed reduced, but continuing proliferative capacity after IR (Appendix Fig S1D–Dii). TECs from B16F10 tumors (Fig 4J, K, O, and S) showed a similar pattern with a prolonged inhibition of TEC proliferation (Fig 4F). Interestingly, when examining EdU‐positive TECs in control non‐irradiated tumors, we observed that the smaller vessels are more proliferative than large vessels in both tumor models (Fig 4T and U), which could also explain the more prominent apoptosis observed in small vessels after IR (Fig 4H and I).

### Gene expression of irradiated tumor endothelial cells

We then characterized gene expression levels in bulk FACS‐sorted TECs isolated from MC38 tumors 48 h after 15 Gy single‐dose irradiation (Appendix Fig S2). 

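Libraries were made with the Smart-seq2 protocol, which amplifies full-length cDNA and attaches no molecular identifiers, from TECs sorted from tumors of MC38, a mouse colon carcinoma line. The deposited values cover 3 control libraries and 3 libraries from tumors irradiated with 15 Gy 48 h before sorting. The legend of Fig 5 gives 8 biological replicates per group, and only these 3 per group are analysed here. The authors aligned the single-end reads to GRCm38/mm10 with Bowtie 2 and TopHat2 and computed FPKM per Ensembl gene with cufflinks, so the values were already scaled for gene length and for mapped reads. No read counts accompany the FPKM, so the depth of each library is unknown and no counting interval or detection limit can be given. Each bulk population was also a small number of sorted cells, which the paper's methods state. How far the sampling of so few cells adds to values of 0 and to the spread between libraries was not tested. FPKM summed to between 709916 and 828008 per library, with 726557 as the median of the control and 786861 as the median of the irradiated libraries, and between 12295 and 13149 genes were above 1 FPKM. Pearson's r of log2(FPKM + 1) between libraries, which is computed across genes that are not independent replicates, ran from 0.766 to 0.839 within groups and from 0.708 to 0.849 between groups. Differential expression was tested with limma's moderated test (two-sided, with a trend on mean expression) on log2(FPKM + 1) for the 14288 genes with a mean FPKM of at least 1, followed by Benjamini-Hochberg adjustment. At an adjusted p under 0.05, 1 gene was higher (Il27) and 3 genes were lower (mt-Te, Rny1 and Tacc3) after irradiation. Before adjustment, 1104 genes had a p under 0.05, of which 587 were higher. Without control replicate 1, and also without irradiated replicate 3, no gene passed the adjusted threshold, with 629 higher and 554 lower genes at an unadjusted p under 0.05 in the first fit and 409 and 472 in the second. Il27 was listed at 0 in control libraries 1 and 3, and mt-Te and Rny1, whose transcripts are shorter than 200 bases, were listed at 0 in every irradiated library. The groups did not overlap for 12.8% of the tested genes, and 10% would be apart by chance with 3 libraries against 3. The total of called genes moved most with the rank product at a false-positive rate under 0.05, the test named in the paper's methods, which gave 6 higher and 19 lower genes. In simulated data in which each gene had its own spread, that test called 22 genes, 86.4% of them falsely, while limma called 19, 5.26% of them falsely.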

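Pecam1, listed as ENSMUSG00000020717 and lying on chromosome 11 of GRCm38 from 106654217 to 106750628, had 264 ± 54.9 FPKM (SD, n = 3) in control and 257 ± 33.1 FPKM (SD, n = 3) in irradiated TECs. Cldn5, a tight junction gene of the endothelium (ENSMUSG00000041378, chromosome 16 of GRCm38 from 18776847 to 18778262), had the highest mean of the 6 genes of Fig 5A, 472 ± 20.7 FPKM (SD, n = 3) in control and 628 ± 120.0 FPKM (SD, n = 3) in irradiated TECs. The lowest was Kdr, the VEGF receptor 2 gene, with 62.8 ± 14.8 FPKM (SD, n = 3) in control and 63.3 ± 15.6 FPKM (SD, n = 3) in irradiated TECs. Eng, Cdh5 and Vwf lay between these, with 261, 108 and 399 FPKM as control means. Of the 13 genes of Fig 5B, Ubd had the highest control mean, 434 ± 77.4 FPKM (SD, n = 3), followed by Prnd (274 FPKM), Kcne3 (182 FPKM), Pgf (136 FPKM), Tnfrsf9 (116 FPKM) and Apln (74.1 FPKM). Cd276, Cd109, Sh2d5, Col8a1, Ptprn and Ank had control means from 8.05 FPKM for Ank to 54.3 FPKM for Cd276. Etv4 was the weakest, with 3.93, 9.72 and 2.06 FPKM in the control and 0, 0.217 and 6.57 FPKM in the irradiated libraries. Among genes of other cell types, the epithelial gene Krt8 and the T cell gene Cd3e were listed at 0 in all 6 libraries, and Epcam was listed at 1.31 FPKM in control library 3 and at 0 in the other 5. The leukocyte gene Tyrobp was uneven, with 0, 2.92 and 163 FPKM in the control and 177, 19.5 and 0 FPKM in the irradiated libraries, and Ptprc had 0, 0 and 4.87 FPKM in the control and 44.8, 0 and 0 FPKM in the irradiated libraries.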

Evaluation of expression of well‐recognized EC gene sets or of tumor‐associated EC markers showed that their gene expression was consistent with their TEC origin (Fig 5A and B). 

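For the 6 endothelial genes Pecam1, Eng, Cldn5, Cdh5, Kdr and Vwf, the log2 fold change between irradiated and control TECs ran from −0.082 for Vwf to 0.39 for Cldn5. Adjusted p values lay between 0.653 and 0.998. None of the 6 passed an unadjusted p of 0.05, and 0 passed when adjusted over the list alone. Only Cldn5 had every irradiated library above every control library (log2 fold change 0.39, standard error 0.174, adjusted p = 0.653), where 10% of genes would be apart by chance. The directions of small changes depended on the scaling. With quantile normalization the log2 fold change of Eng went from 0.18 to −0.0040, that of Cdh5 from 0.060 to −0.025 and that of Kdr from 0.013 to −0.023, and median-ratio scaling gave −0.035 for Kdr. For the 13 tumor endothelial genes of Fig 5B, 8 were higher and 5 lower, from −1.38 for Etv4 to 1.21 for Pgf, and adjusted p values lay between 0.366 and 0.971. Pgf, the placental growth factor gene on chromosome 12 of GRCm38 from 85166635 to 85177790, had 136 ± 57.2 FPKM (SD, n = 3) in control and 294 ± 14.0 FPKM (SD, n = 3) in irradiated TECs (log2 fold change 1.21, standard error 0.331, adjusted p = 0.366). At an unadjusted p under 0.05, 3 of the 13 were higher (Pgf, Prnd and Col8a1) and 0 lower, and these 3 were also the genes whose groups did not overlap. Adjusted over the list alone, 0 of the 13 passed. Col8a1 rose by 0.99 on the log2 scale and Prnd by 0.58. In the summed single-cell counts of the same experiment, Col8a1 was again higher (log2 fold change 1.24, standard error 0.142, adjusted p = 0.0128 from edgeR), though it was not called with the replicate as a block (adjusted p = 0.0630), while Prnd was not (log2 fold change −0.16). Pgf was higher there by 1.05 (adjusted p = 0.514). Of the 13 genes in these sums, 1 was higher (Col8a1) and 1 lower when adjusted over the list alone. The lower one was Kcne3, with the largest change of the 13, from 36.9, 199 and 85.3 CPM in the control to 8.32, 18.8 and 12.5 CPM in the irradiated sums (log2 fold change −3.02, adjusted p = 0.107; −0.73 in bulk).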

The expression of these genes did not show significant changes after radiation. 

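Fig 5C labels 12 genes, of which 9 had lower means in irradiated TECs: Top2a, Tk1, Cks2, Mki67, Nts, Prc1, Ube2c, Knstrn and Ckap2. Inhbb, Tnc and Itgb3 had higher means. Knstrn, which encodes a kinetochore protein and lies on chromosome 2 of GRCm38 from 118814003 to 118853957, had 108 ± 7.15 FPKM (SD, n = 3) in control and 10.7 ± 5.81 FPKM (SD, n = 3) in irradiated TECs (log2 fold change −3.33, standard error 0.432, adjusted p = 0.0691). Ckap2 had 45.7 ± 3.77 FPKM (SD, n = 3) in control and 11.4 ± 1.35 FPKM (SD, n = 3) in irradiated TECs (log2 fold change −1.92, standard error 0.397, adjusted p = 0.183). Tk1 had 68.0, 177 and 129.8 FPKM in the control and 21.9, 0 and 7.89 FPKM in the irradiated libraries, a log2 fold change of −4.32 with an adjusted p of 0.271. Over all genes tested, 0 of the 12 passed the adjusted threshold, and 8 were lower and 0 higher at an unadjusted p under 0.05. Adjusted over the list alone, 8 were lower and 0 higher, but the paper does not state how this list was chosen, so that count may not be independent evidence. For 9 of the 12 genes the groups did not overlap, where 10% would be apart by chance. Nts, at −0.14, rested on 1 library, since without control replicate 1 its log2 fold change was 0.32. Without irradiated replicate 3 the log2 fold change of Inhbb went from 0.28 to −0.075. That of Tnc, 0.026, changed its sign with a pseudocount of 0.1 (−0.00061) and with median-ratio scaling (−0.015). Top2a, Cks2, Mki67, Ube2c and Ckap2 are also among the 54 genes of the G2/M phase list used for the cell cycle comparison. In a list of 60 angiogenesis genes written from general knowledge of the pathway, such as Kdr, Flt1, Tek, Dll4, Vegfa, Angpt2 and Apln, 58 were tested, and 29 were higher and 29 lower, with a median log2 fold change of −0.0085. The set as a whole did not change (adjusted p = 0.380 by limma's camera over 7 sets), and at an unadjusted p under 0.05 4 of its genes were higher and 0 lower, none of which passed when adjusted over the list alone. The sign of that median changed with the filter on low values, to 0.0080 over all genes with any value above 0 and 0.0051 over genes with a mean of at least 5 FPKM.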

There was a consistent reduction in the expression of genes associated with angiogenesis after irradiation (Fig 5C). No differences were seen in the expression of genes specifically associated with tip, stalk, or phalanx cells (Appendix Fig S3A–C). 

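The tip cell genes shown are Nrp1, Nrp2, Dll4, Kdr, Pfkfb3 and Flt4, of which 4 had higher and 2 lower means in irradiated TECs, with log2 fold changes from −0.24 for Dll4 to 0.51 for Flt4. Flt4, on chromosome 11 of GRCm38 from 49609263 to 49652739, had 26.0 ± 13.3 FPKM (SD, n = 3) in control and 34.7 ± 3.60 FPKM (SD, n = 3) in irradiated TECs, with an adjusted p of 0.822 from limma, the smallest of the 6. The stalk cell genes reported here, Notch4, Nrarp, Jag1, Tie1 and Tek, were lower, from −0.68 for Nrarp to −0.12 for Tie1. Nrarp was measured at low levels, 4.23 ± 2.83 FPKM (SD, n = 3) in control and 2.36 ± 2.42 FPKM (SD, n = 3) in irradiated TECs, and Jag1 at 29.3 ± 3.56 FPKM (SD, n = 3) in control and 26.5 ± 3.90 FPKM (SD, n = 3) in irradiated TECs. Of the phalanx cell genes Tie1, Tek, Cdh5 and Flt1, 1 was higher and 3 were lower, and Flt1 fell furthest, by 0.33 on the log2 scale from 154 ± 11.5 to 124 ± 23.1 FPKM (SD, n = 3 each). Of the tip, stalk and phalanx genes named here, 0 passed an unadjusted p of 0.05 and 0 had groups that did not overlap, where 10% would be apart by chance, and in the tip and phalanx lists 0 passed when adjusted over the list alone. With quantile normalization the log2 fold change of Nrp2 went from −0.069 to 0.038. Leaving out control replicate 3 took Nrp1 from 0.12 to −0.100, and leaving out irradiated replicate 1 took Dll4 to 0.050 and Pfkfb3 from 0.30 to −0.18.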

Notably, Panther pathway analysis of gene expression revealed upregulation of apoptotic pathways (Fig 5D). Additionally, p53 pathways which can affect both apoptosis and cell cycle checkpoints were also upregulated after radiation in TECs (Fig 5D). 

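The pathway classification of Fig 5D was not repeated here. In its place, a list of 66 genes of the apoptosis pathway was tested as a set with limma's camera, and 62 of them had a mean of at least 1 FPKM. Of these 62 genes, 35 were higher and 27 lower in irradiated TECs, with a median log2 fold change of 0.12, and the set was not called (adjusted p = 0.122). Without adjustment, 7 genes were higher and 0 lower at a p under 0.05, and 0 passed either over all genes tested or when adjusted over the list alone. Casp8, the initiator caspase of the death receptor pathway on chromosome 1 of GRCm38 from 58795374 to 58847503, had 199 ± 32.0 FPKM (SD, n = 3) in control and 271 ± 13.4 FPKM (SD, n = 3) in irradiated TECs (log2 fold change 0.46, standard error 0.198, adjusted p = 0.640). Bax, which lies on chromosome 7 of GRCm38 from 45461697 to 45466898, rose by 0.58 on the log2 scale with an adjusted p of 0.574, and its groups overlapped. The call depended on the gene list: with the Reactome apoptosis set in its place the median log2 fold change was 0.18 and the set was higher (adjusted p = 0.0111).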

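Of 51 target genes of p53, 47 were tested, and 37 of them were higher and 10 lower in irradiated TECs, with a median log2 fold change of 0.42 (adjusted p = 4.34e-07 by camera). No single gene of the list passed over all genes tested. At an unadjusted p under 0.05, 15 were higher and 1 lower, and adjusted over the list alone, 8 were higher and 1 lower. Eda2r, a p53 target that encodes a receptor of the tumor necrosis factor family (ENSMUSG00000034457, chromosome X of GRCm38 from 97333840 to 97377216), had 12.5 ± 2.88 FPKM (SD, n = 3) in control and 114 ± 32.1 FPKM (SD, n = 3) in irradiated TECs (log2 fold change 3.08, standard error 0.381, adjusted p = 0.0686). Cdkn1a, which encodes the cell cycle inhibitor p21 (ENSMUSG00000023067, chromosome 17 of GRCm38 from 29090976 to 29100727), had 237 ± 68.6 FPKM (SD, n = 3) in control and 475 ± 112 FPKM (SD, n = 3) in irradiated TECs (log2 fold change 1.02, standard error 0.259, adjusted p = 0.310). Gdf15 was listed at 0 in control libraries 1 and 2, at 29.1 FPKM in control library 3, and at 302, 253 and 314 FPKM in the irradiated libraries. Phlda3 rose by 1.09 and Mdm2 by 1.48 on the log2 scale, with an adjusted p of 0.534 for each, and the groups of Mdm2 overlapped. Fas was close to level, at −0.080. From its pathway analysis the paper states that both apoptotic and p53 pathways were raised in irradiated TECs, and it relates the p53 pathways to apoptosis and to cell cycle checkpoints alike.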

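The pathway maps of the commercial tool were not repeated here, and 3 gene lists of the cell cycle were tested as sets with camera instead. The ATM/ATR checkpoint list, which holds genes such as Atm, Atr, Chek1, Brca1 and Cdk1, had a median log2 fold change of −0.61 (adjusted p = 4.34e-07), with 13 of 50 tested genes higher and 37 lower after irradiation. In this list 2 genes were higher and 12 lower at an unadjusted p under 0.05, and adjusted over the list alone, 1 was higher and 8 were lower. The 1 higher gene at that level was Cdkn1a, which this list shares with the p53 targets. Cdk1, on chromosome 10 of GRCm38 from 69335146 to 69352938, had 192 ± 89.1 FPKM (SD, n = 3) in control and 85.8 ± 47.9 FPKM (SD, n = 3) in irradiated TECs (log2 fold change −1.19, standard error 0.443, adjusted p = 0.546), and its groups overlapped. The S phase list had a median of −1.11 (adjusted p = 5.18e-13), with 6 of 42 genes higher and 36 lower. Of its genes 0 were higher and 15 lower at an unadjusted p under 0.05, and adjusted over the list alone, 9 were lower. This result depended on the list, since the Reactome S phase set had a median of 0.016 and was not called (adjusted p = 0.142). Of the lists written by hand, the largest median change was that of the G2/M phase list, −2.64 over 54 genes (adjusted p = 1.26e-29), with 7 genes higher and 47 lower. Of these, 1 was higher and 38 were lower at an unadjusted p under 0.05, and adjusted over the list alone, 1 was higher and 35 were lower. The size of this change depended on the list as well, since the Reactome G2/M set had a median of −0.065 (adjusted p = 0.0227). Tacc3, a mitotic spindle gene and the only member of these lists below an adjusted p of 0.05 over all genes tested, is listed as ENSMUSG00000037313 on chromosome 5 of GRCm38 from 33658128 to 33678995. It had 108 ± 16.9 FPKM (SD, n = 3) in control and 4.98 ± 1.61 FPKM (SD, n = 3) in irradiated TECs (log2 fold change −4.21, standard error 0.418, adjusted p = 0.0248), but it lost that call in each of the 6 fits that left out 1 library, with adjusted p values from 0.112 to 0.320.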

Evaluation of the differences in the affected pathways with MetaCore revealed further changes in cell cycle regulation including that of the DNA damage‐activated pathways directed by ATM/ATR (Appendix Fig S3D). 

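A list of 132 interferon response genes, such as Ifit1, Isg15, Mx1, Rsad2 and Irf7, had a median log2 fold change of 0.97 in irradiated against control TECs (adjusted p = 6.61e-59 by camera), with 127 of 130 tested genes higher and 3 lower. None passed over all genes tested. At an unadjusted p under 0.05, 100 were higher and 1 lower, and adjusted over the list alone, 86 were higher and 1 lower. Of the 7 sets tested, camera, which presets the correlation between genes at 0.01, called the interferon, p53, ATM/ATR, S phase and G2/M sets. All 5 calls held under limma's fry, which presets no correlation (adjusted p from 0.00643 to 0.0161). Unlike camera, fry does not compare a set with the other genes, so the tests ask different questions. Ifit1, which encodes an antiviral RNA-binding protein (ENSMUSG00000034459, chromosome 19 of GRCm38 from 34640871 to 34650009), had 101.5 ± 21.2 FPKM (SD, n = 3) in control and 306 ± 23.4 FPKM (SD, n = 3) in irradiated TECs (log2 fold change 1.60, standard error 0.224, adjusted p = 0.0740). Rsad2, on chromosome 12 of GRCm38 from 26442746 to 26456452, had 66.6 ± 17.0 FPKM (SD, n = 3) in control and 249 ± 53.5 FPKM (SD, n = 3) in irradiated TECs (log2 fold change 1.90, standard error 0.283, adjusted p = 0.0890), and Isg20 rose by 1.42 on the log2 scale (adjusted p = 0.0804). The reads of Ifit1 and Ifit1bl1, Ifit3 and Ifit3b, Mx1 and Mx2, Phf11a, Phf11b and Phf11c, and the Ifi genes of chromosome 1 could have been split among paralogs, so their separate values are less certain than their common rise. All 25 genes in the upper part of Fig 5E were higher, and apart from Gdf15 their log2 fold changes ran from 0.88 for Thbs1 to 4.50 for Ifit1bl1. Over all genes tested none of these 25 passed (Gdf15 passed without control replicate 3, adjusted p = 0.0138), 23 passed an unadjusted p of 0.05, and 23 passed when adjusted over the list alone. All 24 readable genes of its lower part were lower, with 0 passing over all genes tested (Birc5 passed without irradiated replicate 1, adjusted p = 0.0288), 21 at an unadjusted p under 0.05 and 21 when adjusted over the list alone. The study chose both lists on these samples, so their counts are not independent evidence. The groups did not overlap for 23 of the 25 and 23 of the 24 genes, where 10% would be apart by chance. Ccl7, Ccl2 and Brip1 were the 3 exceptions. Dscc1 and Sgo1 were listed at 0 in every irradiated library, while Kif23 had 59.2 ± 32.1 FPKM (SD, n = 3) in control and 1.20 ± 1.03 FPKM (SD, n = 3) in irradiated TECs (log2 fold change −4.69, standard error 0.714, adjusted p = 0.0890). Among the 25 genes with the smallest p in each direction, 15 of those higher belonged to the interferon list and 8 of those lower to the S phase or G2/M lists.

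**Figure D1:**
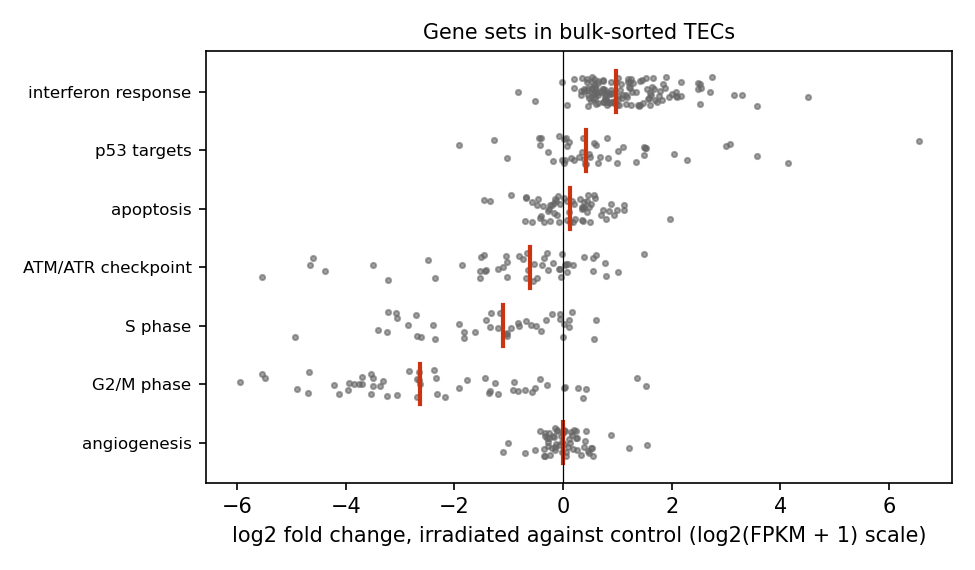
Change of each tested gene of the 7 sets in bulk-sorted TECs. Each point is 1 gene, the difference of the mean log2(FPKM + 1) between 3 irradiated and 3 control libraries, and red lines mark the median of each set.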

There was further suggestion of activation of interferon‐based pathways, which would also be consistent with DNA damage, as majority of the most differentially expressed genes were from these pathways (Fig 5E, Appendix Fig S3D).

**Figure 5:**
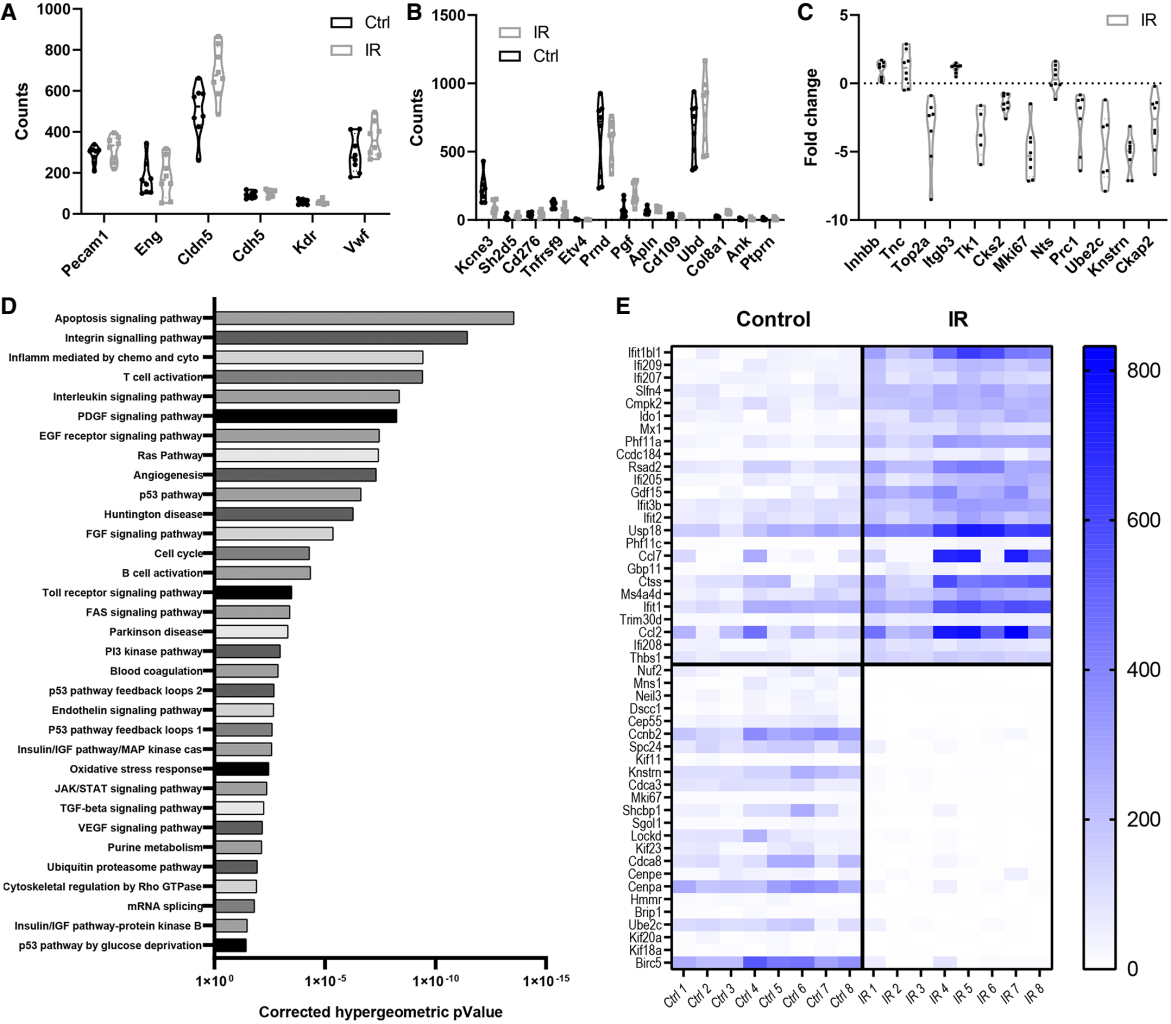
Differential expression analysis in bulk RNAseq data from FACS‐sorted TECs isolated from MC38 tumors 48 h after 15 Gy single‐dose IR AViolin plot of expression of common EC markers present in TECs from MC38 tumors.BViolin plot of expression of previously published TEC marker genes in TECs from MC38 tumors.CDownregulation of angiogenesis genes in TECs from MC38 tumors. Dotted line represents no change in expression in comparison with Ctrl.DPanther classification pathway analysis of the most predominant pathways upregulated in TECs from MC38 tumors.ETop 25 up (top half) and down‐regulated (bottom half) genes in the dataset from TECs from MC38 tumors. Data information: Ctrl—TEC from non‐irradiated MC38 tumors. IR—TEC from irradiated MC38 tumors. *n* = 8 biological replicates per group. Color scale in (E) represents gene counts.

To further explain which TEC subtypes are responsible for the observed changes in gene expression, we performed single‐cell RNA sequencing in FACS‐sorted TECs isolated from the same MC38 tumors as for bulk sequencing 48 h after 15 Gy single‐dose irradiation (Appendix Fig S2). 

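The single-cell experiment gave reads per gene for 528 TECs, 269 from control and 259 from irradiated tumors, in 3 biological replicates per treatment. Smart-seq2 libraries of single cells were sequenced as 25 bp single-end reads, aligned by the authors to GRCm38 and counted with HTSeq. They carry no molecular identifiers, so the counts are PCR reads, and intervals on a share of cells cover counting error only. Total counts per cell had a median of 353292 in control cells (from 984 to 707971) and 348716 in irradiated cells (from 1554 to 1022234). After the filters 211 control and 217 irradiated cells in G1 remained, with median totals of 375170 and 373028 and medians of 5379 and 4961 detected genes. Summed per replicate, these cells held between 22216035 and 30383232 counts. The cells came in 6 library pools, 2 for each replicate number, and every pool held cells of both treatments, so the replicate number pairs control with irradiated sums. Across genes, which are not independent replicates, the correlation between the deviations of paired sums from their group means was 0.0902, 0.0416 and 0.0376. Counts were summed per replicate and tested with edgeR's quasi-likelihood test (two-sided, TMM normalization) over 14543 genes. At an adjusted p under 0.05, 125 genes were higher and 13 lower after irradiation, and at an unadjusted p under 0.05, 830 were higher and 614 lower. With the replicate as a block, 13 were higher and 0 lower, and 781 and 625 at an unadjusted p under 0.05. DESeq2 moved these counts furthest upward, to 425 higher and 248 lower genes, of which 136 were among the 138 called by edgeR. Leaving out 1 sum at a time gave 8 higher and 0 lower genes without irradiated replicate 3 (755 lower at an unadjusted p under 0.05), 17 and 0 without control replicate 3 (560 lower) and 21 and 0 without control replicate 1 (607 lower). Without irradiated replicate 1 the counts were 23 and 6, without control replicate 2 they were 44 and 2, and without irradiated replicate 2 they were 56 and 4.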

We observed an almost complete annihilation of TEC in G2M and S phase of the cell cycle after IR (Fig 6A) confirming our EdU and IF staining observation. 

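The cyclone classifier placed 4 of 78, 3 of 96 and 10 of 95 control TECs in G2M or S phase in the 3 biological replicates, which is 5.13% (95% Clopper-Pearson interval 1.41 to 12.6), 3.13% (0.649 to 8.86) and 10.5% (5.16 to 18.5). Among irradiated TECs, 0 of 72, 1 of 93 and 0 of 94 cells were placed there. The 1 cell is 1.08% of its replicate, and a count of 0 allows up to 4.17% in replicate 1 and 3.19% in replicate 3 (3 cells as the 95% limit). Over all cells, 15 control and 1 irradiated TECs were in G2M, 2 and 0 in S, and 252 and 258 in G1. The mean share was 6.26 ± 3.83% in control and 0.358 ± 0.621% in irradiated TECs (SD, n = 3 each; exact permutation p = 0.1, the smallest these groups can give). Permuted within pairs of the same replicate number, the exact p was 0.25, again the smallest possible. Seurat's cell cycle score, with the S phase and G2/M lists, placed far more cells outside G1, 43.8 ± 6.02% of control and 28.2 ± 8.16% of irradiated TECs. The exact permutation p, which ignores the pairs, was 0.2. By replicate the shares were 37.2, 49.0 and 45.3% in control and 23.6, 37.6 and 23.4% in irradiated TECs. They were lower in each pair, but were not tested within pairs. The size of the share thus depends on the classifier. The paper sets the loss of G2M and S phase TECs in this classification beside its EdU and IF staining of tumor sections.

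**Figure D2:**
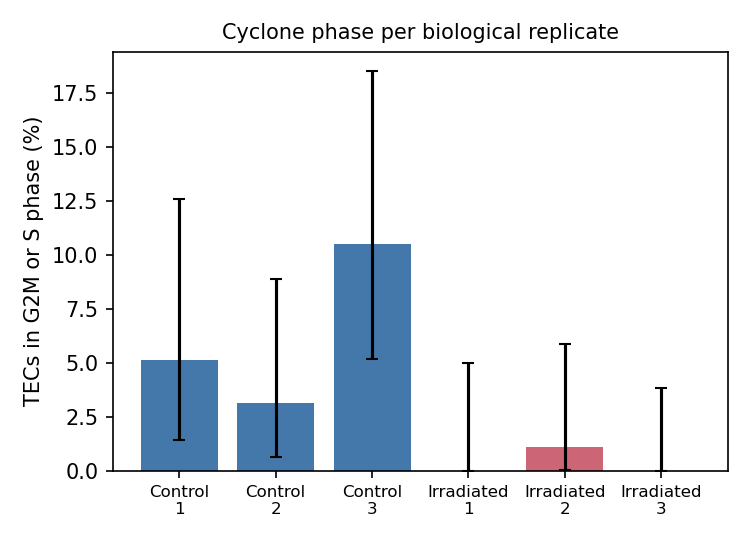
Share of TECs that cyclone placed in G2M or S phase in each biological replicate of control and irradiated MC38 tumors, over all cells given. Error bars are 95% Clopper-Pearson intervals, which cover counting error only.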

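Of the cells that cyclone placed in G2M or S phase, 14 control and 0 irradiated TECs passed the count, feature and mitochondrial filters, all 14 in G2M, so leaving them out removed control cells alone. With these cells included in the sums, 144 genes were higher and 44 lower at an adjusted p under 0.05 from edgeR. In the cells kept in G1, the G2/M phase list was still lower after irradiation, with a median log2 fold change of −2.42 over 49 genes (camera, adjusted p = 2.83e-14). Of these genes 6 were higher and 43 lower, and adjusted over the list alone, 1 was higher and 21 were lower. Cdk1 had 59.4 ± 5.37 CPM (SD, n = 3) in control and 12.5 ± 3.05 CPM (SD, n = 3) in irradiated TECs (log2 fold change −2.24, standard error 0.373, adjusted p = 0.0462; 0.172 with the replicate as a block). The S phase list had a median of −0.85 (adjusted p = 4.41e-07), with 0 genes higher and 7 lower at an unadjusted p under 0.05 and 1 lower when adjusted over the list alone. The ATM/ATR checkpoint list had a median of −0.34 (adjusted p = 0.0303), with 3 genes higher and 4 lower when adjusted over the list alone, but it was not called without control replicate 1 (−0.39, adjusted p = 0.0756) or without control replicate 2 (−0.27, adjusted p = 0.0516). Per cell, the mean G2/M score was 0.148, 0.134 and 0.149 in control and 0.0832, 0.0884 and 0.0839 in irradiated replicates.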

The G2M and S phase TECs were then excluded from further analysis to avoid having a strong cell cycle effect in our data. 

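The label transfer was not repeated here, since its reference cells were not analysed here, and the kept TECs were examined for marker genes instead. Of 12 capillary genes, 9 were counted in more than 50% of the 428 kept cells, and the median over the list was 80.1% of cells. Rgcc and Gpihbp1 were counted in 100% of cells and Car4 in 99.8%. The medians were lower for the other vessel types: 38.9% of cells for the 12 arterial genes, of which Efnb2 was counted most often (65.4% of cells), 43.0% for the 9 venous genes and 26.2% for the 9 lymphatic genes. Vwf, which is on both the venous and the stalk list, was counted in 98.1% of cells. For the 12 tip genes the median was 79.2% of cells, with Angpt2 counted in 99.8%, and for the 10 stalk genes it was 80.3%. A share of cells with a count depends on the abundance of each gene, and many cells carried genes of several lists, so these shares do not assign cells to subtypes. Between treatments the median share was 82.7% of control and 77.6% of irradiated cells for the capillary list.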

Next, we used the EC subtype and stalk/tip‐like subtype EC labels from Zhao *et al* (2018a), Data ref: Zhao *et al* (2018b) to cluster our data and showed that majority of the TECs in our dataset have the capillary subtype signature (Fig 6B) and transition cell signature (Fig 6C). 

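All 12 genes of the arterial list were lower in the summed counts of irradiated TECs, with a median log2 fold change of −0.87 (camera, adjusted p = 3.32e-04 over 6 endothelial sets; 3.12e-04 with the replicate as a block). None of the 12 passed over all genes tested, 3 were lower at an unadjusted p under 0.05 (Gja4, Bmx and Efnb2), and adjusted over the list alone 0 passed. The call did not hold under fry, which presets no correlation and does not compare the set with other genes (adjusted p = 0.143). Gja4, which encodes a connexin of arterial endothelium and lies on chromosome 4 of GRCm38 from 127311421 to 127314039, had 136, 96.9 and 72.8 CPM in the control and 1.27, 15.3 and 43.2 CPM in the irradiated sums (log2 fold change −2.36, standard error 0.994, adjusted p = 0.497 from edgeR). Efnb2 had 147 ± 27.7 CPM (SD, n = 3) in control and 83.1 ± 28.9 CPM (SD, n = 3) in irradiated TECs, a log2 fold change of −0.82. Arterial genes were counted in a median of 43.4% of control and 35.3% of irradiated cells. For the 10 stalk genes the median log2 fold change was −0.28, with 3 genes higher and 7 lower, and the set was not called (adjusted p = 0.159 by camera, 0.309 with the block and 0.145 by fry). At an unadjusted p under 0.05, 1 of them was higher and 3 were lower, and adjusted over the list alone 1 was lower. Jag1 was that gene, with 267 ± 28.6 CPM (SD, n = 3) in control and 153 ± 25.0 CPM (SD, n = 3) in irradiated TECs (log2 fold change −0.80, standard error 0.173, adjusted p = 0.107), and stalk genes were counted in a median of 83.9% of control and 77.2% of irradiated cells. Among the other lists, the 12 tip genes had a median of 0.12 (adjusted p = 0.675), with 1 gene higher and 1 lower at an unadjusted p under 0.05. Without control replicate 3 the tip list was called higher (0.38, adjusted p = 0.0131). The 9 venous genes had a median of 0.089 (adjusted p = 0.675) and the 12 capillary genes one of −0.20 (adjusted p = 0.250), but without irradiated replicate 3 the capillary list was called lower (−0.41, adjusted p = 0.0239). The lymphatic list was lower, at −3.02 over 8 genes (adjusted p = 1.19e-10; 9.00e-09 with the block; 0.0103 by fry), with 5 genes lower when adjusted over the list alone.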

There was also a marked decrease in arterial (Fig 6B) as well as stalk‐type TECs after IR (Fig 6C). Further, principal component analysis showed that PC2 (and to some extend PC1) is correlated with the treatment (Fig 6D). 

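Principal components were computed on the scaled expression of 2000 variable genes in the 428 kept cells and averaged per biological replicate. PC1 had means of −3.03 ± 0.855 in control and 3.10 ± 0.280 in irradiated TECs (SD, n = 3 each), a difference of 6.13 (exact permutation p = 0.1, the smallest these groups can give; 0.25 adjusted over the 5 components), and treatment accounted for 34.4% of its variance between cells. PC2 had means of −1.91 ± 1.01 and 2.01 ± 1.31, a difference of 3.92 with the same exact permutation p of 0.1, and treatment accounted for 17.7% of its variance. PC3, PC4 and PC5 differed by 0.848, 0.339 and 0.326, with exact permutation p values of 0.4, 0.6 and 0.7. The sign of a component is arbitrary and was set so that irradiated cells score higher. The result depended most on which cells and genes entered. With the G2M and S phase cells included the difference on PC2 fell to 0.541 while that on PC1 was 6.83. Without the interferon, S phase and G2/M genes the differences on PC1, PC2 and PC3 were 2.105, 2.23 and 2.90.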

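Among the 20 nearest neighbours of each cell in the first 10 principal components, taken from the cells of the other 2 replicate numbers, the share from the same treatment was 71.1, 77.9 and 76.5% in the control replicates (mean 75.2 ± 3.58%, SD, n = 3), where chance gives 49.3%. In the irradiated replicates it was 92.1, 74.9 and 78.7% (mean 81.9 ± 9.01%), where chance gives 50.7%. Without the interferon, S phase and G2/M genes among the variable genes the control share fell to 64.1%. The mean distance of cells from the center of their replicate, a measure of how varied the cells are, was 11.6, 8.98 and 14.0 in control and 6.91, 7.31 and 7.36 in irradiated replicates (difference −4.33, exact permutation p = 0.1, the smallest possible). Clustering at a resolution of 0.4 gave 1 cluster with the lymphatic genes Mmrn1, Prox1 and Pdpn among its markers, which held 5 of 66, 5 of 79 and 4 of 66 control cells (7.58, 6.33 and 6.06%). Of the irradiated cells it held 0 of 58, 1 of 76 and 0 of 83, which is 1.32% in replicate 2 and, for a count of 0, at most 5.17% and 3.61% in replicates 1 and 3. Fig 6F and G rest on transferred labels, which were not repeated here.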

We have then performed unsupervised clustering, which revealed that irradiated and control cells form separate clusters (Fig 6E) and that control cells are a more heterogeneous population in terms of EC subtypes and stalk/tip‐like subtypes (Fig 6F and G). 

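All kept TECs were summed here rather than those labelled capillary. In these sums, the interferon response list had a median log2 fold change of 1.20 after irradiation (camera, adjusted p = 7.53e-195), with 128 of 130 genes higher and 2 lower, and 119 higher and 1 lower when adjusted over the list alone. Of the 125 genes called higher, 74 belonged to this list, 4 to the p53 targets and 47 to neither. Ifit1 had 277 ± 10.9 CPM (SD, n = 3) in control and 1488 ± 131 CPM (SD, n = 3) in irradiated TECs (log2 fold change 2.43, standard error 0.109, adjusted p = 6.86e-04 from edgeR; 0.0173 with the replicate as a block), and Ifit3b had 103 ± 10.6 CPM (SD, n = 3) in control and 671 ± 53.3 CPM (SD, n = 3) in irradiated TECs (log2 fold change 2.70, standard error 0.141, adjusted p = 9.68e-04; block 0.0173). Ifit3, Ifit2 and Usp18 rose by 2.07, 2.03 and 2.26 on the log2 scale, each with an adjusted p of 0.00171, and by the block 0.0398, 0.0398 and 0.0457. As Ifit3 and Ifit3b share much of their sequence, reads could have been divided between them. With the block, the 13 higher genes were Cmpk2, Rsad2, Usp18, Il15, Ifit1, Cxcl10, Isg20, Ifi209, Ifit2, Ifit3b, Ifi207, Ifit3 and Phf11b. Of the 41 genes labelled in Fig 6H, 38 were higher and 3 lower, and 36 were called over all genes tested. Adjusted over the list alone, 38 were higher and 2 lower, but the study chose the list on these samples, so this is not independent evidence. The groups did not overlap for 40 of the 41, where 10% would be apart by chance. The genes called lower with the smallest p were Mmrn1, Tmem100, Rbp7, Serpina3n and Cp, and none of these 5 passed with the block (adjusted p 0.0801, 0.0801, 0.103, 0.0742 and 0.140). Mmrn1 had 158, 105 and 93.4 CPM in the control and 2.64, 7.19 and 4.68 CPM in the irradiated sums (log2 fold change −4.62), and Rbp7 had 28.4, 27.4 and 32.7 CPM in the control and 0.409, 0.144 and 0.432 CPM in the irradiated sums (log2 fold change −6.47). Mmrn1 is a marker of the small lymphatic-like cluster, which is nearly absent from the irradiated cells, so its fall need not be one within capillary cells, and in bulk TECs it was not lower (log2 fold change 0.96, adjusted p = 0.818). The p53 target list was higher (median 0.41, adjusted p = 3.72e-10), with 9 genes higher and 0 lower when adjusted over the list alone. Cdkn1a had 178 ± 38.3 CPM (SD, n = 3) in control and 613 ± 6.48 CPM (SD, n = 3) in irradiated TECs (log2 fold change 1.78, standard error 0.170, adjusted p = 0.00811; block 0.0502). The apoptosis list was also higher (median 0.21, adjusted p = 3.27e-04), with 4 genes higher and 0 lower when adjusted over the list alone. It shares genes such as Bax, Bbc3 and Pmaip1 with the p53 targets and Casp4 with the interferon list, so its call is not separate from theirs. The angiogenesis list did not change (0.035, adjusted p = 0.710; at an unadjusted p under 0.05, 6 genes were higher and 6 lower). All 6 calls among the pathway lists (interferon, p53, apoptosis, ATM/ATR, S phase and G2/M) held under fry (adjusted p from 2.95e-04 to 0.00855). Over the 12361 genes tested in both experiments, log2 fold changes had a Pearson r of 0.309 across genes, which are not independent replicates, and 60.8% went in the same direction. Of the 138 genes called in single cells, 136 were tested in bulk, 134 went in the same direction there, and 116 had an unadjusted p under 0.05. The paper states that the single and the bulk cells came from the same tumors, so this match is not an independent replication. Per cell, the interferon score had a mean of 0.840, 0.912 and 0.796 in control and 1.45, 1.38 and 1.41 in irradiated replicates.

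**Figure D3:**
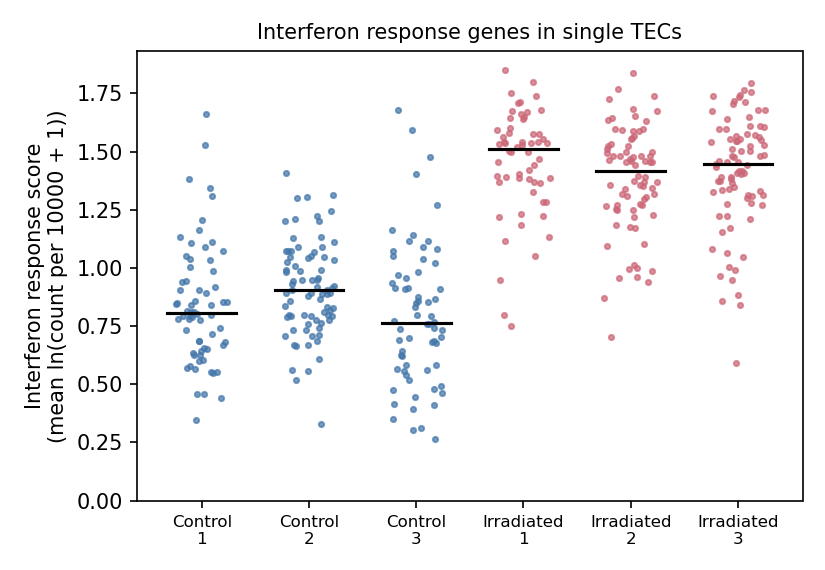
Interferon response score of each kept TEC, the mean log-normalized count (natural log) over the interferon response genes. Each point is 1 cell, and black lines mark the median of each biological replicate of control and irradiated MC38 tumors.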

Due to the number of cells in each subtype, we could only look at the differentially expressed genes in the capillary‐like cells which confirmed the bulk RNAseq data on the activation of interferon‐based pathways (Fig 6H).

**Figure 6:**
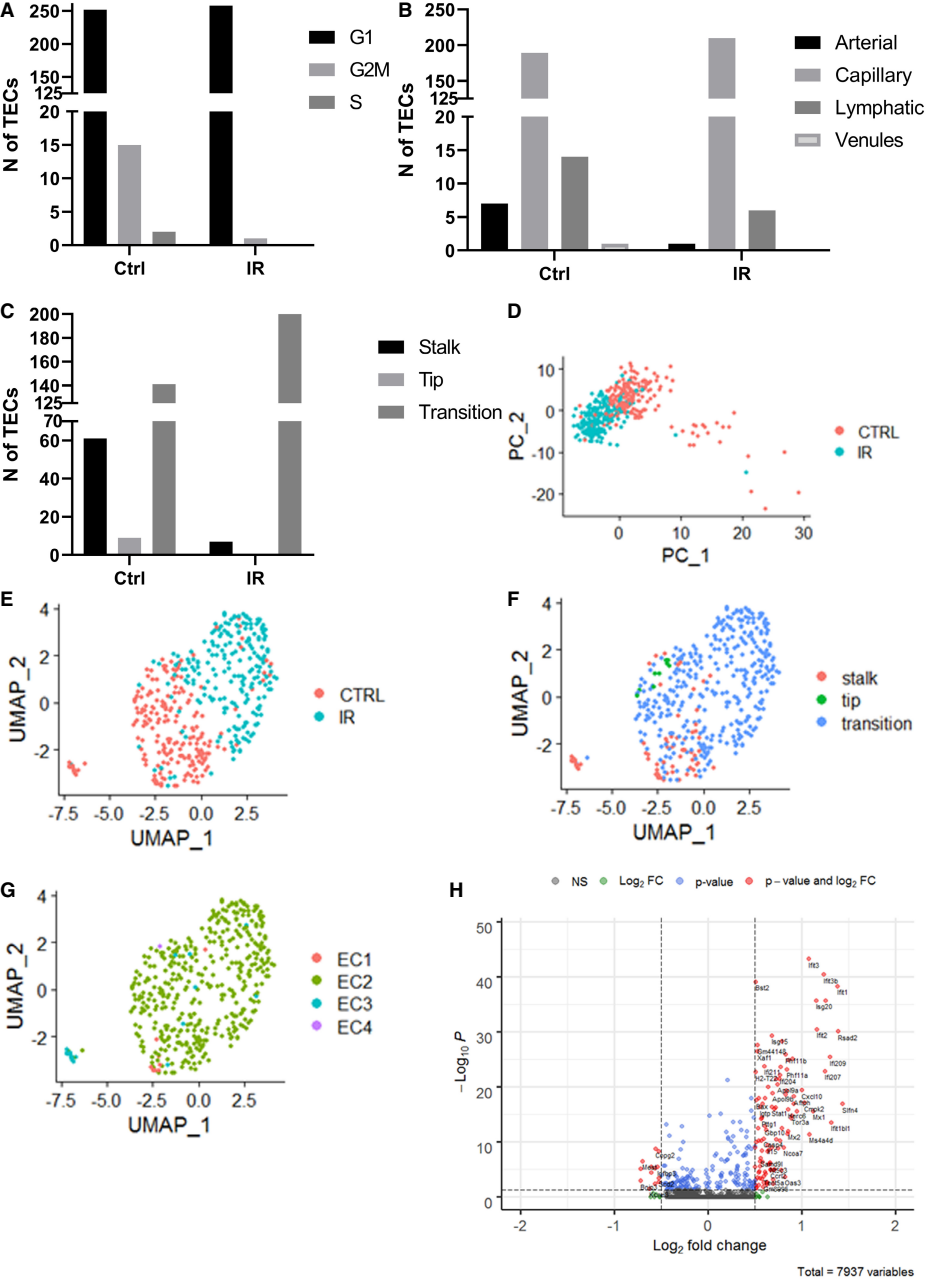
Single‐cell RNA sequencing of TECs 48 h after 15 Gy single‐dose IR ANumber of TECs in different cell cycle phases. The cyclone function from the scran package version 1.14.6 (Lun *et al*, 2016) was used to assign cell cycle phase to cells.BNumber of TECs with an arterial, capillary, lymphatic, or venular gene signature. Label transfer from Zhao *et al* (2018a) was based on the *FindTransferAnchors* (*dims = 1:30*) and *TransferData* (*dims = 1:30*) functions. Both reference and query set were processed with *NormalizeData* and *FindVariableFeatures* (as shown above). Significance between specific labels in control and irradiated cells was determined by repeating the labeling in 100 random samples with replacements (bootstrap) and testing for differences with the Wilcox rank‐sum test.CNumber of TECs with gene signatures specific for stalk, tip, or transition subtypes. Label transfer from Zhao *et al* (2018a) was based on the *FindTransferAnchors* (*dims = 1:30*) and *TransferData* (*dims = 1:30*) functions. Both reference and query set were processed with *NormalizeData* and *FindVariableFeatures* (as shown above). Significance between specific labels in control and irradiated cells was determined by repeating the labeling in 100 random samples with replacements (bootstrap) and testing for differences with the Wilcox rank‐sum test.DPrincipal component analysis plot of TECs per condition.EClustering of TECs according to their gene expression.FOverlay of stalk, tip, and transition TEC subtypes on the clustering generated in (E).GOverlay of EC1: Arterial, EC2: Capillary, EC3: Lymphatic, EC4: Venules subtypes on the clustering generated in (E).HDifferentially expressed genes in the capillary cells. Dashed lines represent threshold above which the genes were considered as differentially expressed. Data information: Ctrl—TEC from non‐irradiated tumors. IR—TEC from irradiated tumors.

## Discussion

Here, we show that radiation induces endothelial cell death in tumors, yet the effects on vascular structure are minimized because the death occurs preferentially in small non‐perfused vessels. On the one hand, vascular injury has been proposed as a prominent factor governing tumor response to radiation therapy. Single doses of 12 Gy to murine tumors were reported to lead to apoptosis of the endothelial cells. On the other hand, vascular function was often minimally perturbed at these doses (Garcia‐Barros *et al*, 2003; Kim *et al*, 2015). Moreover, in patients undergoing radiation therapy for cancer, reoxygenation often results (Hong *et al*, 2016), suggesting that vascular structure might be conserved in some cases.

Further, the Kirsch's laboratory has elegantly shown through genetic means that tumor cell sensitivity to radiation is a critical factor in tumor response while impairment of apoptosis in the tumor vasculature did not necessarily alter tumor growth (Moding *et al*, 2015; Torok *et al*, 2019). We undertook this study to observe the vascular endothelial network in murine tumors with 2‐photon microscopy supplemented with histological observation, gene expression analysis, and DCE‐MRI. Irradiation of tumors with a single dose (15 Gy), previously reported to be lethal to tumor endothelium, led to significant TEC cell death and apoptosis within the tumor vasculature consistent with previous reports. Nonetheless, this was not sufficient to substantially disrupt vascular structure in the irradiated tumors. Fractionated delivery of radiation also had little deleterious effect on the structure of vascular networks. This was the case despite the death of many endothelial cells. Induction of TEC cell death was minimal in the larger vessels that form the bulk of the functional vascular networks and was predominantly confined to the endothelium of small vessels that make little contribution to vascular function. Thus, after irradiation, functional vascular structures remained intact or even improved despite endothelial cell death. Interestingly, we did not observe an increase in the permeability of tumor blood vessels for Qdots 705 after irradiation in our imaging experiments (Fig 3 and Appendix Fig S3). There are contrary reports of increased permeability of tumor blood vessels after irradiation (Moding *et al*, 2013). As our tumor models and contrast agent used, as well as the dose of irradiation that was delivered, differ from the ones in Moding *et al*, the results are not directly comparable. The measured change in the permeability of tumor vasculature depends on the tumor model, the size and type of particles used to determine the permeability and also on their shape. Thus, direct comparisons between studies are only possible when at least the same particles are used for determining the permeability of tumor vasculature. This is also one of the drawbacks of this study, as we have intentionally opted for Qdots (Qtracker^®^ non‐targeted quantum dots, Thermo Fischer Scientific) that do not extravasate readily and have a long plasma half‐life in comparison with fluorescently labeled dextrans. This choice enabled us to perform daily imaging of the same tumor; however, as a result, we lost the ability to directly compare the changes in the permeability of tumor blood vessels after irradiation to other published studies.

By using vascular labeling based upon genetic marking of endothelial cells, we have been able to visualize the vast majority of endothelial cells within a tumor regardless of perfusion. We studied the response to radiation of two different types of allografted murine tumors, MC38 and B16F10. The extent of vessels with smaller diameters, the average lengths between branches, and the numbers of sprouts were roughly similar for allografts derived from each of these cell lines. However, MC38 was a much more vascular tumor with a substantial number of non‐perfused vessels; >40% in MC38 tumors compared to ~30% in B16F10 tumors. Because TEC cell death after radiation was predominantly in the smaller vessels and because each tumor type had different percentages of smaller vessels, the consequence of radiation was different in each tumor type. These differences could be attributed to the density of the small but poorly or non‐perfused vessels. Radiation of MC38 tumors with highly branched vasculature and many smaller vessels with a single dose of 15 Gy led to a decrease in small vessel numbers. Reduction of perfusion was also not evident despite vessel loss, which was confirmed by DCE‐MRI. Fractionated radiation had little effect on the vascular networks or perfusion of MC38 tumors. In contrast, in B16F10 tumors with fewer smaller vessels and greater distances between branches, radiation also removed smaller vessels, but because they were relatively infrequent in these tumors, there was little consequence to the vascular networks either. In the B16F10 with fewer smaller non‐perfused vessels, much less TEC cell death after radiation was also evident, consistent with the observation that TEC cell death after radiation is confined to the smaller non‐functional vessels or sprouts. Further, after radiation there was no change in perfusion. Thus, the nature of vascular structure change correlated with the extent of small non‐perfused vessels in the tumor.

This distinction perhaps would be predicted based on modeling of vascular networks. Our colleagues using these vascular networks in their models have shown that the removal of smaller vessels leading to a greater ratio between the length between branches (l) and vessel diameter (d) (l/d ratio) would be predicted to increase perfusion by altering the proportion of hematocrit splitting, in a fashion perhaps analogous to vascular normalization (Bernabeu *et al*, 2020). This raises the possibility that knowing the extent of the smaller, non‐perfused vessels, perhaps reflected in the l/d ratio, might allow a prediction of the consequence of radiation on the tumor. If a tumor had a large proportion of small TEC cell death susceptible vessels, then radiation, by eliminating them, might be more likely to lead to improved perfusion and/or reoxygenation than radiation of a tumor with few TEC cell death susceptible vessels. Because reoxygenation midcourse in therapy has been identified as a prognostic marker in head and neck and cervical cancers (Shibuya *et al*, 2011; Lock *et al*, 2017), this work raises the possibility that the vascular structure of the tumor might predict the development of reoxygenation.

This model also has some parallels in vascular normalization. As Jain first pointed out, with anti‐VEGF therapy, perfusion and oxygenation paradoxically improve in tumors. This may result similarly from pruning of the smaller, less functional vessels. Normalization also includes pericyte recruitment, also observed in irradiated tumors (Sörensen *et al*, 2009; Martin *et al*, 2019).

Because the induction of TEC cell death is confined mainly to smaller, non‐functional vessels, their death has little consequence on vascular function. Still, the response of the endothelial cells in the remaining vessels is also likely to contribute to the response to radiation by a tumor. Based on our results, we would expect the remaining viable endothelial cells to be in cell cycle arrest. In addition, much work suggests that they undergo senescence coincident with the cell cycle arrest (Choi *et al*, 2018; Venkatesulu *et al*, 2018). However, the senescent cell remains viable and seemingly capable of acting as a vascular channel. Further, senescent cells in general and irradiated endothelium specifically secrete many cytokines that modify their milieu (Moeller *et al*, 2004; Tchkonia *et al*, 2013; Tavora *et al*, 2014).

Overall, our results help explain why extensive TEC cell death at higher doses of radiation does not necessarily translate into extensive vascular impairment. Further, the nature of the alterations in the vascular network may depend upon the density of small non‐perfused vessels containing more endothelial cells susceptible to apoptosis.

## Materials and Methods

### Animals

C57BL/6J female mice were from Charles River. The C57BL/6‐Tg(Cdh5‐cre/ERT2)1Rha transgenic mice were kindly provided by Prof. Sarah de Val (University of Oxford), and permission to use them was obtained from Prof. Ralf Adams (Max Planck Institute for Molecular Biomedicine), B6.Cg‐Gt(ROSA)26Sortm9(CAG‐tdTomato)Hze/J mice were purchased from Jackson Laboratory (Stock Number: 007909). Female Ve‐CreERT2 mice and male GtRosa26 reporter mice were crossed to obtain C57BL/6‐Tg(Cdh5‐cre/ERT2)1Rha‐Gt(ROSA)26Sortm9(CAG‐tdTomato)Hze/J mice (VE‐TOM mice) and were bred in our facility. All animal experiments were conducted in accordance with the United Kingdom Animals (Scientific Procedures) Act 1986 as amended (Amendment Regulations 2012 [SI 2012/3039]), under the authority of a UK Home Office Project License (PPL 30/2922 and PCDCAFDE0), with local ethical approval from the University of Oxford Animal Welfare and Ethical Review Panel. Mice were randomized to control versus treatment groups, and the investigators were not blinded to the experiments. Collection and stopping points were predetermined. Additionally, the experiments were terminated and mice humanely culled if tumors grew up to the size allowed on our animal license or if the implantation of the imaging window failed.

### Tamoxifen treatment

A 100 μl of tamoxifen (Sigma‐Aldrich) dissolved in corn oil and 5% ethanol at 10 mg/ml was administered via gavage daily for 10 days (5 days of gavage, 2 days of pause, and 5 days of gavage) to induce the expression of TdTomato in endothelial cells. Induction efficiency of tdTomato in endothelial cells (ECs) was checked by observing the ear with an inverted Zeiss LSM 880 microscope under epifluorescence excitation/emission for tdTomato. Mice selected for intravital imaging had an induction efficiency >95% (scored by two independent researchers) and were chosen without specific gender selection.

### Cell lines

Murine colon adenocarcinoma cells (MC38) were a gift from Dr. Lee Gorden (Vanderbilt University, Nashville, TN, USA). Melanoma (B16F10) cells were obtained from American Type Culture Collection. Both cell lines were transduced with EGFP using lentiviruses to obtain MC38 GFP and B16F10 GFP cells. Additionally, MC38 cells were separately transduced with lentiviruses to obtain MC38 mCherry cells. Cells were cultured in DMEM (MC38) and RPMI 1640 medium (B16F10), supplemented with 10% (v/v) fetal bovine serum and 1% penicillin–streptomycin. All cells were maintained in a humidified incubator with 5% CO_2_ at 37°C. Cells were used at passage number < 10 and were routinely tested negative for Mycoplasma with MycoAlertTM Mycoplasma Detection Kit (Lonza).

### Subcutaneous tumor model

A 100 μl of cell suspension in 0.9% NaCl (2.5 × 10^5^ cells) was injected subcutaneously on the right flank. Tumor volumes were measured every other day using a digital caliper. Tumor volumes were calculated using the formula: Length × Width × Depth × π/6.

### *In vivo* radiation treatment

Once tumors reached 80–100 mm^3^, mice were randomly assigned to experimental groups. Mice were anesthetized under inhalation with isoflurane and led shielded with only the tumors exposed to radiation. Tumors received either 15 Gy or fractionated 5 × 3 Gy X‐ray radiation treatment (300 kV, dose rate of 2.25 Gy per minute) delivered to tumors using a Gulmay RS320 irradiation system (Gulmay Medical Ltd). Mice whose tumors ulcerated during experimental timeline were excluded from the study.

### *In vivo* radiation treatment of tumors in abdominal window chambers

Mice were anesthetized under inhalation with isoflurane and placed in an imaging‐guided small animal radiation research platform (SARRP) irradiator (Xstrahl Ltd). A cone beam CT image of each mouse was obtained, and the treatment was planned using Muriplan (Xstrahl Ltd) to ensure uniformity of dose across the tumor while sparing the surrounding normal tissue. This was achieved using a coronal arc beam with the isocenter positioned a few millimeters above the glass window with a beam at an angle of 65° to the vertical and the mouse rotated through 360° horizontally. To achieve full coverage of the tumor, a 4 mm × 10 mm field size (defined as the isocenter and the long axis parallel to the mouse) was chosen. The SARRP was used to deliver 15 Gy of X‐rays (220 kVp copper‐filtered beam with HVL of 0.93 mmCu) to the tumor at ~2 Gy per minute; this was given either in a single fraction or five daily fractionations of 3 Gy X‐ray radiation to the tumor. Dosimetry of the irradiator was performed as previously (Hill *et al*, 2017). A visualization of the planned dose distribution is presented in Appendix Fig S4.

### Tumor allograft model and abdominal window imaging

Abdominal window chamber model in mice allowed for intravital imaging of the tumor vasculature. An abdominal window chamber from either titanium or biocompatible plastic was surgically implanted onto shaved and depilated VE‐TOM mice as described previously (Ritsma *et al*, 2013), with the difference, that only the skin was cut, whereas the abdominal wall was left intact. Then, MC38 GFP or B16F10 GFP tumors were induced by injecting 5 μl of 2.5*10^5^ cells in a 50/50 mixture of saline and matrigel (BD Biosciences) into the thin fat layer above the abdominal muscles. Mice were monitored daily. Once tumors in window chambers reached ~ 4 mm diameter, imaging was started. Mice were anesthetized with inhalation anesthesia with isoflurane and kept on a heated stage inside a dark heated chamber with breathing rate monitored. Upon imaging, Qtracker 705 (Invitrogen) vasculature labels in a 1:10 dilution in sterile saline were continuously injected through a tail vein cannulation connected to a syringe and an automated pump (Harvard Instruments) at an injection rate of 75 μl per hour starting with a bolus injection of 12.5 μl.

Tumor vasculature images were acquired with an inverted Zeiss LSM 880 microscope (Carl Zeiss AG). The microscope was connected to a tunable Mai‐Tai laser (Newport Spectra‐Physics). An excitation wavelength of 940 nm was used, and the emitted light was collected through gallium arsenide phosphide (GaAsP) detectors with a bandpass filter of 524–546 nm for GFP and a 562.5–587.5 nm bandpass filter for TdTomato. A multi‐alkali PMT detector with a bandpass filter of 670–760 nm was used to record Qtracker 705 signal. A Zeiss 20x water immersion objective with NA 1.0 was used to acquire Z stack‐TileScan images with a dimension of 512 × 512 pixels in x and y. Approximately, 70 planes in z, with a step size of 5 μm, were acquired. Voxel size in the x‐y plane was 0.83 μm × 0.83 μm and 5 μm in z.

### Image post‐processing

Intravital images were post‐processed with Imaris (Bitplane) channel arithmetic's due to bleed‐through of GFP into TdTomato channel and bleed‐through of TdTomato into the Qtracker 705 channel. Imaris was also used for visualizing the acquired images.

### Segmentation and quantification of intravital images

Segmentation of the tumor vasculature from the post‐processed intravital images was performed with a previously published segmentation algorithm using the Advanced Research Computing facility in Oxford (preprint: Bates *et al*, 2017).

### EdU and EF5 labeling

For EdU (5‐ethynyl‐2′‐deoxyuridine) labeling of proliferating cells, 200 μl of EdU (Invitrogen) solution in PBS with a concentration of 2 mg/ml was intraperitoneally injected into mice 2 h prior to tumor resection. Tumors were then processed for flow cytometry. For EF5, mice were injected intraperitoneally with EF5 [2‐(2‐nitro‐1/−/−imidazol‐l‐yl)‐N‐(2,2,3,3 ∼ −pentafluoropropyl)acetamide], a nitroaromatic compound stabilized in the absence of oxygen (Lord *et al*, 1993) a kind gift from Prof. Cameron Koch (University of Pennsylvania, Philadelphia, PA, USA) and EdU (Santa Cruz Biotechnology) 2 h before sacrifice. Tumors were then processed for immunofluorescence staining.

### Flow cytometry profiling of tumor endothelial cells

MC38 GFP, MC38 mCherry, and B16F10 GFP tumor‐bearing mice were sacrificed and tumors harvested. Tumors were cut into small pieces and incubated in Hank's balanced salt solution (Thermo Fisher Scientific) with collagenase 2 (Worthington) (10 mg/ml) and DNase I (2 U/ml) for 45 min with shaking at 37°C. Cells were then strained through 50 μm strainers, centrifuged and resuspended in FACS buffer (PBS containing 2% FBS), and stained for: CD45, TER119, CD150, CD31, and LIVE/DEAD (detailed list of antibodies is in Appendix Table S1 and gating strategy in Appendix Fig S2). Proliferation was analyzed with the Click‐iT^®^ EdU Alexa 488 Flow Cytometry Assay Kit (Thermo Fisher Scientific) and apoptosis was analyzed with CellEvent™ Caspase‐3/7 Green Flow Cytometry Assay Kit (Invitrogen), all according to the manufacturer's instructions. Samples were measured using an Attune NxT Flow Cytometer (Thermo Fisher Scientific). Cells were identified based on forward and side scatter, after exclusion of doublets. Tumor endothelial cells were gated as DEAD negative, CD45^−^, CD150^−^, Ter150^−^, GFP^−^ (or mCherry^−^), CD31^+^ positive cells. Cells' relative frequency of each subpopulation from live‐cell gate or an absolute number of each subset were determined. Data were analyzed using FlowJo software (Tree Star Inc.).

#### Dynamic contrast‐enhanced magnetic resonance imaging (DCE‐MRI)

MRI was performed with a 7.0T 210 mm horizontal bore VNMRS preclinical imaging system equipped with 120 mm bore gradient insert (Varian Inc) and a 32 mm ID quadrature birdcage coil (Rapid Biomedical GmbH). DCE‐MRI was performed using a respiration‐gated 3D spoiled gradient echo scan with TR 1.7 ms, TE 0.632 ms, FOV 64 × 32 × 32 mm^3^, matrix 128 × 64 × 64, gradient spoiling with 159 mT/m for 0.432 ms in all three axes, RF hard pulse duration 16 μs, FA 5°, and RF spoiling. Data were acquired in blocks of 64 k‐space lines, and the two data blocks acquired prior to detection of each breath were reacquired immediately after the same breath to give a full 3D scan in 12–15 s. Fifty repeats of the 3D scan were performed with 30 μl of a Gd‐contrast agent (Omniscan, GE Healthcare) infused via a tail vein cannula over 5 s starting at the beginning of frame 11/50. A timestamp corresponding to the center of k‐space was recorded for each frame (Kinchesh *et al*, 2018). Mice were under isoflurane inhalation anesthesia 30% O_2_ 70% air mixture with respiration maintained at 40–60 breaths per minute. Animals were kept warm for MRI using an MR‐compatible electrical rectal probe‐driven heating system (Kersemans *et al*, 2019).

#### T1‐Mapping

A respiration‐gated 3D variable flip angle (VFA) scan (Christensen *et al*, 1974) was performed with 16 flip angles (FAs) ranging from 1° to 8°, and other parameters as for DCE‐MRI, in a scan time of approximately 4 min to enable estimation of T1. A respiration‐gated 3D actual flip angle imaging (AFI) scan was performed to enable a voxel‐wise correction of the FAs prescribed in the VFA scan during T1 analysis (Yarnykh, 2007). AFI scan parameters were TR1 10 ms, TR2 100 ms, TE 0.46 ms, RF hard pulse 128 μs, FA 64°, FOV 64 × 32 × 32 mm^3^, matrix 64 × 32 × 32 and scan time approximately 4 min.

#### DCE‐MRI image segmentation and analysis

A respiration‐gated 3D balanced SSFP (bSSFP) scan with TR 2.8 ms, TE 1.4 ms, FOV 64 × 32 × 32 mm^3^, matrix 256 × 64 × 64, and FA 30° was acquired as an anatomical reference (Gomes *et al*, 2019). bSSFP banding artifacts were minimized with the combination of four phase‐cycled images acquired in approximately 2 min in total using an elliptical signal model (Xiang & Hoff, 2014). Tumors were manually segmented from the obtained bSSFP anatomical reference scan using ITK‐Snap (Yushkevich *et al*, 2006). Conversion from MRI signal to Gd concentration was done according to the description given in Schabel *et al* (Schabel & Parker, 2008). Mean residence time (MRT) (Yamaoka *et al*, 1978) and initial area under the curve for the first 90 s post‐injection (iAUC90) (Robinson *et al*, 2003) were calculated at each voxel location within the tumor. As perfused tumor voxels the tumor voxel whose iAUC90 value was greater than the median value for muscle were counted (Robinson *et al*, 2003). All processing was done using in‐house software written in Matlab (The Mathworks).

### Immunofluorescence staining

Mice were euthanized, and tumors were resected and immediately placed in 4% PFA in PBS and incubated overnight at 4°C. Samples were then placed into 30% sucrose in PBS solution (w/v) overnight. Tumors were embedded in optimal cutting temperature (OCT) medium, frozen in liquid nitrogen and stored at −80°C. Thin 10 μm or 60 μm cryosections were cut with a Leica CM1950 (Leica Biosystems) cryostat on glass slides (VWR). Tumor sections were air‐dried, washed with PBS, and blocked with 5% BSA/5% donkey serum (v/w) in PBS containing 0.25% Triton X‐100 for 1 h at room temperature in a humidified chamber. Sections were stained for proliferation with the Click‐iT EdU (5‐ethynyl‐2′‐deoxyuridine) Alexa647 immunofluorescence staining kit (Invitrogen) according to the manufacturer's instruction followed by incubation with primary antibodies in blocking solution overnight at 4°C. The following primary antibodies were used: CD31, ERG, CD45, GR1, CD68, and cleaved caspase‐3 (detailed list of antibodies in Table S1). Sections were washed three times in PBS and incubated with Alexa Fluor 488‐, Alexa Fluor 546‐, or Alexa Fluor 647‐conjugated secondary antibodies (Invitrogen, 1:500) for 1 h at room temperature in a humidified chamber. Sections were washed three times in PBS and counterstained with Hoechst 33342 (Sigma‐Aldrich) and washed in PBS. Sections were mounted with ProLong Diamond Antifade Mountant (Molecular Probes). Whole tumor images were acquired with a brightfield (Nikon Ni‐E) or inverted confocal microscope (Andor Dragonfly, Oxford Instruments) and processed using Imaris (Bitplane) or HALO (Indica Labs) image analysis software for spatial analysis.

For thick 100–200 μm sections, tumors were resected and fixed in 4% PFA in PBS overnight and placed in 0.25% low melting agarose in PBS solution and cut using a Vibratome (Campden Instruments). Subsequent processing of tissues was the same as for thin section.

### RNA sequencing: tumor stromal cell preparation

Dissected tumors were finely chopped with scalpels and the obtained fragments digested in HBSS (with Calcium and Magnesium; GIBCO) containing a mix of Collagenases 1 and 3 (Worthington; 3 mg/ml), dispase II (Roche; 7 mg/ml), DNase I (Invitrogen; 2 U/ml) and left at 37°C with gentle agitation for 20 min. The dissociated cells were centrifuged at 500 *g* for 5 min, resuspended in PBS‐5% FBS, and filtered through 50 μm cell strainers before being counted and used for flow cytometry.

### RNA sequencing: flow cytometry of tumor endothelial cells

A total of 25 × 10^6^ cells were stained in a final volume of 100 μl of antibody mix for 15–20 min, in ice, protected from light. Cells were subsequently washed with 2 ml PBS‐5% FBS, centrifuged at 500 *g* for 5 min, and resuspended in 500 μl PBS‐5% FBS. 7‐AAD was added right before the sample acquisition. Sorting was performed by using a BD FACSAria™ Fusion Cell Sorter (BD Biosciences). The antibodies used are listed in Table S1. One hundred cells per population were sorted in 4 μl of lysis mix (0.4% Triton X + RNAse Inhibitor (1:20), dNTPS (10 mM), Oligo dT (10 μM)—according to the original Smart‐seq2 protocol (Picelli *et al*, 2014)) for bulk RNAseq, and 1 cell per well of a 96‐well plate for single‐cell RNAseq, and immediately processed for RNA sequencing or stored at −80°C.

### RNA sequencing: cDNA libraries using Smart‐seq2 protocol

5.7 μl of retro‐transcription mix (see reference for details) was added to each sample. Retro‐transcription was carried out according to the original Smart‐seq2 protocol and cDNA was then pre‐amplified for 15 cycles (Picelli *et al*, 2014). After PCR pre‐amplification, cDNA was purified using Ampure XP magnetic beads according to the manufacturer's instructions, in a ratio of 0.8 to 1 with cDNA, resuspended in 17.5 μl of buffer EB (Qiagen) and stored at −20°C. Quality and concentration of the cDNA generated were assessed using High‐Sensitivity Bioanalyzer kit (Agilent).

### RNA sequencing: Illumina library preparation and sequencing

1 ng of pre‐amplified cDNA was tagmented and indexed with Nextera XT DNA Sample Preparation kit (Illumina) according to the manufacturer's instructions. The product was purified with AMPure XP beads (1:1 ratio) and eluted in 17.5 μl of EB buffer (Qiagen). Samples were loaded on a High‐Sensitivity DNA chip (Agilent Technologies) to check for library size and quality and concentration measured with Qubit High‐Sensitivity DNA kit (Invitrogen). Libraries were pooled to a final concentration ranging between 2 nM and 10 nM and sequenced with either Illumina NextSeq 550 at the MRC Weatherall Institute of Molecular Medicine or Illumina Hiseq 4,000 (25 bp single‐end read) at the Wellcome Trust Centre for Human Genetics in Oxford.

### Analysis of bulk RNAseq data

After the adapters for sequencing were trimmed from single‐end reads in samples (*n* = 8 per group), we aligned the reads to the mouse reference genome GRCm38/mm10 along with transcriptome information by Bowtie 2.2.6 and tophat2 v2.1.0. The aligned reads were used for estimating fold change of normalized expression level, FPKM (Fragments Per Kilobase of transcript per Million mapped reads), for each gene by cufflinks‐2.2.1. The consistency of significant change, false‐positive rate < 0.05, was estimated using the package of non‐parametric rank product in R with the contrast between normal and irradiated cells. The differentially expressed gene set was put into GeneCodis web‐based tool (http://genecodis.genyo.es/) to perform Panther pathways enrichment analysis (Carmona‐Saez *et al*, 2007). Additionally, the differentially expressed gene set was also analyzed with pathway analysis package GeneGo MetaCore (https://portal.genego.com/) to build biological networks and list the associated biological processes and diseases. A *P*‐value of 0.05 was used as a cutoff to determine significant enrichment of a pathway or annotated gene groups present in the MetaCore database.

### Analysis of single‐cell RNAseq data

After the adapters were trimmed out, the reads were aligned to the mouse reference genome GRCm38/mm10 using transcriptome information GRCm38 release 88 by Bowtie 2.2.6 and tophat2 v2.1.0. Reads having highest alignment scores were kept if being aligned to several locations. The number of reads aligned to each gene was counted by HTSeq v0.9.1. All subsequent analysis was performed using RStudio version 1.2.5033 with R version 3.6.3.

Cell QC involved the following criteria (Luecken & Theis, 2019; Amezquita *et al*, 2020): total number of counts per cell, total number of features per cell, and percentage of mitochondrial DNA. Thresholds for the first two parameters were determined by using the median value and median absolute deviation (MAD) as guidance. Cells within 3 MADs of the median value were kept for downstream analysis, that is, total counts > 139,691 and total counts < 887,845, total features > 2,673, and total features < 9,384. 

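Recomputed from the counts of all 528 cells, 3 MADs from the median on the log scale give 139692 and 887845 for total counts and 2673 and 9384 for features, so the stated limits can be reached from these counts to within 1 count. Below the lower limit on total counts lay 44 control and 40 irradiated TECs, above the upper limit 0 and 1. For features 2 control cells and 1 irradiated cell lay below and 0 and 1 above, and 28 and 25 cells failed the mitochondrial limit. Together, 225 of 269 control and 217 of 259 irradiated cells passed these filters.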

Cells with a percentage for mitochondrial genes <5% were considered in the downstream analysis. Furthermore, the *cyclone* function from the scran package version 1.14.6 (Lun *et al*, 2016) was used to assign cell cycle phase to cells. 

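The cyclone function, run here on the counts of all 528 cells before any filter, placed 16 cells in G2M, 2 in S and 510 in G1. The 18 cells outside G1 comprised 17 control TECs and 1 irradiated TEC.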

A total of 18 cells labeled as G2M or S phase (the other 510 cells as G1 phase) were removed to avoid cell cycle effects in the downstream analysis. 

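Of the 442 cells that passed the count, feature and mitochondrial filters, 14 were in G2M or S phase, and without them 428 remained. By replicate these were 66, 79 and 66 control and 58, 76 and 83 irradiated TECs, in which 18949 genes were counted in more than 5 cells.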

The total number of cells passing cell QC was 428 out of 528 cells. Finally, genes that were expressed in >5 cells were kept for downstream analysis.

The data were processed with the Seurat package version 3.1.4. (Stuart *et al*, 2019). Normalization was based on the *NormalizeData* function (*normalization.method = “LogNormalize*,*” scale.factor = 10*,*000*). Highly variable genes were determined with the *FindVariableFeatures* function (*selection.method = “vst*,*” nfeatures = 2000*). The data were subsequently scaled with the *ScaleData* function.

Principal component analysis was done with the *RunPCA* function using the highly variable genes. Clustering was based on the first 10 principal components; the *FindNeighbors* and *FindClusters* (*resolution = 0.4*) functions were used.

Label transfer from Zhao *et al* (2018a), Data ref: Zhao *et al* (2018b) was based on the *FindTransferAnchors* (*dims = 1:30*) and *TransferData* (*dims = 1:30*) functions. Both reference and query set were processed with *NormalizeData* and *FindVariableFeatures* (as shown above). Significance between specific labels in control and irradiated cells was determined by repeating the labeling in 100 random samples with replacements (bootstrap) and testing for differences with the Wilcox rank‐sum test.

Finally, differential expression analysis between control and irradiated cells was performed only on cells recognized as capillary as this was the only EC subtype with sufficient number of cells in both classes. The Wilcox rank‐sum test was used for differential expression analysis, and *P*‐values were adjusted with the Bonferroni correction.

### Statistics

All values in this study represent means (M) and standard deviations (SD) with the exception that bars in the comparison of the vasculature parameters show means and the standard errors of the mean (SEM). All statistical analyses were performed in GraphPad Prism v8.0. *P* < 0.05 was considered significant. No statistical method was used to predetermine sample size, and experiments were not randomized. The investigators were not blinded to allocation during experiments and outcome assessment. Throughout the manuscript, the following symbols for statistical significance are used: *P < 0.05, **P < 0.01, and ***P < 0.001.

## Author contributions

**Jakob R Kaeppler:** Conceptualization; data curation; formal analysis; investigation; visualization; methodology; writing – original draft; writing – review and editing. **Jianzhou Chen:** Data curation; investigation; methodology; writing – original draft; writing – review and editing. **Mario Buono:** Data curation; formal analysis; investigation; visualization; writing – original draft; writing – review and editing. **Jenny Vermeer:** Investigation; methodology; writing – original draft; writing – review and editing. **Pavitra Kannan:** Investigation; methodology; writing – original draft; writing – review and editing. **Wei‐Chen Cheng:** Data curation; formal analysis; investigation; visualization; methodology; writing – original draft. **Dimitris Voukantsis:** Data curation; formal analysis; investigation; visualization; methodology; writing – original draft. **James M Thompson:** Investigation; visualization; methodology; writing – original draft; writing – review and editing. **Mark A Hill:** Supervision; methodology; writing – original draft; writing – review and editing. **Danny Allen:** Data curation; formal analysis; visualization; methodology; writing – original draft. **Ana Gomes:** Formal analysis; investigation; visualization; methodology; writing – original draft. **Veerle Kersemans:** Formal analysis; investigation; visualization; methodology; writing – original draft. **Paul Kinchesh:** Data curation; investigation; methodology; writing – original draft. **Sean Smart:** Resources; supervision; validation; visualization; methodology; writing – original draft; project administration. **Francesca Buffa:** Supervision; validation; visualization; methodology; writing – original draft. **Claus Nerlov:** Resources; data curation; formal analysis; supervision; validation; writing – original draft; project administration; writing – review and editing. **Ruth J Muschel:** Conceptualization; supervision; funding acquisition; validation; visualization; writing – original draft; project administration; writing – review and editing. **Bostjan Markelc:** Conceptualization; resources; data curation; formal analysis; supervision; funding acquisition; validation; investigation; visualization; methodology; writing – original draft; project administration; writing – review and editing.

## Disclosure and competing interests statement

The authors declare that they have no conflict of interest.

## Supporting information

Appendix S1
Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

## Data Availability

The datasets analyzed during this study are available from the corresponding authors on request. The RNAseq data discussed in this publication have been deposited in NCBI's GeneExpression Omnibus and are accessible through GEO Series accession number GSE168481 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE168481). The uncropped images on which Figs 2 and 3 are based have been deposited in the BioStudies database and are accessible through accession number S‐BSST747 (https://www.ebi.ac.uk/biostudies/studies/S‐BSST747).

# Supplementary material for: Endothelial cell death after ionizing radiation does not impair vascular structure in mouse tumor models
**Source:** EMBO Rep. 2022 Jul 18;23(9):e53221. doi: 10.15252/embr.202153221
**Supplement:** Supplementary file 1 — Appendix S1

## Appendix:

### Table of Content

|                                                                                                                                 |        |
|---------------------------------------------------------------------------------------------------------------------------------|--------|
| <b>1. Appendix Figure S1:</b> Flow cytometry analysis of TEC apoptosis and proliferation after single and fractionated IR ..... | Page 2 |
| <b>2. Appendix Figure S2:</b> TEC FACS analysis .....                                                                           | Page 3 |
| <b>3. Appendix Figure S3:</b> Differential expression analysis of TECs 48 h after 15 Gy single dose IR .....                    | Page 4 |
| <b>4. Appendix Figure S4:</b> A visualization of the dose delivered to the tumor with SARRP ..<br>.....                         | Page 5 |
| <b>5. Appendix Table S1</b> .....                                                                                               | Page 6 |

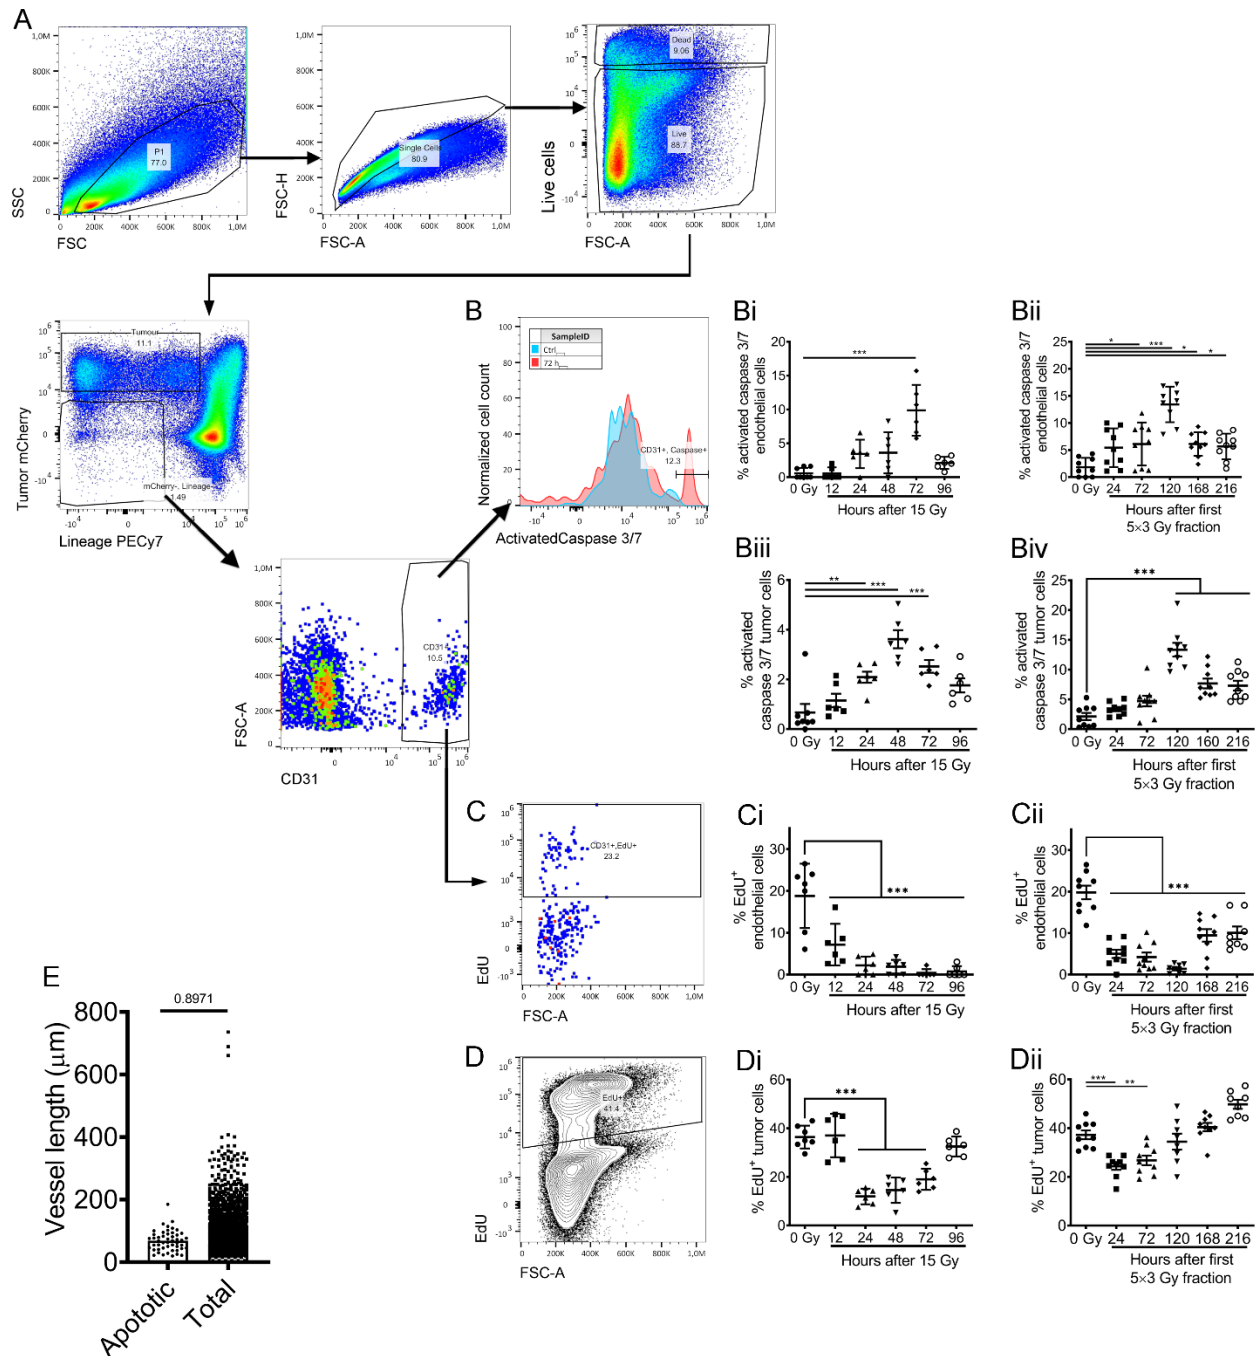

**Appendix Figure S1. Flow cytometry analysis of TEC apoptosis and proliferation after single and fractionated IR.** (A) representative flow cytometry gating strategy to determine TECs from MC38 tumors. (B) histogram of activated caspase 3/7 in TECs and (Bi) quantification of activated caspase 3/7 in TECs after single dose IR and (Bii) fractionated IR (n=6 biological replicates per group). (Biii and Biv) quantification of activated caspase 3/7 in MC38 tumor cell (n=6 biological

replicates per group). **(C - Cii)** histogram and quantification of TECs proliferation after single and fractionated IR in MC38 tumors (n=6-9 biological replicates per group). **(D – Dii)** quantification of proliferating MC38 tumor cells after single and fractionated IR (n=6-9 biological replicates per group). **(E)** vessel length of apoptotic tumor vessels vs all tumor vessels from segmented B16F10 tumor sections. Error bars represent mean  $\pm$  SD, \*P <0.05, \*\*P <0.01, \*\*\*P <0.0001 by analysis of variance (ANOVA).

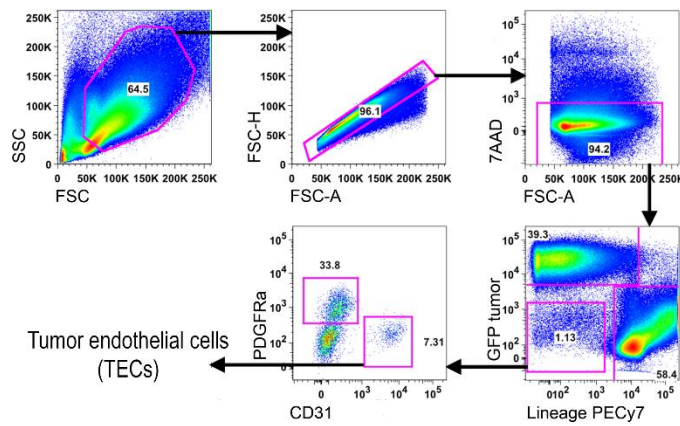

**Appendix Figure S2. TEC FACS analysis.** Gating strategy used to identify TECs population with the total live (7AAD-) tumor single cell population: TECs:GFP-, Lineage- (CD45-, CD150-, TER119), CD31+, CD144+, and CD105+.

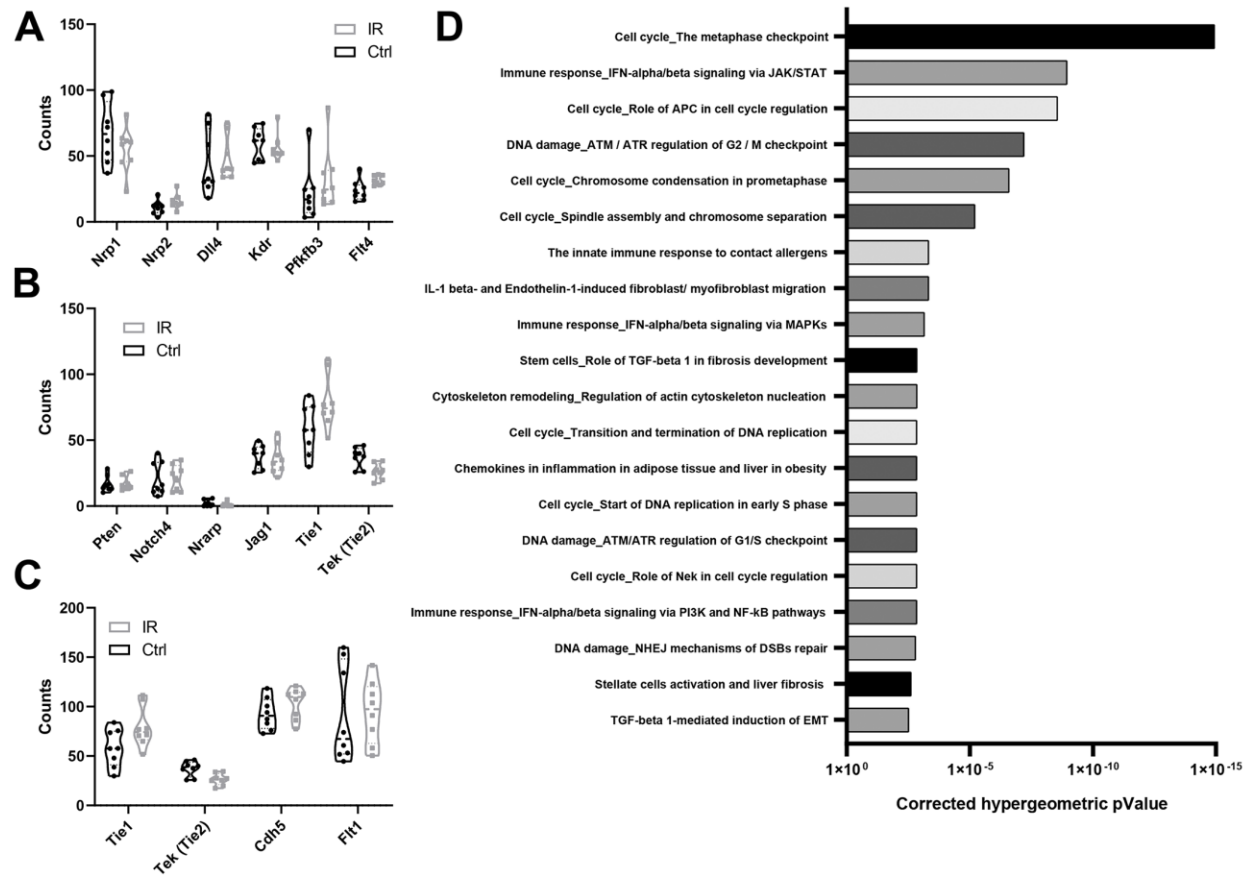

**Appendix Figure S3. Differential expression analysis of TECs 48 h after 15 Gy single dose IR.** (A) Histogram of marker genes for endothelial tip cells. (B) Histogram of marker genes for endothelial stalk cells. (C) Histogram of marker genes for endothelial phalanx cells (D) Top 20 classified MetaCore signaling pathways in TECs from MC38 tumors. n=8 biological replicates per group.

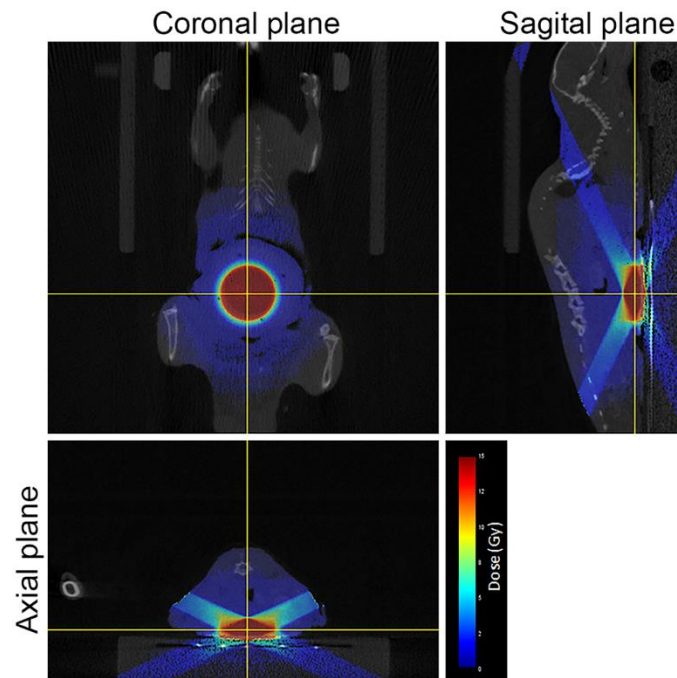

**Appendix Figure S4. A visualization of the dose delivered to the tumor with SARRP**, using a 4 mm x 10 mm x-ray beam delivered at an angle of 65° to the vertical and the mouse rotated through 360° horizontally. Dose is presented as an overlaid heat-map on Cone Beam CT image with blue color representing 0 Gy and red 15 Gy.

**Appendix Table S1**

| <b>Antibody</b>                              | <b>Source</b>                                  | <b>Cat#</b>                                                                                       | <b>Dilution</b>     | <b>Application</b> |
|----------------------------------------------|------------------------------------------------|---------------------------------------------------------------------------------------------------|---------------------|--------------------|
| Rabbit anti mouse ERG                        | Abcam                                          | ab92513                                                                                           | 1:200               | IF                 |
| Rat anti mouse CD45                          | Abcam                                          | Ab25386                                                                                           | 1:200               | IF                 |
| Rat anti mouse GR1                           | Abcam                                          | Ab25377                                                                                           | 1:200               | IF                 |
| Rat anti mouse CD68                          | GeneTex                                        | GTX41865                                                                                          | 1:200               | IF                 |
| Goat anti mouse CD31                         | R&D                                            | AF3625                                                                                            | 1:200               | IF                 |
| BV421 anti-mouse CD45 (clone 30-F11)         | BioLegend                                      | 103134                                                                                            | 1:600               | FC                 |
| BV421 anti-mouse TER-119 (clone TER119)      | BioLegend                                      | 116234                                                                                            | 1:100               | FC                 |
| BV421 anti-mouse CD150 (clone TC15-12F12.2)  | BioLegend                                      | 115943                                                                                            | 1:100               | FC                 |
| PE/Cy7 anti-mouse CD31 (clone 390)           | BioLegend                                      | 102418                                                                                            | 1:250               | FC                 |
| Donkey anti-goat Alexa Fluor 647             | JacksonImmuno Research                         | 705-605-147                                                                                       | 1:400               | IF                 |
| Donkey anti-goat Alexa Fluor 555             | ThermoFisher                                   | A-21432                                                                                           | 1:400               | IF                 |
| Donkey anti-rabbit Alexa Fluor 488           | ThermoFisher                                   | A-21206                                                                                           | 1:400               | IF                 |
| Donkey anti-rat DyLight 405                  | JacksonImmuno Research                         | 712-475-150                                                                                       | 1:400               | IF                 |
| PE/Cy7 anti-mouse CD45 (clone 30-F11)        | eBioscience                                    | 25-0451-82                                                                                        | 1:600               | FACS               |
| PE/Cy7 anti-mouse Ter119 (clone TER119)      | eBioscience                                    | 25-5921-82                                                                                        | 1:100               | FACS               |
| PE/Cy7 anti-mouse CD150 (clone TC15-12F12.2) | Biolegend                                      | 115914                                                                                            | 1:100               | FACS               |
| PerCPef710 anti-mouse CD31 (clone 390)       | eBioscience                                    | 46-0311-82                                                                                        | 1:250               | FACS               |
| EF5 compound                                 | University of Pennsylvania by Dr. Cameron Koch | <a href="http://www.hypoxia-imaging.org/index.html">http://www.hypoxia-imaging.org/index.html</a> | 10 mM, 250 µg/mouse | IF                 |
| anti-EF5 antibody (ELK3-51) Cy3              | University of Pennsylvania by Dr. Cameron Koch | <a href="http://www.hypoxia-imaging.org/index.html">http://www.hypoxia-imaging.org/index.html</a> | 75 µg/ml            | IF                 |

|                                                                          |                                                         |                                                                                                        |               |    |
|--------------------------------------------------------------------------|---------------------------------------------------------|--------------------------------------------------------------------------------------------------------|---------------|----|
| $\alpha$ -EF5 (ELK3-51)<br>Competed Stain Cy3                            | University of<br>Pennsylvania<br>by Dr. Cameron<br>Koch | <a href="http://www.hypoxia-imaging.org/index.html">http://www.hypoxia-<br/>imaging.org/index.html</a> | 75 $\mu$ g/ml | IF |
| Rabbit anti-mouse<br>NG2 Chondroitin<br>Sulfate Proteoglycan<br>Antibody | MERCK<br>Millipore                                      | AB5320                                                                                                 | 1:200         | IF |

# Supplementary material for: Endothelial cell death after ionizing radiation does not impair vascular structure in mouse tumor models
**Source:** EMBO Rep. 2022 Jul 18;23(9):e53221. doi: 10.15252/embr.202153221
**Supplement:** Supplementary file 2 — Expanded View Figures PDF

## Expanded View Figures

### Figure EV1. Evaluation of tdTomato-positive TECs in VE-TOM mice.

- A Representative low-power microscopic images (top row) of vasculature from tissue sections of organs and tumors expressing tdTomato (red) in endothelial cells.
- B Representative high-power microscopic images of the same tissue section expressing tdTomato.
- C, D Samples are stained for CD31 (white, C) and CD68 (green, D).
- E, F Merged channels of B + C (E) and B + D (F).
- G Representative high-power microscopic image of tdTomato (red) and CD45 (green).
- H Representative high-power microscopic image of tdTomato (red) and GR1 (green).
- I Flow cytometry, gating strategy, and histogram of MC38 tumor TECs 30 days after tamoxifen administration. Percent of tdTomato-positive CD31-positive TECs (red) and FMO (blue).

Data information: Scale bar in (A); 1 mm; scale bars in (B–H); 50  $\mu$ m.

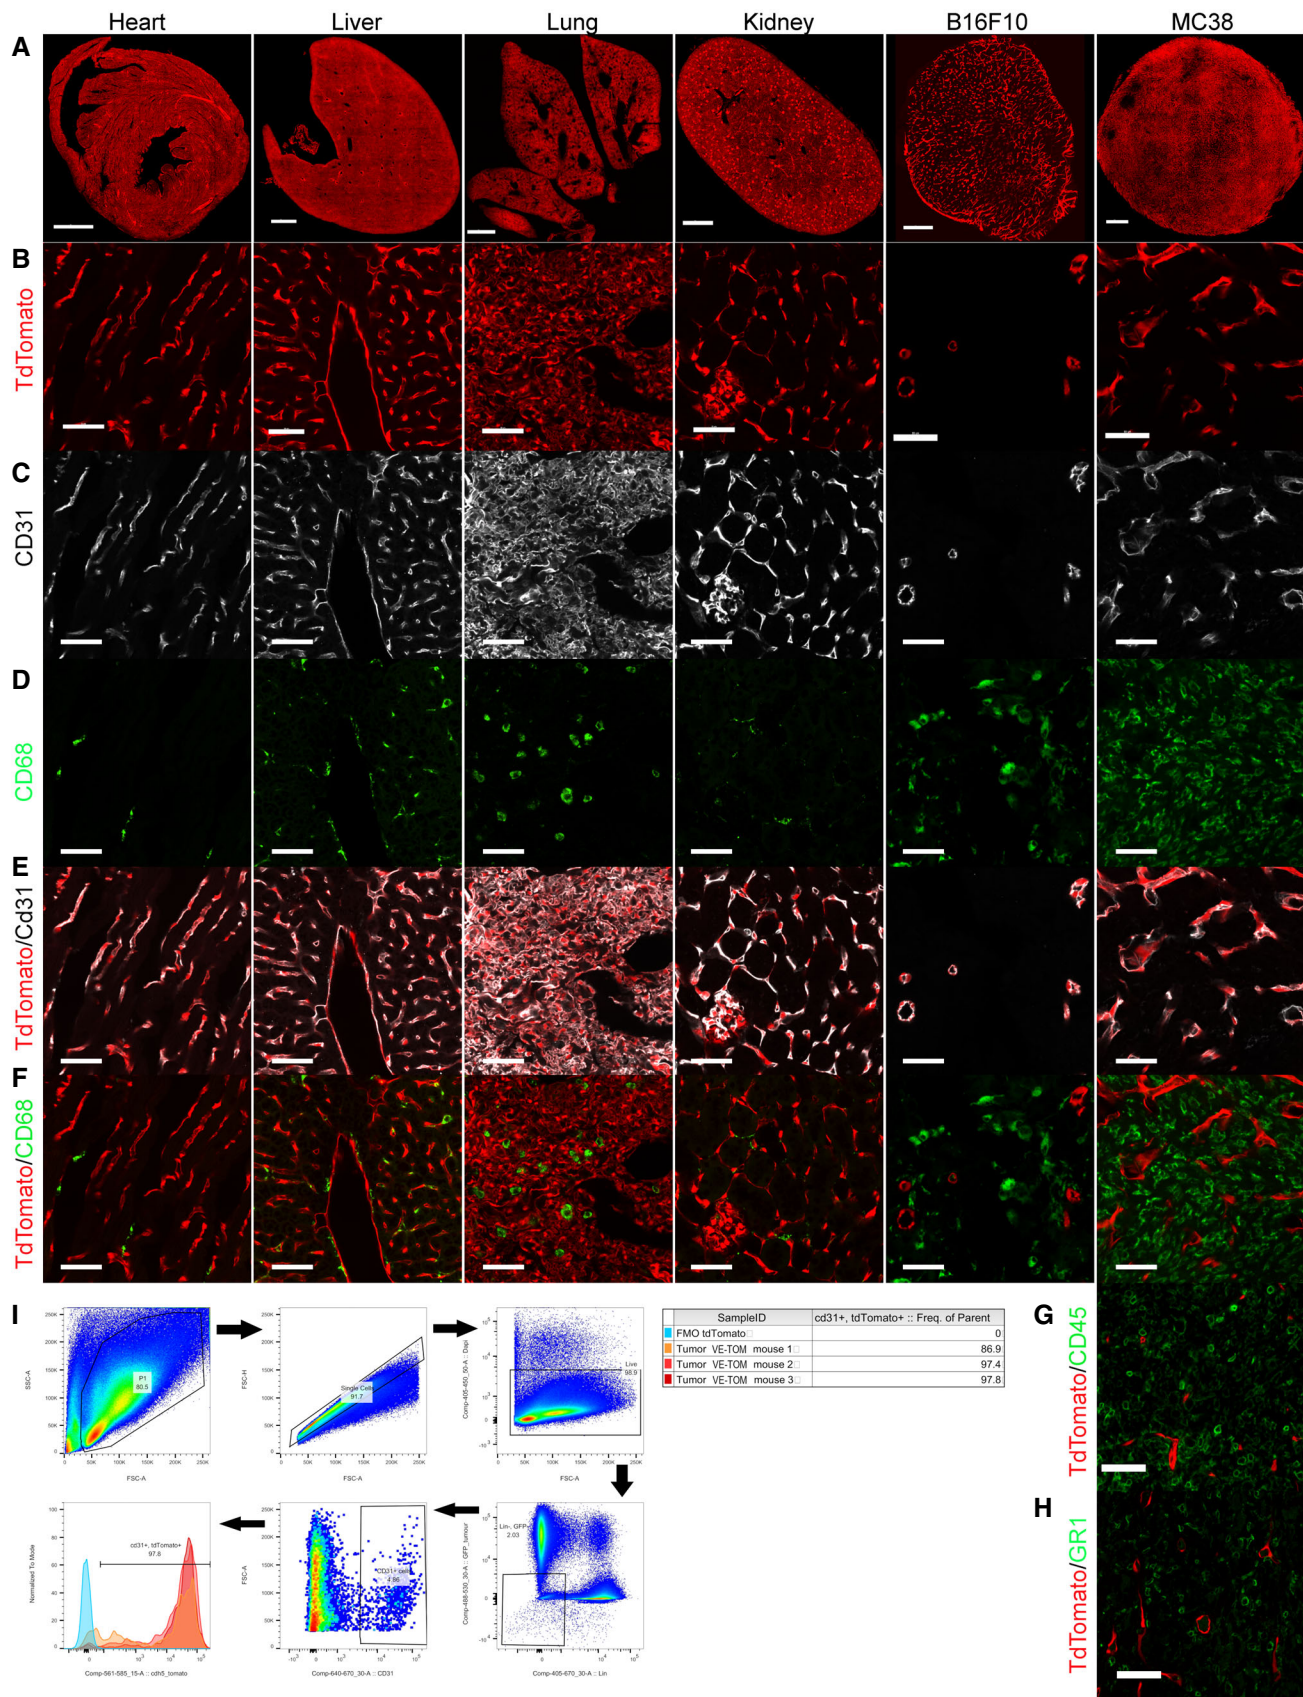

Figure EV1.

**Figure EV2. Time-lapse intravital microscopy of B16F10 tumor in VE-TOM mice.**

A–C The developing tumor vasculature was imaged over time in an abdominal window chamber model with two-photon microscopy with (A) GFP-labeled tumor cells, (B) TdTomato-labeled TECs in cyan, and (C) perfusion.

D–M The following parameters were quantified from the segmented image each day: (D) vessel tortuosity, (E) directional coherence, (F) perfusion, (G) number of sprouts, (H) fraction of branches <80  $\mu\text{m}$ , (I) fraction of branches >400  $\mu\text{m}$ , (J) length-to-diameter ratio, (K) nodes per  $\text{mm}^2$ , (L) vessel length, and (M) vessel diameter.

N Average diameter of perfused to non-perfused vessel in MC38 tumors.

Data information: Data represent mean  $\pm$  SD,  $n = 3$  biological replicates; \* $P < 0.05$ , \*\* $P < 0.01$  by one-way analysis of variance with multiple comparisons (ANOVA). Scale bar in (A), (B), and (C): 1 mm.

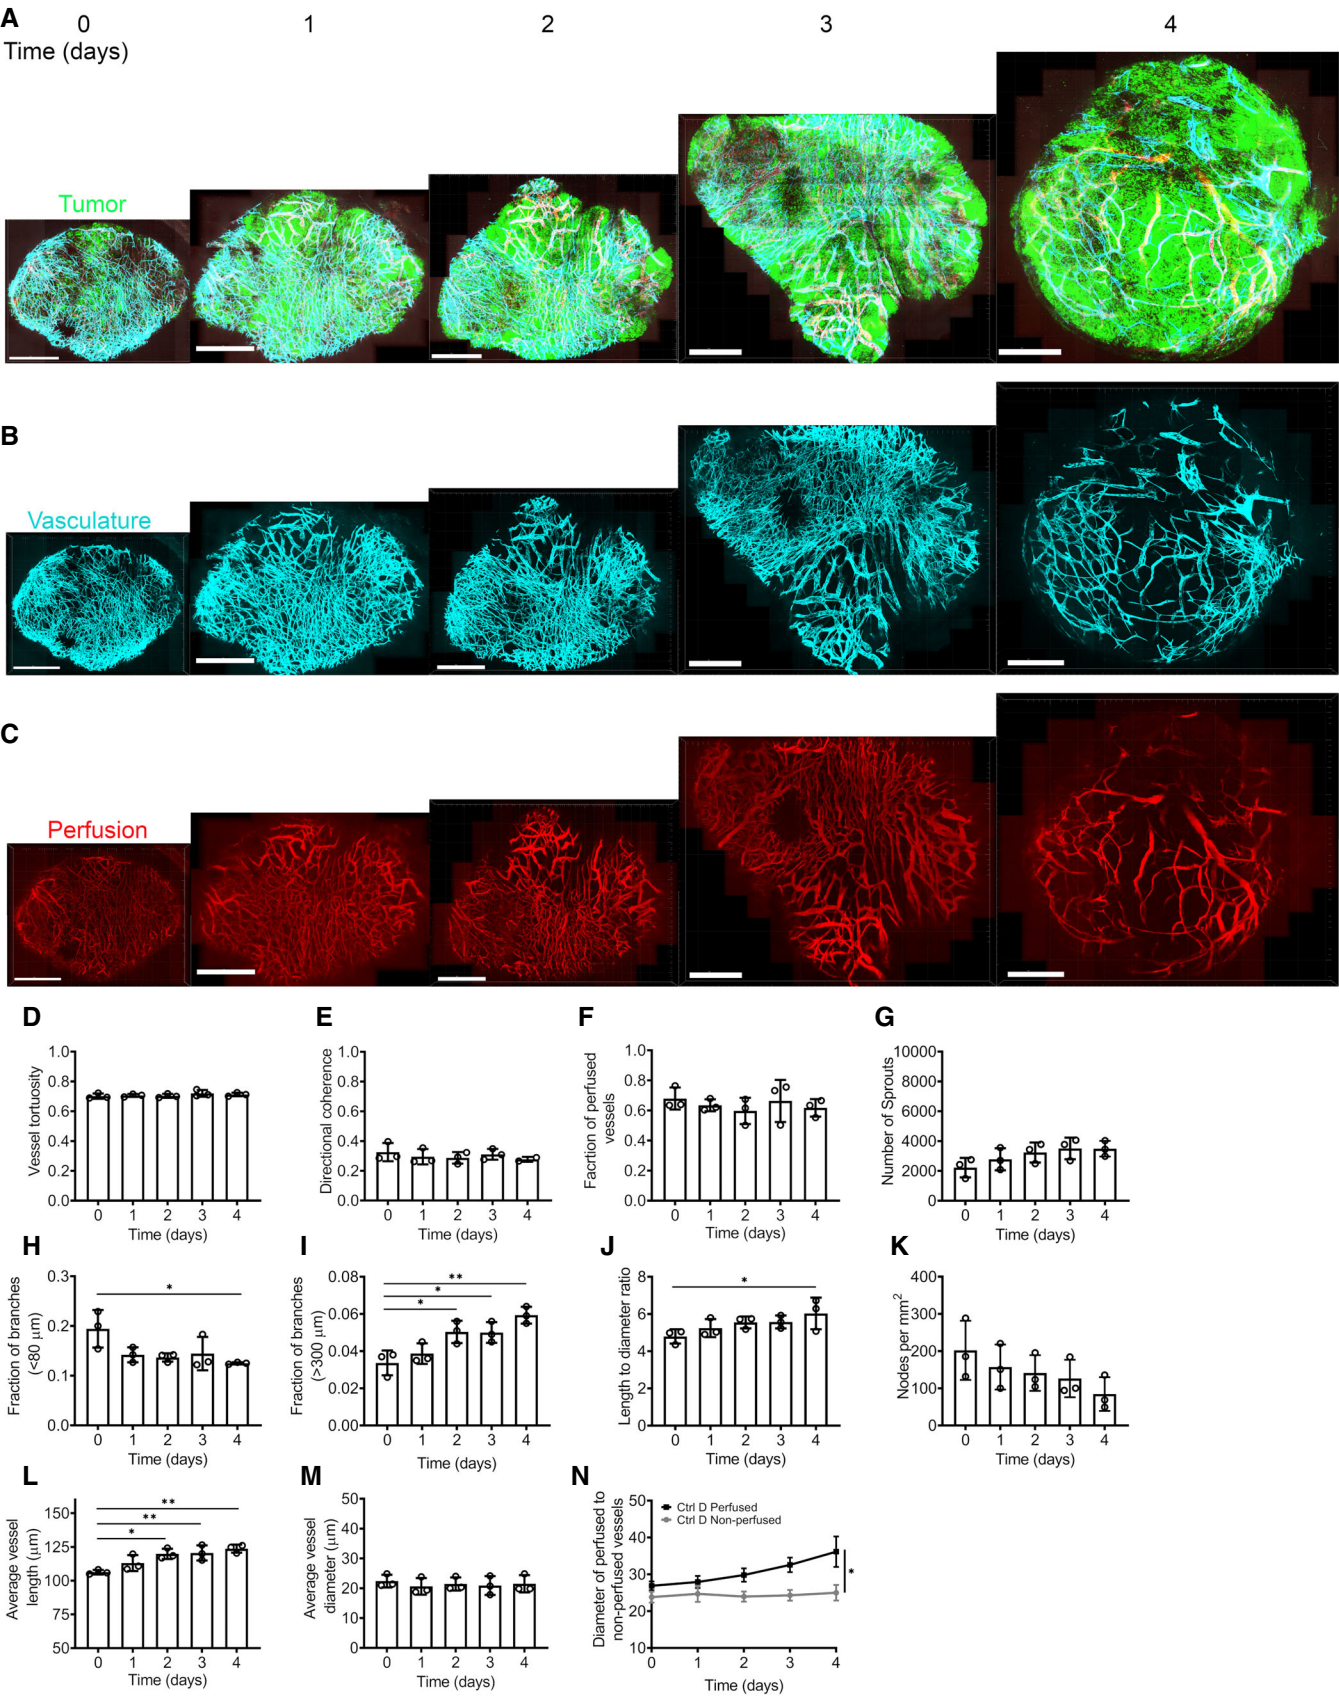

Figure EV2.

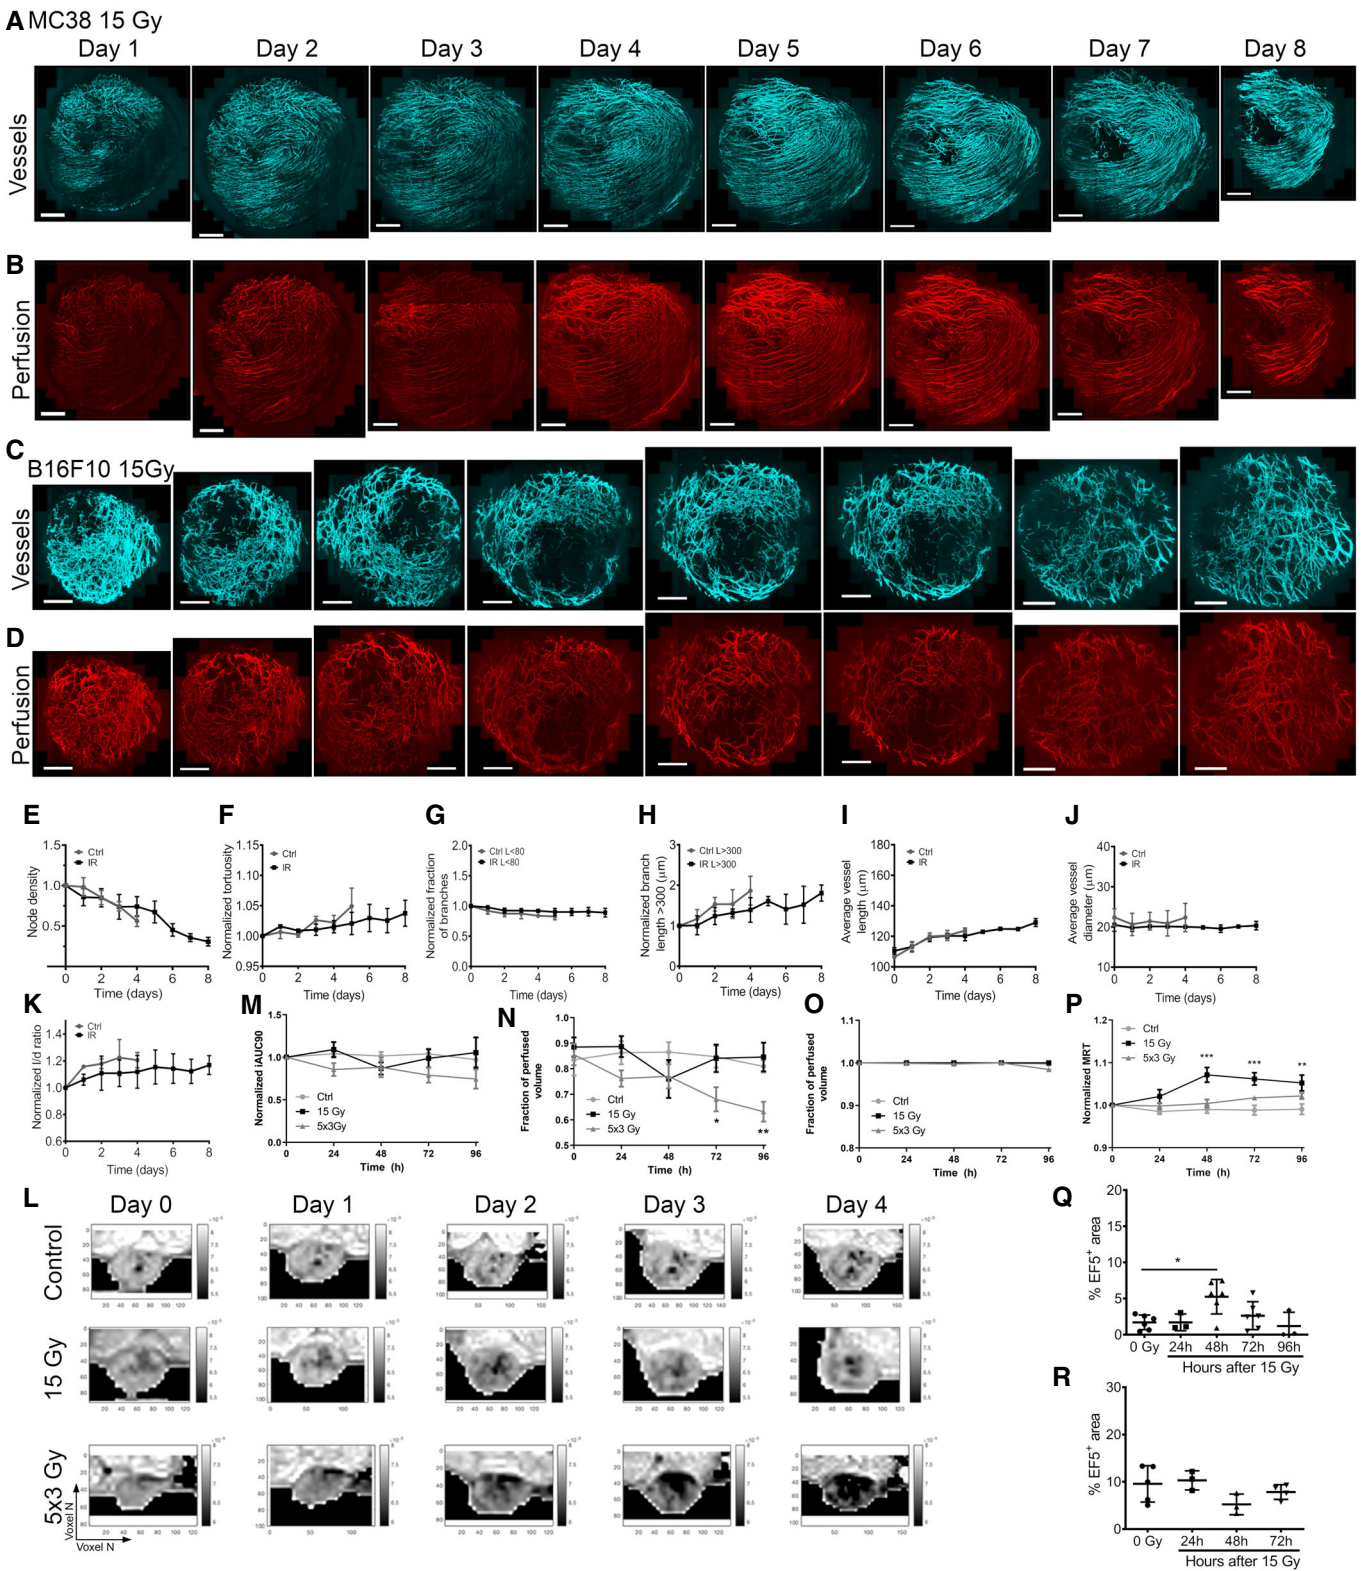

Figure EV3.

**Figure EV3. Time-lapse intravital microscopy of MC38 and B16F10 tumors of VE-TOM mice, DCE-MRI imaging of MC38 tumors and EF5 analysis in MC38 and B16F10 tumors.**

- A, B Timeline of MC38 tumor vasculature (cyan, A) and perfusion (red, B) after single dose of 15 Gy.  
 C, D Timeline of B16F10 tumor vasculature (cyan, C) and perfusion (red, D) after single dose of 15 Gy IR.  
 E–K Quantified B16F10 tumor vascular parameters, for each day of imaging the following parameters were quantified from segmented images and normalized to day one if indicated: (E) normalized node density, (F) normalized tortuosity, (G) normalized branch length < 80  $\mu\text{m}$ , (H) normalized branch length > 300  $\mu\text{m}$ , (I) vessel branch length, (J) vessel diameter, and (K) normalized length-to-diameter ratio.  
 L–P DCE-MRI imaging and quantification of subcutaneous MC38 tumors. Representative DCE-MRI images of subcutaneous MC38 tumors injected with gadolinium-based contrast agent (L). Initial area under the curve (first 90 s after contrast agent injection) iAUC90 was quantified and normalized to day 0 (M). Fraction of perfused tumor volume at 90 s after contrast agent injection (N). Fraction of perfused tumor volume at the end of the imaging session (O). Mean residence time of the contrast agent (P).  
 Q, R Quantification of percent of EF5<sup>+</sup> tumor area in MC38 tumors (Q) and B16F10 tumors (R) after irradiation.

Data information: Data represent mean  $\pm$  SEM,  $n = 3$ –4 biological replicates in (E–K),  $n = 6$ –7 biological replicates in (M–P),  $n = 3$ –6 biological replicates in (Q, R).  
 \* $P < 0.05$ , \*\* $P < 0.01$  by analysis of variance (ANOVA). Scale bars: in (A–D) 1 mm. Color scale in (L) represents the signal enhancement in DCE-MRI images due to the presence of gadolinium-based contrast agent.

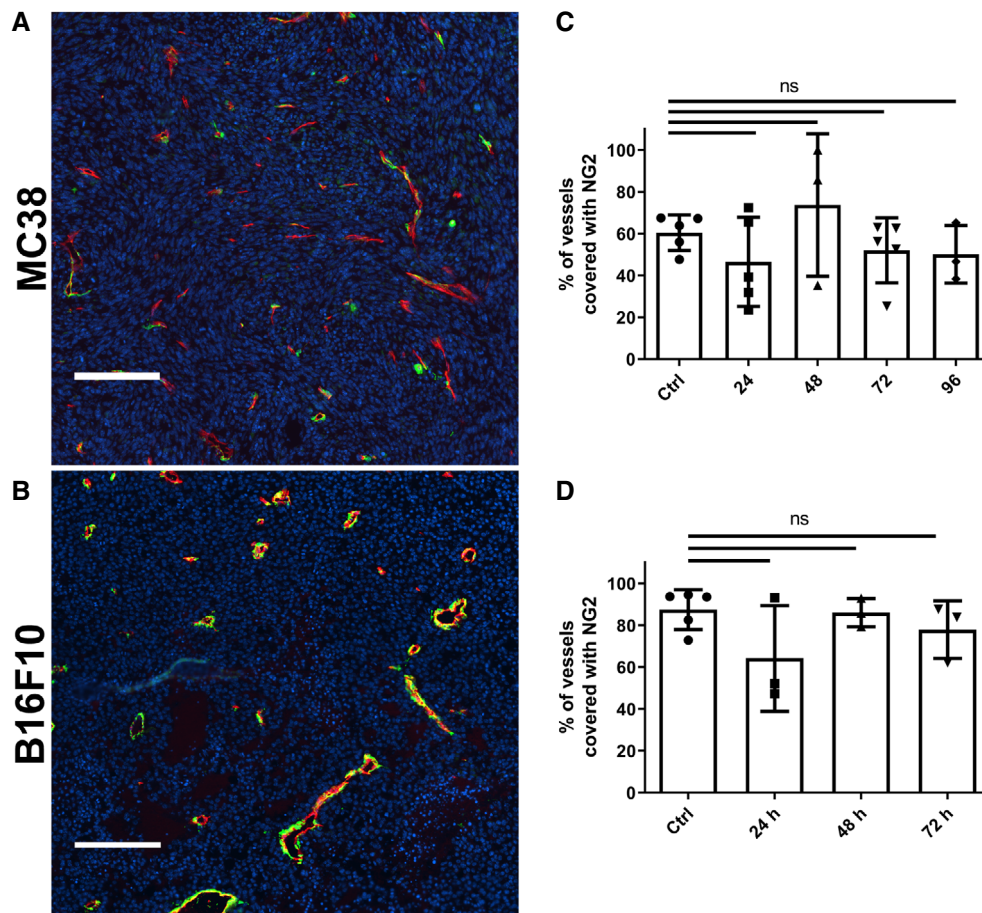

**Figure EV4. Co-staining of tumor blood vessels with NG2 and CD31.**

- A, B Representative immunofluorescent micrographs of control and treated tumor vasculature from (A) MC38 tumors and (B) B16F10 tumors stained with anti-CD31 (red), anti-NG2 (green) and counterstained with Hoechst (blue).  
 C, D Quantification of vessel coverage with NG2 after single dose of 15 Gy IR from immunofluorescent images of whole (C) MC38 tumor ( $n = 3$ –5 biological replicates per group) or (D) B16F10 tumor sections ( $n = 3$ –5 biological replicates per group).

Data information: Scale bar: 100  $\mu\text{m}$ . Data represent mean  $\pm$  SD. ns— $P > 0.05$  by one-way analysis of variance with multiple comparisons (ANOVA).

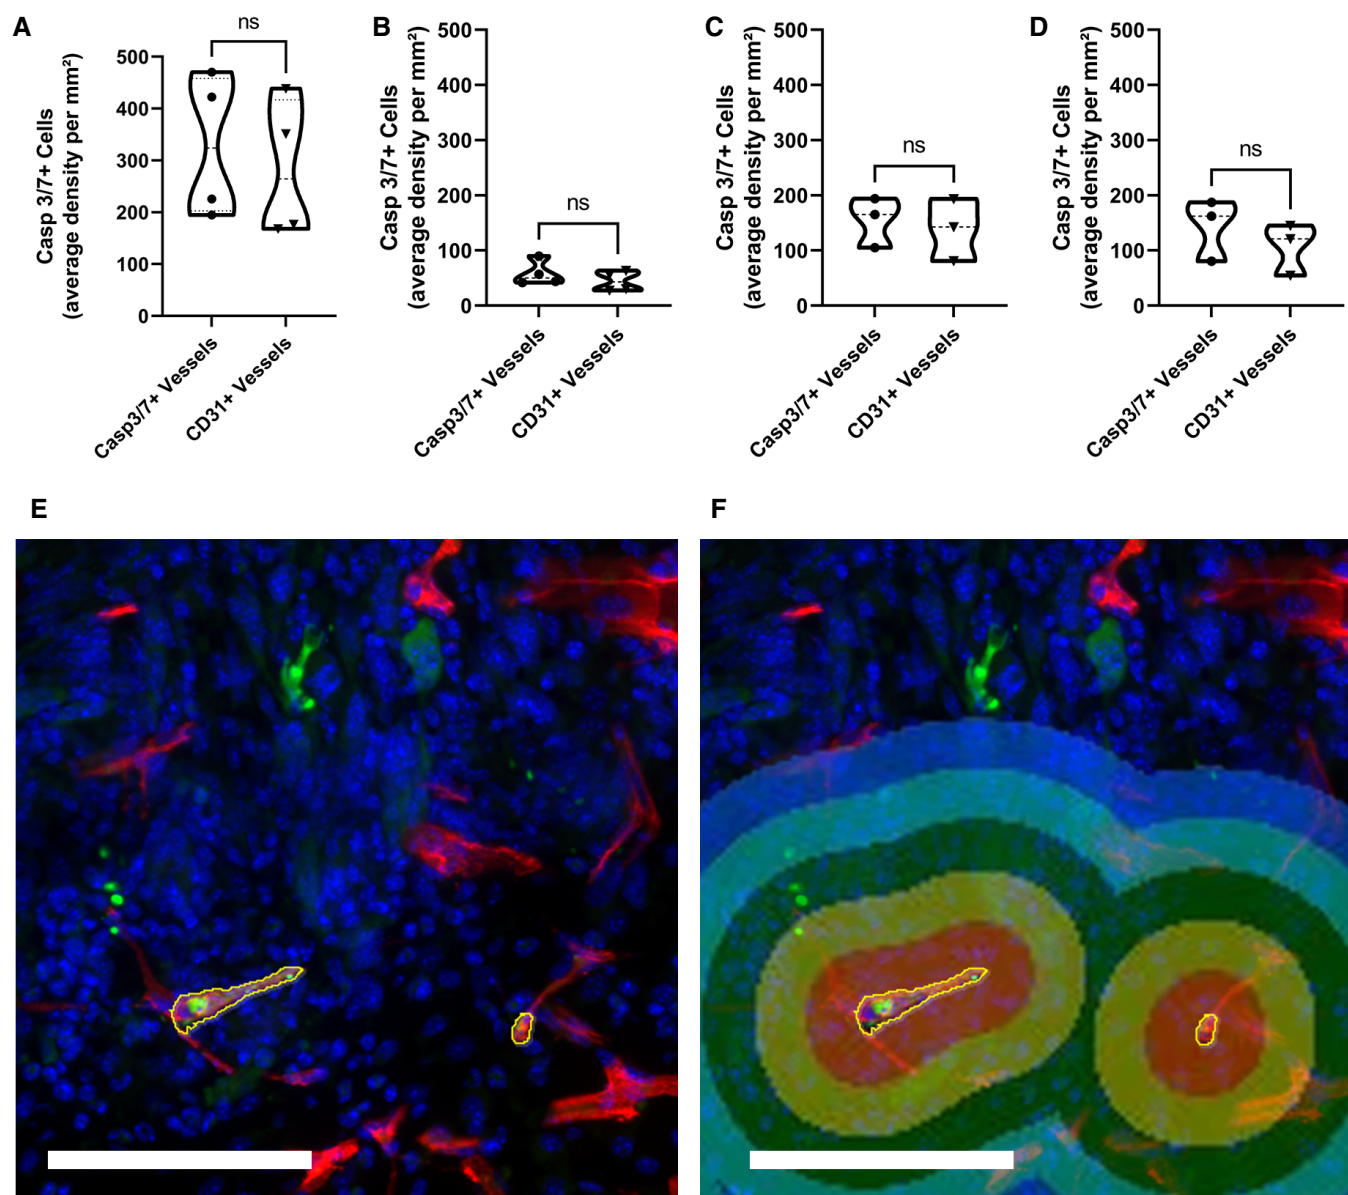

**Figure EV5. Average density of Caspase-3/7-positive cells close to blood vessels.**

A–F The density per mm<sup>2</sup> of Caspase-3/7 (Casp 3/7)-positive cells within 100 μm radius from (Casp 3/7)-positive TECs was determined at 48 h after single-dose irradiation to (A) MC38 tumors, (B) B16F10 tumors or (C) 48 h and (D) 168 h after the first dose of 5x3 Gy of fractionated irradiation in MC38 tumors. A representative image of (E) MC38 tumor vasculature with Casp 3/7-positive TEC and other cells with the (F) overlaid analysis mask. Tumor sections were stained with anti-CD31 (red), anti-Cas 3/7 (green) and counterstained with Hoechst (blue). Scale bar: 100 μm.

Data information: Presented are violin plots of all data with dashed line representing median and dotted lines quartiles.  $n = 3–4$  biological replicates per group. ns— $P > 0.05$  by one-way analysis of variance with multiple comparisons (ANOVA).

How the deposited data were processed for this re-analysis (not part of the article)

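RNA was measured in tumor endothelial cells (TECs) sorted from MC38 tumors, from mice that were left untreated or had received 15 Gy 48 h earlier. The values used were FPKM of bulk-sorted TECs in 3 control and 3 irradiated libraries, and read counts of 528 single TECs in 3 biological replicates per treatment. The paper gives 8 replicates per group for the bulk experiment, and the other libraries were not used here.

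For the bulk libraries the authors trimmed adapters from single-end reads, aligned them to GRCm38/mm10 with Bowtie and TopHat2, and computed FPKM per Ensembl gene with cufflinks. FPKM are not whole numbers and their sums differ between libraries, so they were taken as FPKM, with no further scaling. For the single cells the authors aligned the reads to GRCm38 with the transcripts of release 88 and counted reads per gene with HTSeq, and the counts are not normalized. Both protocols are Smart-seq2 without molecular identifiers. Gene names, positions and types came from the GENCODE annotation of GRCm38, which named 50376 of 50686 Ensembl identifiers (99.4%), which hold 99.9% of the FPKM and 99.95% of the counts.

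The depth of the bulk libraries cannot be read from FPKM, so no counting error can be given for them. Their small input of sorted cells, which the paper's methods state, adds a sampling error that was not estimated. Single cells had a median of 352172 counts, from 984 to 1022234, and the kept cells of a replicate summed to between 22216035 and 30383232 counts. Shares of cells were given with 95% Clopper-Pearson intervals, and a count of 0 with the limit that 3 cells set. These intervals leave out the variation between mice and the unequal amplification of molecules.

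Analyses were run in R 4.3.3. Bulk values were tested as log2(FPKM + 1) over 14288 genes with a mean of at least 1 FPKM, using limma 3.58.1 with a trend. Single cells were kept by the limits on total counts, features and mitochondrial counts (under 5%) that the paper states, and cell cycle phases came from cyclone in scran 1.30.0 over all cells. Counts of the cells kept in G1 were summed per treatment and replicate and tested with edgeR 4.0.16 (filterByExpr, TMM, quasi-likelihood) over 14543 genes. P-values were adjusted with the Benjamini-Hochberg procedure, and genes under 0.05 were called. The genes named in the text are those the paper names or labels in a figure, and the genes with the smallest p among those called whose groups did not overlap, up to 5 in each direction. Genes of the lists are named where a list's value is given, and which of them are singled out was chosen after their values were seen. A few genes of the lists and figures are not reported here by name, so a statement on named genes need not cover a whole list.

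Gene lists were written by hand for 7 pathways (interferon response, p53 targets, apoptosis, ATM/ATR checkpoint, S phase, G2/M phase and angiogenesis), for 6 endothelial types (arterial, capillary, lymphatic, venous, tip and stalk), and for mural cells, fibroblasts, leukocytes, tumor epithelium and the sex of the mice. They were tested with limma's camera, with the correlation between genes preset at 0.01, and with fry, and adjusted within each of these 3 families. Each list was also adjusted over its own genes alone.

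Seurat 5.3.0 normalized the kept cells and gave 2000 variable genes, principal components and clusters (10 components, resolution 0.4) as in the paper. Means per replicate were compared with exact permutation of the 6 replicates, whose smallest p is 0.1. Scores of a list are the mean log-normalized count (natural log) of its genes. The replicate number of the single cells marks shared library pools, so it was also used as a block. It does not pair the bulk libraries, where the correlation of deviations within pairs was 0.135, −0.0361 and −0.0514.

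The tests were tried on simulated data with 200 genes changed by a log2 fold of 2. limma called 19 genes in the bulk design, recovering 9% of the changed genes with 5.26% of calls false, and edgeR called 65 in the summed cells, recovering 30% with 7.69% of calls false. With no change, neither called any gene. camera gave p = 8.13e-70 for a list of raised genes and 0.803 for a list of unchanged genes, and fry gave 2.32e-06 for the raised list. The rank product, with 100 permutations, called 49 genes with 6.12% false where every gene had one spread, and 22 with 86.4% false where each gene had its own.

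Alternatives were, for bulk values, a pseudocount of 0.1, no filter or one at 5 FPKM, quantile normalization, median-ratio scaling, the replicate number as a block, the rank product, fry, Reactome sets from fgsea 1.28.0 and protein-coding genes alone. For single cells they were DESeq2 1.42.0, upper-quartile normalization, no filter on counts, the block, fry, other choices of cells, thinning of each cell to 130000 counts, 1000 variable genes, 10 neighbours, Seurat's cell cycle score and filter limits on the linear scale. Every replicate was also left out in turn.

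Not repeated here were the Panther and MetaCore pathway analyses and the transfer of labels from another study, whose reference cells were not used here. Differences in the number of labelled cells could therefore not be computed.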

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

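Of the tests in this part, those on the loss of a cluster (Mmrn1, Tmem100, Rbp7, Serpina3n and Cp), on library pools (Rbp7 and the p53 targets), on short genes, on Tacc3 and on depth for the p53 targets were chosen only after the result was seen. The single genes in this part are ones that the paper does not discuss, while it discusses p53 pathways for the bulk experiment alone.

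Il27 was the 1 gene called higher in bulk TECs, at 0, 3.54 and 0 FPKM in the control and 292, 119 and 118 FPKM in the irradiated libraries (fitted log2 change 6.60, adjusted p = 0.0453). In the summed single cells it was higher by 3.74 on the log2 scale but not called (adjusted p = 0.129). Its call was lost with a pseudocount of 0.1 (adjusted p = 0.136), over all genes (0.269), with the replicate block (0.198) and in all 6 fits that left out 1 library (0.121 to 0.366), and it was kept with a filter at 5 FPKM (0.0340), with quantile normalization (0.0293) and with median-ratio scaling (0.0487). Leukocytes, which can express Il27, are a possible explanation. Control libraries 1 and 3, with Il27 at 0, had 19.1 and 22.5 FPKM of the leukocyte gene Laptm5 and 0 and 163 of Tyrobp. Irradiated libraries 2 and 3 had 9.75 and 6.08 FPKM of Laptm5 and 19.5 and 0 of Tyrobp. This, compared after the result was seen, argues against leukocytes as the whole source in irradiated libraries 2 and 3. Irradiated library 1 had the most Il27, Laptm5 (44.7 FPKM) and Tyrobp (177 FPKM). In the single cells leukocytes cannot be told apart from expression in TECs. Il27 was counted in 25.2% of 111 irradiated cells without any leukocyte count and in 31.1% of 106 with one, against 12.8% of 211 control cells. By replicate the cells without leukocyte counts gave 40.0, 24.4 and 3.85% and control cells 19.7, 10.1 and 9.09%, so replicate 3 keeps it open. An effect of irradiation on TECs themselves stays open too.

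mt-Te, a mitochondrial tRNA gene, had 1714, 525 and 887 FPKM in the control libraries (mean 1042) and was listed at 0 in all irradiated libraries, and Rny1, a small RNA gene, had 80.7, 140.4 and 60.4 FPKM (mean 93.7) and again 0. The values may come from how FPKM is estimated for genes shorter than a read fragment: of 297 genes under 200 bases with a mean of at least 10 FPKM, 90.9% were listed at 0 in at least 1 library, against 4.88% of 8435 longer genes. The single-cell counts did not show such a loss of mt-Te (161, 97 and 140 counts in control against 49, 108 and 77 in irradiated sums), and Rny1 had few counts (31, 14 and 2 against 2, 11 and 4). mt-Te lost its call in 4 of the 6 fits that left out 1 library, and was still called without control replicate 2 (adjusted p = 0.0391) and without irradiated replicate 2 (0.0494). Rny1 lost its call in all 6 of these fits (0.139 to 0.320), over all genes (0.127) and with the replicate block (0.198). It kept its call with a pseudocount of 0.1 (0.0288), a filter at 5 FPKM (0.0156), quantile normalization (0.0183) and median-ratio scaling (0.0192). No biological explanation was tested.

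Tacc3 fell from 108 ± 16.9 to 4.98 ± 1.61 FPKM (SD, n = 3 each; log2 fold change −4.21, adjusted p = 0.0248), and it was not called in any of the 6 fits that left out 1 library (0.112 to 0.320). A lower share of cycling cells is a possible explanation, and it cannot be told apart from a change within cells: in the summed G1 cells its log2 change was −3.10, but it was not called (adjusted p = 0.333), and with the cycling cells included the change was −3.82. By cyclone the irradiated cells held almost no cycling cells. Seurat's score placed more of them outside G1, but it was not used to compare cells at equal shares, since its G2/M list holds Tacc3 itself. The effect of irradiation on cell division that the paper describes stays open as the biological explanation.

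Mmrn1 fell in the summed single cells from 158, 105 and 93.4 CPM to 2.64, 7.19 and 4.68 CPM (log2 fold change −4.62, adjusted p = 0.00923; 0.0801 with the replicate block). The loss of a cluster of lymphatic-like cells may account for it, since without that cluster the log2 change was −0.24 (adjusted p = 0.982). Its call was lost without control replicate 1 (adjusted p = 0.0709), control replicate 3 (0.0561) and irradiated replicate 3 (0.0855). In bulk TECs Mmrn1 was not lower, at 20.2, 9.52 and 5.93 FPKM in the control and 10.8, 19.7 and 44.9 FPKM in the irradiated libraries (log2 fold change 0.96, adjusted p = 0.818). Irradiation could have removed these cells, but they are 14 of 211 control and 1 of 217 irradiated cells, and whether sorting took them unequally was not tested.

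Rbp7 fell to near 0, from 28.4, 27.4 and 32.7 CPM to 0.409, 0.144 and 0.432 CPM (log2 fold change −6.47, adjusted p = 0.0141; 0.103 with the block). Of the 6 fits that left out 1 sum, it was called without irradiated replicate 2 (adjusted p = 0.0476) and not in the other 5 (0.0714 to 0.0940), while its log2 change ran from −6.72 to −6.10. Neither loss of the lymphatic-like cluster nor depth accounts for it. Its log2 change was −6.58 without that cluster (adjusted p = 0.0147) and −6.34 when each cell was thinned to the same total (0.00948). Of 58 control cells with an Rbp7 count, 55 lay outside that cluster, so leaving it out could change little. Rbp7 was a top marker of another cluster (log2 fold 2.84), and whether loss of those cells accounts for the fall was not tested. The fall was not a difference between library pools, since within each of the 6 pools irradiated cells were lower, by 20.1 to 48.1 CPM, and had at most 0.923 CPM. Rbp7 was also lower in bulk TECs, with 214, 55.1 and 267 FPKM in control against 0, 0 and 24.6 FPKM in irradiated libraries, though the rank product called it and limma did not (adjusted p = 0.212). An effect of irradiation on TECs that express Rbp7 may be the cause, as a hypothesis, since it was found and tested on the same cells.

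Tmem100 (log2 fold change −6.61, adjusted p = 0.0128; 0.0801 with the block), Serpina3n (−6.97, 0.0143; 0.0742) and Cp (−4.49, 0.0172; 0.140) were also lower. Without the lymphatic-like cluster their changes were −5.26 (adjusted p = 0.303), −5.02 (0.476) and −2.36 (0.402). These lie below 0 but were not called, so loss of the cluster cannot be told apart from a further fall in other cells for these 3 genes. Outside the cluster, Tmem100 had 10.9, 31.0 and 0.333 CPM in control against 0.562, 0.252 and 0.203 CPM in irradiated sums and Serpina3n 31.9, 1.80 and 0.143 against 0.0865, 0.504 and 0.372 CPM, so their falls there rest on 1 or 2 control sums. Cp had 10.3, 11.9 and 30.0 against 3.46, 4.50 and 1.59 CPM, lower in every irradiated sum, though by less than over all kept cells (−2.36 against −4.49). Of the fits that left out 1 sum, only that of Tmem100 without irradiated replicate 1 gave a call (adjusted p = 0.0449), and the others for these 3 genes gave 0.0513 to 0.107. In bulk TECs Tmem100 and Serpina3n changed by −0.79 and −2.28 and Cp by 0.71, none of them called. A biological effect of irradiation stays open.

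The p53 targets were higher in the single cells, with a median log2 change of 0.41 over 47 genes (adjusted p = 3.72e-10), a signal the paper reports for the bulk experiment but not for this one. Depth does not account for it, since after thinning each cell to the same total the median was 0.58 (adjusted p = 5.80e-10), and it ranged from 0.36 to 0.66 over the 6 fits that left out 1 sum. Per cell, the p53 score had means of 0.242 ± 0.0107 in control and 0.360 ± 0.0130 in irradiated replicates (SD, n = 3 each). It was not a difference between library pools, since irradiated cells had a higher mean score within each of the 6 pools, by 0.0888 to 0.139. A response of TECs to irradiation is offered as a hypothesis, since it was found and tested on the same cells.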

How the results depend on the processing

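The restriction to protein-coding genes and the cell filters on the linear scale were chosen after seeing the data, while the other choices in this part were made before the data were examined. Where no cause is given, the cause was not tested.

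Counts of called genes moved most. In bulk TECs 1 gene was higher and 3 lower. The count of higher genes was 0 with a pseudocount of 0.1, over all genes with any value above 0 and with the replicate block, and the count of lower genes was 1 with each of the last 2. The rank product gave 6 and 19, and protein-coding genes alone gave 8 and 11. Over the 6 fits that each left out 1 library, higher genes ran from 0 to 1 and lower genes from 0 to 2, with 0 of both without control replicate 1 and without irradiated replicate 3.

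In the summed single cells 125 genes were higher and 13 lower. The block gave 13 and 0, since it takes up degrees of freedom, and DESeq2 gave 425 and 248. The count of lower genes was also 8 with no filter on counts, 33 with all cells given and 44 with G2M and S cells included. Leaving out 1 sum gave from 8 to 56 higher and from 0 to 6 lower genes. Of the 138 called genes, DESeq2 shared 136, the block 13 and thinned cells 128. Upper-quartile normalization, leaving out the lymphatic-like cluster or the 6 index cells, and thinning kept both counts within 1.5 times.

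Among the bulk gene sets, the interferon, p53, ATM/ATR and G2/M sets kept their direction and their call under every alternative run on them, but with the Reactome sets the median fell from 0.97 to 0.43 for interferon, from 0.42 to 0.15 for p53 (adjusted p = 0.0224) and from −2.64 to −0.065 for G2/M (adjusted p = 0.0227), and went from −0.61 to −0.92 for ATM/ATR. The S phase set reversed with the Reactome set (0.016, adjusted p = 0.142), which holds other genes, and the apoptosis set was called with the Reactome set (0.18, adjusted p = 0.0111). Over the fits that left out 1 library, the median of the apoptosis list ran from 0.031 to 0.20. It was called in none of them (adjusted p from 0.0566 to 0.426 by camera). The angiogenesis median, −0.0085, changed sign over all genes (0.0080) and with a filter at 5 FPKM (0.0051), and ran from −0.055 to 0.057 over the fits that left out 1 library. None of these angiogenesis values was called.

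Among the single-cell sets, the interferon, p53, apoptosis, S phase and G2/M sets kept direction and call under every alternative run. The S phase median ran from −0.99 to −0.54 when 1 sum was left out. The ATM/ATR set ran from −0.58 to −0.27 when 1 sum was left out and lost its call without control replicate 1 (adjusted p = 0.0756) and control replicate 2 (0.0516). The angiogenesis median of 0.035 became −0.014 without the lymphatic-like cluster and ran from −0.022 to 0.19 when 1 sum was left out, never called. The arterial set lost its call with fry (−0.87, adjusted p = 0.143), a test that asks another question than camera. By camera it kept its call when 1 sum was left out, with medians from −1.42 to −0.86. The lymphatic set lost its call without the lymphatic-like cluster (−0.39, adjusted p = 0.986), as this one holds the cells that carry its genes. When 1 sum was left out, the capillary set ran from −0.41 to −0.041 and was called without irradiated replicate 3 (adjusted p = 0.0239). The venous set ran from −0.079 to 0.15. The tip set ran from −0.028 to 0.38 and was called without control replicate 3 (adjusted p = 0.0131). The block changed no call of a set.

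The difference in the share of TECs in G2M or S phase, −5.90 percentage points with cyclone, was −15.6 with Seurat's score (exact permutation p = 0.2). For the principal components, the difference on PC1 (6.13) was 5.20 with 1000 variable genes, 2.105 without the interferon, S phase and G2/M genes and 6.83 with G2M and S cells, and ran from 5.62 to 6.97 when 1 replicate was left out. On PC2 (3.92) it was 2.23 without those genes and 0.541 with G2M and S cells. On PC3 (0.848) it was 2.90 without those genes, 1.94 with thinned cells, 1.81 with G2M and S cells and 0.128 with 1000 variable genes. When 1 replicate was left out, it ran from 0.534 to 2.83. On PC4 (0.339) it was 1.35 without those genes, 0.892 with thinned cells and 2.16 with G2M and S cells (0.0493 to 1.96 when 1 replicate was left out). On PC5 (0.326) it ran from 0.0210 to 2.11. The share of neighbours from the same treatment in control cells (75.2%) was 64.1% without those genes. It ran from 50.5 to 82.5% when 1 replicate was left out, and in irradiated cells (81.9%) from 67.1 to 87.6%, as leaving out a replicate also changes the share given by chance. The number of cells that passed the count, feature and mitochondrial filters, 442, was the same with the limits recomputed on the log scale and 463 with limits on the linear scale. The direction of the spread of cells was the same under each alternative run on it.

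Single genes of the bulk libraries with changes near 0 reversed. With quantile normalization Eng became −0.0040, Cdh5 −0.025, Kdr −0.023 and Nrp2 0.038. With median-ratio scaling Kdr became −0.035 and Tnc −0.015, and with a pseudocount of 0.1 Tnc became −0.00061. Over the fits that left out 1 library, the ranges were −0.17 to 0.13 for Pecam1, −0.088 to 0.45 for Eng, −0.052 to 0.16 for Cdh5, −0.18 to 0.17 for Kdr, −0.24 to 0.15 for Vwf and −0.16 to 0.32 for Cd276. They were −0.50 to 0.057 for Tnfrsf9, −0.58 to 0.81 for Ank, −0.89 to 0.27 for Ptprn, −0.075 to 0.73 for Inhbb, −0.48 to 0.46 for Tnc and −0.39 to 0.32 for Nts. For the tip cell genes they were −0.100 to 0.47 for Nrp1, −0.21 to 0.15 for Nrp2, −0.39 to 0.050 for Dll4 and −0.18 to 0.77 for Pfkfb3. Of 1288 fits of single bulk genes, 9 became called (all with protein-coding genes alone) and 7 lost a call under alternatives with all libraries, and 2 and 22 when 1 library was left out. Of 795 fits of single-cell genes these were 14 and 42, and 1 and 155.

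The depth of the bulk libraries is unknown, which leaves a value of 0 FPKM without a limit. In single cells a median of 373512 counts per kept cell sets the genes that can be seen at all, and with 58 to 83 kept cells per replicate a count of 0 cells allows a share of a few percent.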

Differences from the paper's values

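Among the alternatives in this part, the restriction to protein-coding genes was chosen only after the values were seen. Values of the paper's figures were read by eye. The axis of Fig 5C does not state the base of its fold change, and the values below were compared on the log2 scale.

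The paper states 8 biological replicates per group for the bulk experiment, and the values used here hold 3 per group.

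A change was taken to differ where its sign was another or where it lay further from the paper's value than the SD of the gene's log2 values within groups here, which is wide for some genes and narrow for others, and a gap was taken as closed where neither held, so a closed gap need not be a small one. By this rule, the log2 change differed for 8 of the 12 genes of Fig 5C. For Inhbb it was 0.28 against the paper's about 1.2 in Fig 5C, and the gap closed without control replicate 3 (0.56) and without irradiated replicate 1 (0.73) but under no other alternative set before the data were examined. For Cks2 it was −0.90 against the paper's about −1.4 in Fig 5C, and the gap closed without control replicate 2 (−1.04) and without irradiated replicate 1 (−1.12) alone. For Nts it was −0.14 against the paper's about 0.7 in Fig 5C, and the gap closed without control replicate 1 (0.32) alone. For 5 genes none of the alternatives set before the data were examined closed the gap: Tnc, 0.026 against the paper's about 1.3 in Fig 5C, Itgb3, 0.54 against about 1.2 in Fig 5C, Mki67, −2.33 against about −5 in Fig 5C, Knstrn, −3.33 against about −5 in Fig 5C, and Ckap2, −1.92 against about −2.5 in Fig 5C.

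Of 11 single-cell changes read from Fig 6H, 9 match the values here on the natural log scale, rounded to the digits read by eye. Ifit3b and Ifi207 are the exceptions. On that scale Ifit3b was 1.29 and Ifi207 was 1.25, each against the paper's about 1.2 in Fig 6H. Their log2 changes in the summed counts, 2.70 and 3.09, are separate estimates and not the same values on another base. The natural log scale was computed for the kept cells as a whole and under no alternative.

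The paper describes lower expression of genes associated with angiogenesis. Of the 12 genes labelled in Fig 5C, 9 were lower here, but a list of 60 angiogenesis genes had a median log2 change of −0.0085 with 29 genes higher and 29 lower, and no alternative called it.

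The paper reports apoptotic pathways as raised in bulk TECs. Here the apoptosis list was not called (median 0.12, adjusted p = 0.122), while it was called with the Reactome set (0.18, adjusted p = 0.0111), an alternative set before the data were examined.

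The paper names the genes of Fig 5E as the most changed. Of these 49 genes, 0 were called by limma, with 23 higher and 21 lower at an unadjusted p under 0.05. The rank product, set before the data were examined and named in the paper's methods, called Gdf15, Ccnb2, Cenpa, Birc5, Cep55 and Cdca8. Of the other alternatives set before the data were examined, limma called Gdf15 without control replicate 3 (adjusted p = 0.0138) and Birc5 without irradiated replicate 1 (adjusted p = 0.0288). With protein-coding genes alone, a choice made after seeing the values, limma called Rsad2, Ifit1, Phf11a, Cep55, Knstrn, Cdca8, Ccnb2 and Kif23 among them.

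The paper places PC2 before PC1 in its relation to treatment. Here PC1 separated the treatments more, with 34.4% of its variance between treatments against 17.7% for PC2. The order was reversed with variable genes without the interferon, S phase and G2/M genes, where PC1 had 4.76% and PC2 6.53%. PC3 had more than either in that setting, 11.1%, so it did not restore PC2 as the component most related to treatment.

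The paper reports fewer arterial and stalk-type TECs after irradiation from transferred labels, which were not repeated here. In expression the arterial list was lower by camera (−0.87, adjusted p = 3.32e-04) but not by fry (0.143), and the stalk list was called by neither (−0.28, adjusted p = 0.159 and 0.145).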

Other observations

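Of the tests in this part, those on interferon transcripts in the sorted cells and on the lymphatic genes without their cluster were chosen only after the result was seen.

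With 3 samples per group, 10 splits of the 6 samples are possible, so no share under 0.1 can be reached and chance cannot be told apart from treatment by this count alone. In bulk, 6 of the 10 splits gave at least as many genes with an adjusted p under 0.05 as the real one, though by the count at an unadjusted p under 0.05 only 1 of 10, the real split, reached 1104. In the single cells 1 of the 10 splits, the real one, reached 138 called genes. Of the 4 splits that part every pair, the other 3 gave 0 called genes, and the other 9 splits gave from 401 to 637 genes at an unadjusted p under 0.05 against 1444.

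The rise of interferon response genes was weighed against several technical explanations. Sex of the mice does not explain it, since Xist was at 67.0 FPKM or more in all 6 bulk libraries (217 at most) and no Y-linked gene was above 0.395 FPKM. Leukocytes among the sorted cells are unlikely to explain it, since among 215 cells with no leukocyte count the mean interferon score differed by 0.569, against 0.565 among all kept cells. In the bulk libraries Tyrobp was at 0, 2.92 and 163 FPKM in control and 177, 19.5 and 0 FPKM in irradiated TECs, and Laptm5 at 19.1, 3.30 and 22.5 against 44.7, 9.75 and 6.08 FPKM. Depth does not explain it, as the median log2 change of the set was 1.19 with each cell thinned to the same total (adjusted p = 4.20e-178). It did not come from a few cells, since 96.6% to 98.8% of irradiated cells in each replicate lay above the control median. It was not a difference between library pools, since irradiated cells scored higher by 0.454 to 0.697 within each of the 6 pools. Genes matched to the set on length, GC content and mean FPKM changed by a median of 0.15 in bulk TECs, against 0.97 for the set. A response of TECs to irradiation is the biological explanation that the design offers and remains a hypothesis.

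Whether the sorted cells made interferon themselves cannot be told apart from a response to interferon of other cells: 2 of 259 irradiated and 2 of 269 control cells had a count in any of 18 interferon alpha and beta genes, too few to decide. Ifnb1 was at 35.7 FPKM in irradiated bulk library 1 and listed at 0 in the other 5 libraries, and it had 0 counts in the single cells.

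As a hypothesis, 1 group of irradiated cells might carry both the interferon and the p53 response. The 2 scores had a mean correlation of 0.229 across the irradiated cells of a replicate, at the 49.4th percentile of 1000 random lists (95% of them below 0.357), which argues against it.

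Lower G2/M genes in the cells kept in G1 could have come from a few cycling cells that stayed in the control group. Without the tenth of cells with the highest score in each replicate, the median log2 change of the set was −0.87 (adjusted p = 5.01e-04 by camera). This argues against so few cells as the whole cause, though it lies nearer to 0 than the −2.42 of all kept cells. A larger share of cycling control cells is not excluded, since Seurat's score placed a mean of 43.8% of control TECs outside G1.

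The lower lymphatic genes may come from the loss of 1 cluster of 15 cells, since without it the median log2 change of the list was −0.39 (adjusted p = 0.986). In bulk TECs, of the lymphatic genes Mmrn1 and Lyve1 were higher (0.96 and 1.65 on the log2 scale) and Prox1 and Pdpn lower (−0.98 and −1.76), none of them called, so the bulk libraries leave the loss open. Whether irradiation or the sorting of cells removed this cluster was not tested.

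For 6 cells the i7 index, a part of the library barcode, lies in the range of the other treatment: 4 cells labelled control carry an index that the irradiated cells otherwise use, and 2 cells labelled irradiated carry one that the control cells otherwise use. Of these 6 cells, 5 had an interferon score nearer the median of the other treatment in their replicate, against 11.7% of the 436 other cells (binomial p = 1.19e-04). Mislabelled cells are a candidate explanation. Without them 138 genes were higher and 15 lower.

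Other lists of cell types were not called in the single cells, and with 2 to 5 tested genes each they cannot show that nothing changed. The median log2 changes were 0.66 for 3 mural genes, −1.23 for 5 fibroblast genes, −1.68 for 5 leukocyte genes, 0.46 for 2 genes of tumor epithelium, 0.15 for the 2 genes of the female list and 0.089 for 2 of the male list. By camera over these 6 lists, adjusted p was 0.0910 for the fibroblast list, 0.920 for the male list and 0.845 for each of the others, and 1 fibroblast gene was lower when adjusted over the list alone. When 1 sum was left out, the medians ran from −1.88 to 2.47 for the mural, −4.22 to −0.070 for the fibroblast, −2.18 to 0.36 for the leukocyte and −0.62 to 0.25 for the epithelial list.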
